# The loss of *DHX15* impairs endothelial energy metabolism, lymphatic drainage and tumor metastasis in mice

**DOI:** 10.1038/s42003-021-02722-w

**Published:** 2021-10-15

**Authors:** Jordi Ribera, Irene Portolés, Bernat Córdoba-Jover, Juan Rodríguez-Vita, Gregori Casals, Bernardino González-de la Presa, Mariona Graupera, Estel Solsona-Vilarrasa, Carmen Garcia-Ruiz, José C. Fernández-Checa, Guadalupe Soria, Raúl Tudela, Anna Esteve-Codina, Guadalupe Espadas, Eduard Sabidó, Wladimiro Jiménez, William C. Sessa, Manuel Morales-Ruiz

**Keywords:** Cell signalling, RNA splicing

## Abstract

DHX15 is a downstream substrate for Akt1, which is involved in key cellular processes affecting vascular biology. Here, we explored the vascular regulatory function of DHX15. Homozygous *DHX15* gene deficiency was lethal in mouse and zebrafish embryos. DHX15^—/—^ zebrafish also showed downregulation of VEGF-C and reduced formation of lymphatic structures during development. *DHX15*^*+/−*^ mice depicted lower vascular density and impaired lymphatic function postnatally. RNAseq and proteome analysis of DHX15 silenced endothelial cells revealed differential expression of genes involved in the metabolism of ATP biosynthesis. The validation of these results demonstrated a lower activity of the Complex I in the mitochondrial membrane of endothelial cells, resulting in lower intracellular ATP production and lower oxygen consumption. After injection of syngeneic LLC1 tumor cells, DHX15^+/−^ mice showed partially inhibited primary tumor growth and reduced lung metastasis. Our results revealed an important role of DHX15 in vascular physiology and pave a new way to explore its potential use as a therapeutical target for metastasis treatment.

## Abstract (web summary)

Jordi Ribera et al. use zebrafish and mouse models to examine the role of the ATP-dependent RNA helicase, DHX15, in vascular health. Their results suggest that DHX15 depletion can cause vascular defects in vertebrates, potentially by impacting endothelial ATP production.

## Introduction

RNA helicases are highly conserved and widespread enzymes that play a fundamental role in RNA metabolism through the control of basic RNA processes such as ribosome formation, pre-mRNA maturation, nuclear transportation, RNA translation, transcription initiation, degradation, and folding of RNA^1^. They also play an essential role in the detection of viral RNAs^2^. RNA helicases are classified into two different subfamilies: the DEAD-box family (DDX), and the DEAH-box (DHX) family^2,3^. Specifically, the DHX family consists of 16 members, which have been identified based on their homology within the amino acid sequences of the helicase domain^3,4^.

RNA helicases act by remodeling RNA structures through ATP hydrolysis, which exerts a mechanical force resulting in the alteration of the RNA configuration that is fundamental for many cellular processes. This RNA reconfiguration is due to the translocation of the helicase along the RNA which unwinds RNA duplexes and dissociates bound proteins^5–7^. It has been recently discovered that since DHX helicases lack target selectivity they require the action of adapter proteins, such as G-patch proteins, to aid in the recruitment of RNA targets to the functional site of the helicase. These kinds of DHX activators stabilize a functional conformation with high RNA affinity enhancing the catalytic activity of the helicase^8^.

In recent years, RNA helicases have gained notoriety due to their role in cell maintenance, controlling many biological processes, including cell differentiation and apoptosis^9^. Also, several groups have linked the defects in helicase functioning with cancer, infectious diseases, immune response, and neurodegenerative disorders^2,10^. For instance, recent studies have shown that the deregulated expression of an increasing number of these enzymes usually appears in many types of tumors^11,12^, hence being related to carcinogenesis and cancer progression^13–17^. Despite these initial studies, the understanding of the pathological mechanisms driven by the RNA helicases and their individual specificity or redundancy over their molecular targets is still limited.

DHX15 is a newly identified member of the DEAH-box RNA helicase family, located in the cell nucleus that regulates pre-mRNA maturation^18,19^. DHX15 is known to contribute to ribosome biogenesis by participating in some steps of the small subunit maturation, and in splicing by dissociating the spliceosome modules after completion of its function^20–23^. DHX15 has ubiquitous variable expression in healthy tissues and organs^24^. This helicase is also present in retinal endothelial cells that line the arborizing microvasculature in the human retina^25^. In pathological situations, some studies have shown that DHX15 expression can be dysregulated due to exacerbated autoimmune response and promotes antiviral defense against RNA viruses as a coreceptor for Nlrp6 or Rig-I^26–28^. Also, DHX15 is downregulated in ulcerative colitis patients, promoting intestinal antibacterial response through Wnt/β-catenin signaling^29^ and its expression is altered in several types of cancer^30–33^.

Among all these physiological and pathophysiological mechanisms found to be associated with DHX15, its role in vascular function is still unknown. In this context, the serine/threonine kinase Akt1 plays an essential role in vascular biology as a central signaling node that coordinates major cellular processes^34–36^. Its primary signaling function relays on the fact that Akt1-dependent phosphorylation leads to the regulation of critical mediators that control different cellular processes, including cell death, cell growth, and chemotaxis. In a previous study, we demonstrated that only the Akt1 isoform can phosphorylate DHX15 in mouse lung endothelial cells^35^. This observation led us to hypothesize that DHX15 contributes to some extent to the vascular functions of Akt. Therefore, the goal of the present study was to characterize the vascular phenotypes and the pathological mechanism associated with the *DHX15* gene deficiency generated by gene editing of this enzyme in mice and zebrafish.

The results of our study revealed a vascular regulatory role for DHX15 that has an impact in pathological processes such as impaired lymphatic drainage and tumor growth. Also, RNAseq and proteome analysis of DHX15 silenced endothelial cells revealed differential expression of genes involved in the metabolism of ATP biosynthesis. The validation of these results demonstrated lower activity of the Complex I in the mitochondrial membrane of endothelial cells, resulting in lower intracellular ATP production and lower oxygen consumption.

## Results

### Akt and DHX15 crosstalk in endothelial cells

Akt activity is necessary for major endothelial cell functions, including cell growth, chemotaxis, survival, vascular tone, and angiogenesis. We previously demonstrated that DHX15 is a downstream phosphorylation target of Akt1^35^. Here we investigated further the regulatory crosstalk between these two proteins in endothelial cells, using a LEC cell line engineered to express the Tet-On® induction system for silencing DHX15 (siL-DHX15-LEC) (Supplementary Fig. 1a). LEC displayed endothelial cell markers (CD31, eNOS, and uptake of oxidized low-density lipoprotein; Supplementary Fig. 1b and d) but also classical lymphatic cell markers (LYVE-1 and podoplanin; Supplementary Fig. 1c and d). As shown in Fig. 1a, a three-fold upregulation of Akt1 expression was observed in LEC with silenced *DHX15* gene, compared with control LEC (3.26 ± 0.39 vs. 1.00 ± 0.14 relative units, respectively; *p* < 0.01). Akt1 overexpression mediated by DHX15 silencing is isoform specific since we did not observe a variation in Akt2 expression under the same experimental conditions. Furthermore, we determined AKT activity in siL-DHX15-LEC cells measuring GSK-3α/β phosphorylation. We found two-fold increased levels of AKT activity in siL-DHX15-LEC cells compared with WT cells (Fig. 1b).

**Fig. 1:**
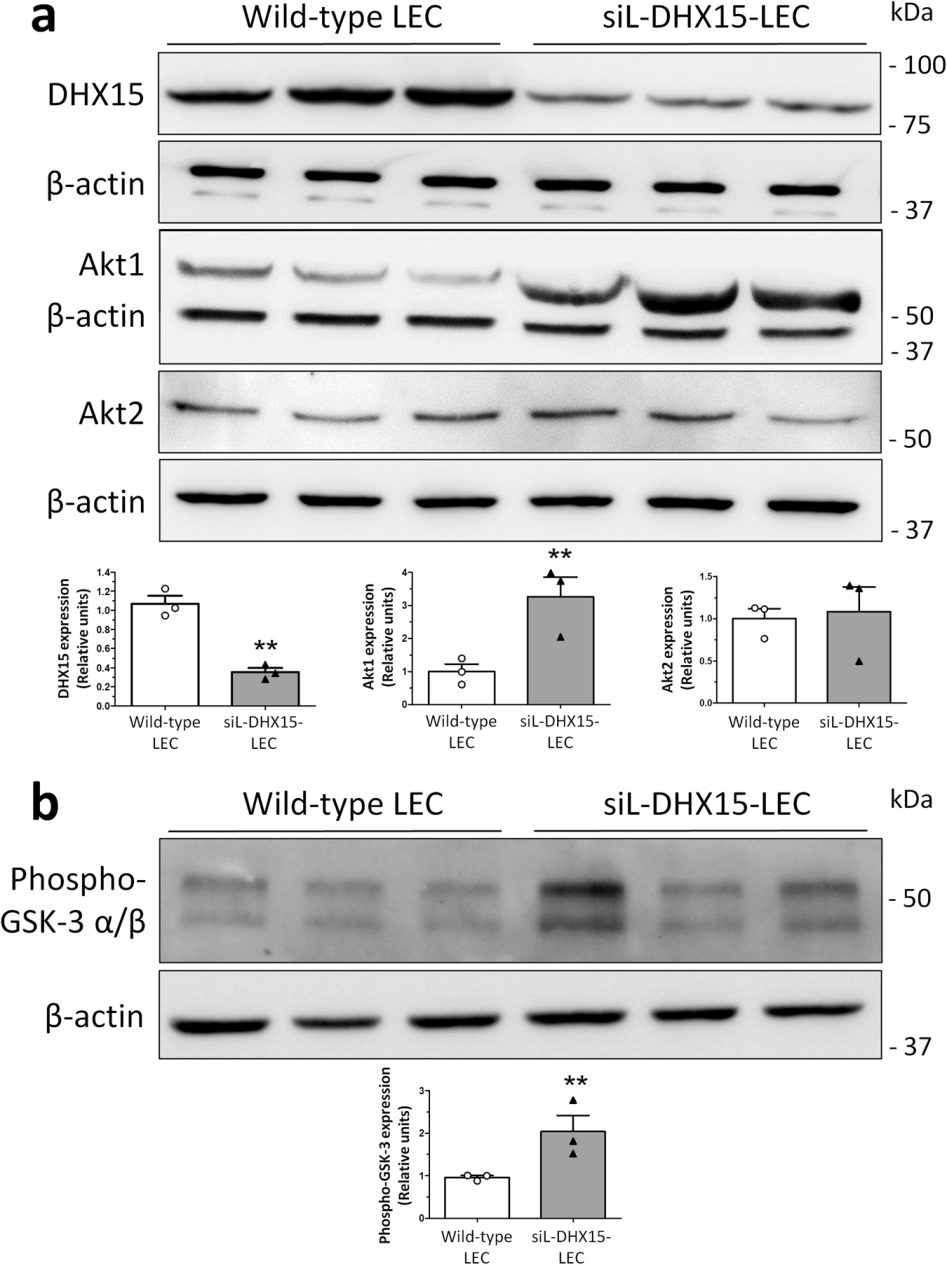
Characterization of the Akt and DHX15 signaling crosstalk in endothelial cells. **a** The expression of DHX15, Akt1, and Akt2 proteins was evaluated by western blot using cell lysates from wild-type and siL-DHX15-LECs. β-actin was used as a loading control. The densitometric analysis of the protein expression is shown on the bar graph. **p < 0.01 vs. wild-type LEC (*n* = 3 biologically independent samples for each condition). **b** The activity of Akt was determined in non-silenced and DHX15-silenced endothelial cells in a kinase reaction using recombinant GSK-3 as substrate. The levels of GSK-3α/β phosphorylation were analyzed by western blot using a phospho-GSK-3 specific antibody. β-actin was used as a loading control. The densitometric analysis of the protein expression is shown on the bar graph. **p < 0.01 vs. wild-type LEC (*n* = 3 biologically independent samples for each condition). All statistical analyses were performed using unpaired two-tailed Student’s *t*-test. All bar graphs are presented as mean ± SEM.

### Homozygous loss of DHX15 gene is associated with embryonic lethality in mice

The role of DHX15 in vascular function and vascular development is unknown. Therefore, we generated a global knockout mouse for DHX15 as described under the Methods section. Exon 2 of the *DHX15* gene was selected as TALEN target site for knockout mouse production, resulting in two different DHX15-deficient mouse clones: Mouse-ID#35, and Mouse-ID#39. Both clones were used interchangeably in the subsequent experiments without detecting significant differences in the phenotypes or the results obtained (Supplementary Fig. 2a).

DHX15 expression was analyzed in wild-type mouse embryos at embryonic day (E) stage 9.5 and E10.5. The expression of DHX15 in wild-type embryos was mainly located at the prosencephalon (PRO), rhombencephalon (RHO), and somitic mesoderm (SM) at stage E9.5. At stage E10.5, DHX15 expression was still present at the somatic mesoderm, and also was located on the incipient telencephalon (T), diencephalon (D), pharyngeal arches (PA) and forelimbs (FL) (Fig. 2a).

**Fig. 2:**
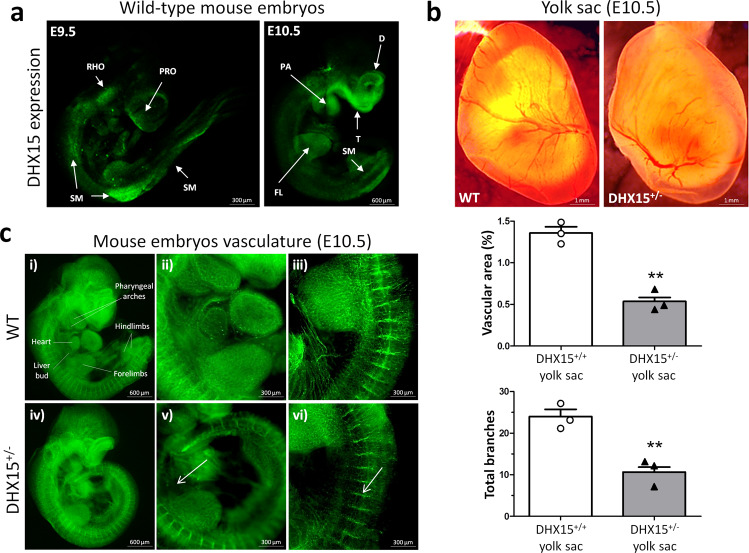
Embryonic characterization of *DHX15* gene deficiency and expression in the gene-edited mouse and zebrafish models. **a** Representative immunostaining of the DHX15 expression (green) from mouse embryos at E9.5 and E10.5 of embryonic development (*n* = 3 animals for each embryonic day). Maximal projection is shown. Original magnification: ×20 for E9.5 and ×10 for E10.5. **b** Representative bright-field images of the yolk sac vasculature from mouse embryos at E10.5 of embryonic development. Maximal projection is shown for each genotype. Original magnification: ×8. The vascular density quantification is shown on the histograms expressed as the percentage of vascular area (upper graph) and total branches (lower graph). Bars represent the mean ± SEM, **p < 0.01 vs. wild-type, unpaired two-tailed Student’s *t*-test (*n* = 3 animals for each condition). **c** Representative immunostaining of the vasculature with endomucin (green) from mouse embryos at the stage E10.5 of embryonic development. The white arrows denote areas of decreased vascular density (*n* = 6 animals for each condition). Maximal projection and 3D rendering from the microscope are shown for each genotype. Original magnification: ×20 and ×40.

Heterozygous DHX15 (DHX15^+/−^) mice were viable without any apparent phenotypic abnormalities. We confirmed DHX15 heterozygous deficiency in selected organs and vascular beds by RT-qPCR. As seen in Supplementary Fig. 2b we observed a significant reduction of DHX15 expression in kidney, spleen, heart, liver and primary liver endothelial cells from DHX15^+/−^ mice, compared with WT mice. In contrast, intercrosses between DHX15^+/−^ showed no viable homozygous mice (DHX15^−/−^). To establish the embryonic lethality period, timed pregnancies of DHX15^+/−^ breeding were examined at E8.5. No DHX15^−/−^ embryos were obtained at this time point suggesting post-implantation embryonic lethality before E8.5 (Supplementary Fig. 2c).

### *DHX15* gene deficiency causes blood and lymphatic vascular defects during embryonic stages

At stage E10.5, the yolk sac of control mice presented a well-organized vascular network consisting of both capillaries and large vitelline vessels (Fig. 2b). However, DHX15^+/−^ littermates exhibited yolk sacs with reduced vascular density and fewer vascular branches in vitelline vessels, compared with WT (0.54 ± 0.05 *vs*. 1.36 ± 0.07 percentage of vascular area, respectively; *p* < 0.01, and 10.67 ± 1.17 vs. 24.00 ± 1.73 total branches, respectively; *p* < 0.01) (Fig. 2b). Next, we performed whole-mount blood vessel staining in embryos at the same stage, E10.5. DHX15^+/−^ embryos did not exhibit significant defects in segmentation. However, heterozygous embryos showed lower vascular density compared with wild-type (Fig. 2c). This deficiency was mainly evident in the heart region and the intersomitic arteries that sprout out or were located between the somites.

To characterize further the role of DHX15 in vascular definition, we studied whether there was a preferential expression of DHX15 among different vascular beds of wild-type mice. The mRNA quantification of *DHX15* in thoracic aorta and portal vein showed comparable results without significant differences in both vascular territories. Next, we wanted to compare the preferential expression of DHX15 between blood vessels and lymphatic vessels. However, and due to the technical difficulty of isolating entire lymphatic vessels, we quantified DHX15 expression in isolated-primary cells. We found ~3-fold higher expression of DHX15 in primary liver sinusoidal endothelial cells compared with primary mesenteric lymphatic endothelial cells, which revealed a differential expression of DHX15 in the blood vessel endothelium compared with the lymphatic endothelium (Supplementary Fig. 2d). Both cell types, were isolated with high purity and maintained their blood vessel and lymphatic cell markers after the isolation (Supplementary Fig. 3).

Early embryonic lethality caused in mice by DHX15 deficiency limits the characterization of embryonic vascular anomalies motivated by this genetic disturbance in homozygosis. In order to overcome this limitation, we generated a *DHX15* gene-deficient zebrafish mutant by Crispr/Cas9 editing in a Tg(*flk1*:EGFP) background, as described in the “Methods” section. Wild-type zebrafish embryos showed *DHX15* mRNA expressed broadly across the larvae during the period of 3 days post fertilization (dpf) (Supplementary Fig. 4, panels b, f, and j) with an enriched expression in the vascular system, specifically in the dorsal aorta and the intersegmental vessels (ISV) (Supplementary Fig. 4, panels d, h, and l), as post-natal development progresses (24, 48, and 72 h). DHX15^−/−^ zebrafish embryos at stage 5 dpf were also screened for the expression of GFP in the vasculature. DHX15 deficiency caused vascular development impairment in primary arteries and veins, compared with the wild-type embryos. This impairment was characterized by generalized dilatation of the vasculature, especially in the cardinal vein and the ISV (Fig. 3a). These defects were extended to developing lymphatic structures, such as the parachordal line^37^. In control embryos, the parachordal line was detected in nearly every somite segment (Fig. 3a, arrows). By contrast, the number of parachordal lines was 63% lower in the DHX15^−/−^ embryos. In agreement with the impairment in the formation of embryonic lymphatic structures, DHX15^−/−^ embryos showed downregulation of VEGF-C compared to wild-type embryos (Fig. 3b). These results further support the role of DHX15 as a regulator of the lymphatic endothelium.

**Fig. 3:**
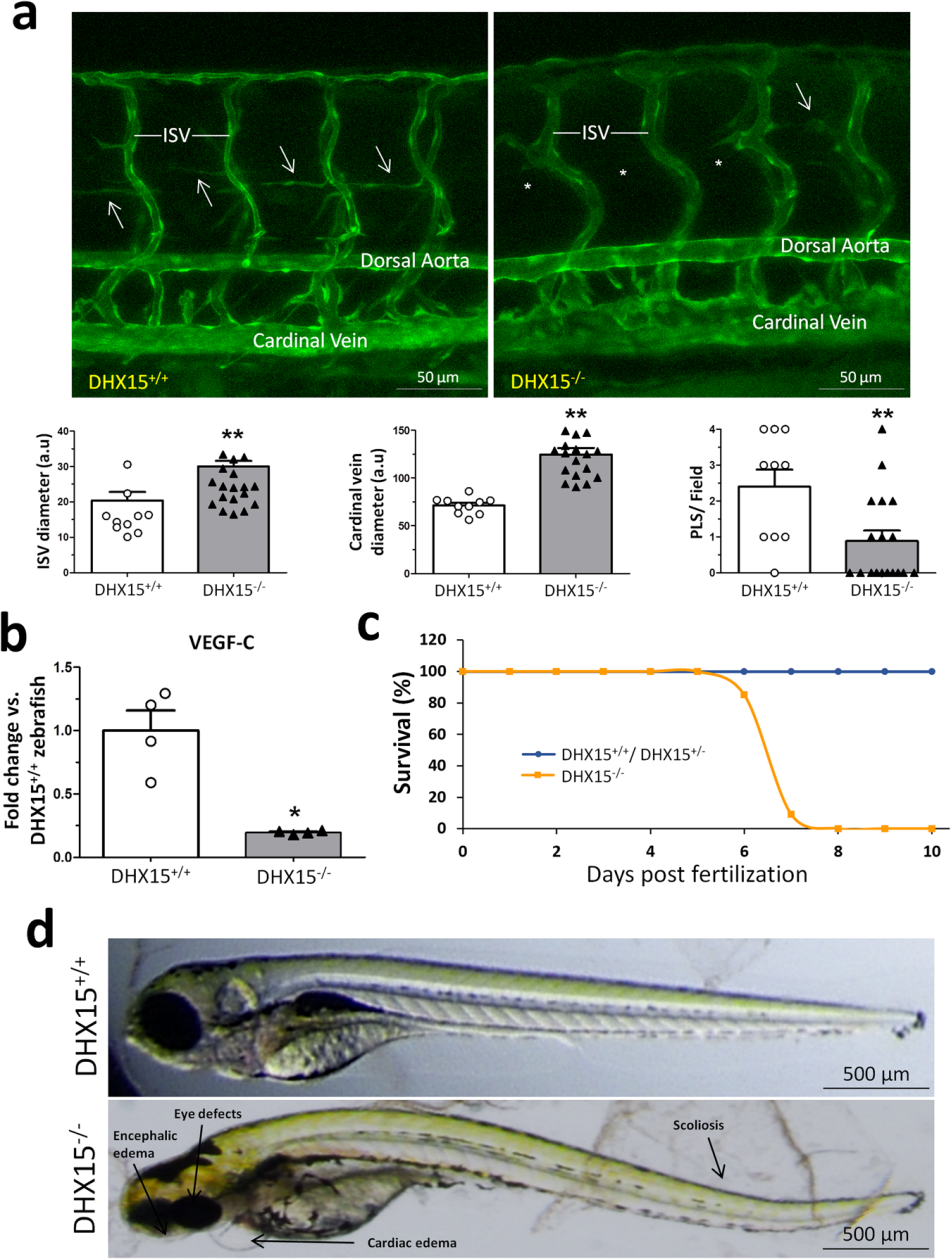
Characterization of embryonic vascular anomalies associated with *DHX15* gene deficient in zebrafish. **a** Representative vascular images of DHX15^+/+^ and DHX15^−/−^ larvae at 5 day post fertilization (dpf) revealing a reduced formation of the parachordal line (arrows). Asterisks denote the absence of these vascular structures in DHX15^−/−^ animals. Quantifications of cardinal vein diameter, intersegmental vessels (ISV), and number of parachordal lymphangioblast strings (PLS) are shown in the graphs. **p < 0.01 vs. wild-type zebrafish, unpaired two-tailed Student’s *t*-test (*n* = 10 and *n* = 18 for the DHX15^+/+^ and DHX15^−/−^ conditions, respectively). Arbitrary units: a.u. **b** RNA extraction of zebrafish embryos at 4 dpf from either wild-type or DHX15 knockout larvae was performed. mRNA expression was analyzed by RT-qPCR. The graph shows the different expression levels of the *VEGF-C* gene in the DHX15^+/+^ and DHX15^−/−^ conditions. mRNA levels are shown as fold change relative to *HPRT* mRNA levels. *p < 0.05 vs. wild-type unpaired two-tailed Student’s *t*-test (*n* = 4 biologically independent samples for each condition). **c** Survival assessment assay. The graph shows the larvae survival rate through the first 10 dpf according to their different genotype (*n* = 15 zebrafish larvae for each condition). **d** Representative images comparing wild-type and DHX15^−/−^ larvae at 7 dpf where morphological defects including encephalic and cardiac edema, scoliosis, and impaired neural/eye growth are evident. All bar graphs are presented as mean ± SEM.

Similar to mice, global DHX15 deficiency was lethal in zebrafish. To establish the embryonic lethality period, we monitored the larvae mortality during the first 10 dpf (Fig. 3c). The DHX15^−/−^ larvae started to die at 6 dpf and reached a 100% mortality at the stage 8 dpf. These animals developed morphological defects including encephalic and cardiac edema, scoliosis, and impaired neural/eye growth; compared to wild-type embryos (Fig. 3d), as previously described by McElderry et al.^38^, and the onset of these morphological defects was at 3 dpf. In contrast, DHX15^+/+^ and DHX15^+/−^ did not show significant differences in survival throughout embryonic development or postnatally.

### Vascular density and lymphatic functionality are impaired postnatally in DHX15^+/−^ mice

Due to the mortality associated with the lack of DHX15 in homozygotes, it was only possible to characterize the vascular role of DHX15 in viable adult heterozygous mice (DHX15^+/−^). DHX15^+/−^ mice showed significant vascular impairment compared with wild-type mice. Whole-mount preparations of trachea tissue for the quantification of vessel pruning demonstrated that DHX15^+/−^ mice exhibited reduced vascular densities and an impaired connectivity between large vessels (arrows), compared with littermates WT mice (2.67 ± 0.33 vs. 7.00 ± 1.16 connected branches/field, respectively; *p* < 0.05) (Fig. 4a).

**Fig. 4:**
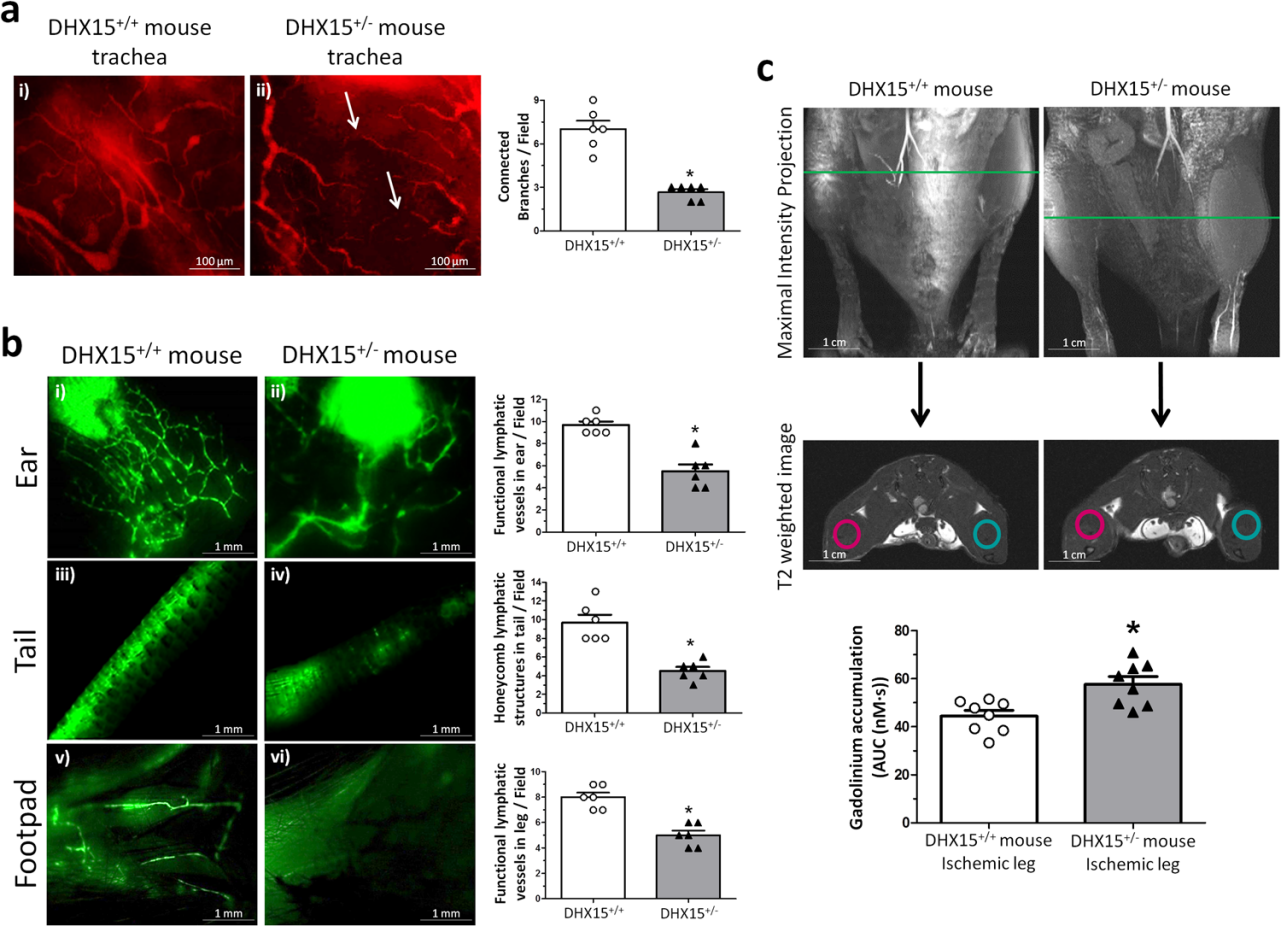
DHX15^+/-^ mice showed cardiovascular and lymphatic vasculature alterations. **a** Representative immunofluorescent images (red CD31 staining) of mouse trachea vessels. White arrowhead evidences lack of connectivity between large vessels. Vascular density quantification is shown on the histogram. *p < 0.05 vs. wild-type (*n* = 5 animals for each contiditon). **b** Lymphatic drainage of 2000 KDa FITC-dextran analyzed by lymphangiography. Fluorescent dye was injected intradermally in the ear (panels i and ii), in the interstitium of the tail-tip (panels iii and iv) and in the footpad (panels v and vi) to assess lymphatic uptake. Lymphatic uptake quantification is shown on the histograms. *p < 0.05 vs. wild-type (*n* = 5 animals for each contidion). **c** Representative magnetic resonance images (MRI) for both strains of mice. First row shows the maximal intensity projection of the time of flight (TOF) angiography. The green line indicates the position of the coronal image (second row: T2-weighted image) where the regions of interest (ROIs) for the analysis of the dynamic contrast enhanced-MRI experiment were positioned. In blue, ROIs for the control leg, in red, ROIs for the ischemic leg. The lower graph shows the area under the concentration curve (AUC) calculated for the ischemic leg in WT and DHX15^+/−^ mice. *p < 0.05 vs. wild-type mouse (n = 8 animals for each condition). All statistical analyses were performed using unpaired two-tailed Student’s *t*-test. All bar graphs are presented as mean ± SEM.

We also evaluated lymphatic function in adult DHX15^+/−^ mice by two different methodologies. First, fluorescent lymphangiographies were performed in peripheral regions using FITC-dextran. The lymphatic vasculature of DHX15^+/−^ mice depicted diminished fluid drainage, compared with WT mice in three different peripheral tissues: the ear (5.67 ± 1.20 vs. 9.67 ± 0.33 functional lymphatic vessels/field, respectively; *p* < 0.05), the tail (4.33 ± 0.88 vs. 9.67 ± 1.67 honeycomb lymphatic structures/field, respectively; *p* < 0.05) and the foodpad (5.00 ± 0.63 vs. 8.00 ± 0.63 functional lymphatic vessels/field, respectively; *p* < 0.05) (Fig. 4b). Second, we quantified lymphatic drainage of the contrast agent gadolinium in the hindlimbs after femoral artery ligation. This model is associated with increased vascular permeability and the consequent accumulation of fluid in interstitial spaces. For this purpose, we performed MRI in WT and DHX15^+/−^ mice, 4 weeks after the femoral artery ligation. In the ischemic legs (red circles Fig. 4c), all the DHX15^+/−^ mice showed impaired lymphatic drainage with the consequent significant increase in gadolinium accumulation, as observed by the increased area under the concentration curve calculated in DHX15^+/−^ mice, compared to control animals (57.72 ± 3.19 vs. 44.45 ± 2.35 nM s, respectively; *p* < 0.05).

### Mechanistic insights of DHX15 deficiency in mouse endothelial cells. Role of DHX15 in carbohydrate metabolism

The in vivo experiments showed us that reduced levels of DHX15 caused cardiovascular and lymphatic abnormalities. 

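RNA was sequenced from LEC, described by the paper as mouse liver endothelial cells immortalized with SV40, and from siL-DHX15-LEC. In the latter, a lentiviral shRNA induced by doxycycline silences DHX15. The sample labels give the wild-type LEC as untreated. No library with the vector and doxycycline but without silencing is among the samples. Effects of the vector or of doxycycline therefore cannot be told apart from those of silencing. Each condition had 4 libraries, made from the poly-A fraction of 500 ng of total RNA and read as pairs of 76 bases. The wild-type libraries held 156.1 to 193.6 M read pairs (median 176.5) and the siL-DHX15-LEC libraries 99.4 to 194.3 M (median 182.6). The authors aligned the reads to GRCm38 with STAR 2.5.2a, quantified the isoforms of GENCODE M12 with RSEM 1.2.28 and divided the counts by a size factor per library from DESeq2 1.18. The deposited values are these normalized counts. In each library they are whole multiples of 1 step (within 0.1 of a step), from which 118830467 to 152045693 reads per wild-type library and 77335734 to 149258495 per siL-DHX15-LEC library were recovered. The value of a gene is the sum of its isoforms. Isoforms and genes with a mean of at least 10 normalized counts over the 8 libraries were tested on log2(normalized count + 1) with limma, and p was adjusted by the Benjamini-Hochberg method. Gene lists for pathways and cell types were written before the data were examined and tested against all other genes with camera at a preset correlation of 0.01. In an exact two-sided permutation test, 4 libraries against 4 cannot give a p below 0.029. The wild-type libraries ran on lanes 4 and 1 of 2 flow cells and the siL-DHX15-LEC libraries on lanes 5 and 2, so lane and condition cannot be told apart.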

To obtain information on the mechanisms responsible for these phenotypes in both vascular systems, we performed RNAseq and proteomics in endothelial cells with or without *DHX15* gene silencing. The RNA-seq experiment allowed us to generate 122,968 paired-end reads that were successfully mapped to the mouse reference GRCm38 genome assembly. 

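The deposited table lists 122968 isoforms of 49585 genes, of which 84757 isoforms and 27631 genes had a value above 0 in at least 1 library. The 8 libraries held 1361835000 read pairs in total, and the reads recovered from the normalized counts add up to 1050271369. Uniquely mapped pairs made up 61.0% to 63.7% of a library and unmapped pairs 16.1% to 16.8%. The share of duplicates was 23.4% ± 1.16 (SD, n = 4) in wild-type LEC and 25.7% ± 2.32 (SD, n = 4) in siL-DHX15-LEC, a difference that did not exceed the spread between libraries (exact two-sided permutation test, p = 0.171). The noncoding transcript Gm42418, which overlaps a ribosomal RNA gene, took 3.13% to 6.02% of the normalized counts of a library.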

After quality control analysis, four samples per experimental condition were included in the analysis. A total of 5408 isoforms were differentially expressed when considering a stringent threshold of FDR < 0.001 (Supplementary Data 1). 

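Dhx15, the RNA helicase that was silenced (ENSMUSG00000029169.11, chromosome 5 from 52150203 to 52190514 of GRCm38), fell, with 8968 ± 856 (SD, n = 4) normalized counts in siL-DHX15-LEC and 27303 ± 797 (SD, n = 4) in wild-type LEC. This is a log2 fold change of -1.61 (SE 0.0592, adjusted p = 3.32e-08 from limma). Its main protein-coding isoform, Dhx15-001, fell by a like amount (log2 fold change -1.64, adjusted p = 1.41e-05). Of 50198 isoforms tested, 144 isoforms of 140 genes passed an adjusted p of 0.001, 84 higher and 60 lower in siL-DHX15-LEC, and 130 of them are protein coding. Among them Psap-204, an isoform of the precursor of the lysosomal saposins, rose, with 6276 ± 892 (SD, n = 4) normalized counts in siL-DHX15-LEC and 669 ± 90.0 (SD, n = 4) in wild-type LEC. Nap1l4-001, from a histone chaperone gene, rose, with 3659 ± 130.0 (SD, n = 4) normalized counts in siL-DHX15-LEC and 1083 ± 151 (SD, n = 4) in wild-type LEC. Txn2-008, from the mitochondrial thioredoxin gene, had a log2 fold change of 1.33 (adjusted p = 0.000144). Zmynd8-010, from a gene for a chromatin reader, was at 0 in every siL-DHX15-LEC library and at 636 ± 96.7 (SD, n = 4) normalized counts in wild-type LEC. At gene level, 5478 of 16497 genes passed an adjusted p of 0.05, 3039 higher and 2439 lower, with a median absolute log2 fold change of 0.264. Of these, 174 changed at least 2-fold. The values of the conditions did not overlap for 30.8% of the genes, where chance gives 2.86%. Large rises were seen for Car6, a secreted carbonic anhydrase (log2 fold change 1.58, SE 0.171, adjusted p = 8.24e-05), and Lcn2, an iron-binding lipocalin (log2 fold change 1.51, SE 0.158, adjusted p = 6.84e-05). Acox2, a peroxisomal oxidase, rose too (log2 fold change 1.50, SE 0.285, adjusted p = 0.00227). The transcription factors Hmx3 and Klf15 rose as well (log2 fold changes 1.47, SE 0.175, and 1.37, SE 0.161). So did Nrip2, which binds nuclear receptors (1.37, SE 0.146), and the actin-binding gene Avil (1.37, SE 0.116). Igsf10 and the mannose receptor Mrc1 fell (log2 fold changes -1.31, SE 0.172, and -1.41, SE 0.174). Transcripts that hepatocytes express in bulk also separated the conditions. Alb had 559.6 ± 66.0 (SD, n = 4) normalized counts in wild-type LEC and a mean of 0.472 in siL-DHX15-LEC. The urinary protein genes Mup7 and Mup20 were at 0 in every siL-DHX15-LEC library and had means of 152 and 78.4 in wild-type LEC. Without 1 library the number of isoforms at an adjusted p of 0.001 ranged from 6 to 113, and with DESeq2 on the recovered reads it was 3589. On simulated data limma found 18 of 47 isoforms changed 4-fold at this threshold.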

Unsupervised hierarchical clustering analysis of the RNAseq results showed that all the samples from the DHX15-silenced cells clustered together and formed a statistically different group from the wild-type condition, supporting the DHX15 role in the regulation of the endothelial expression program. 

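Libraries of the same condition lay closer together than libraries of different conditions. Over the 2000 genes with the largest variance, the mean distance (1 minus Pearson's correlation) between conditions was 0.178, against 0.0891 within siL-DHX15-LEC and 0.0784 within wild-type LEC. The difference between the between-condition and the within-condition mean, 0.0937, was the largest of all 35 ways to split the 8 libraries into 4 and 4 (exact one-sided permutation test, p = 0.0286, the smallest that this design allows). Average-linkage clustering of these genes placed the 4 wild-type and the 4 siL-DHX15-LEC libraries in separate clusters. With isoforms in place of genes the distances still separated the conditions (0.0863, exact permutation p = 0.0286), but the 2 main clusters were not the 2 conditions.

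**Figure D1:**
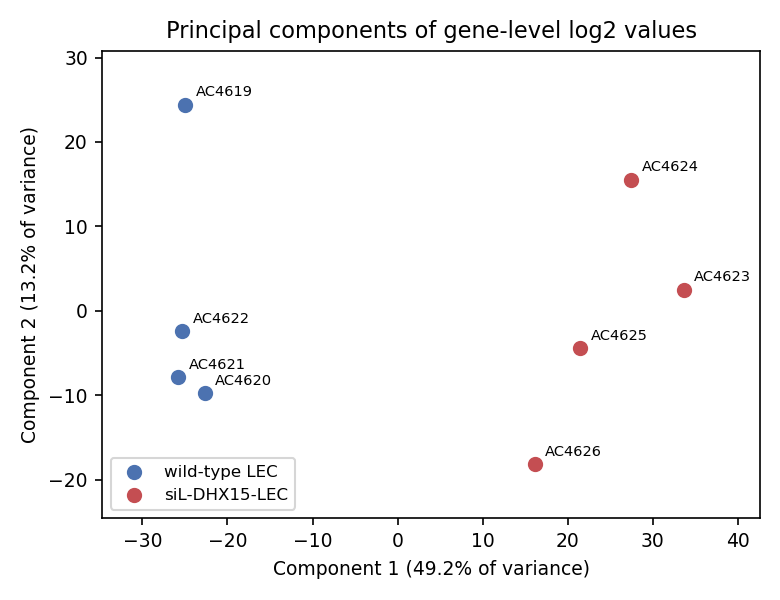
Principal components 1 and 2 of the gene-level log2(normalized count + 1) values, 1 point per library, with wild-type LEC in blue and siL-DHX15-LEC in red. The axes give the share of variance, 49.2% for component 1 and 13.2% for component 2, and component 1 separates all 4 wild-type from all 4 siL-DHX15-LEC libraries.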

The heatmap clustering showed in Supplementary Fig. 5a portrays the DHX15-sensitive genes that significantly contribute to the clustering of both experimental conditions.

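Of the 40 genes labelled in the heat map, 39 are in the deposited table. All 39 changed in the direction shown, 27 lower and 12 higher in siL-DHX15-LEC, each with an adjusted p under 0.05 from limma. These genes were chosen on the same libraries, so their direction is not independent evidence. Among the genes that fell were Eif5a2, a translation factor (log2 fold change -1.59, SE 0.101, adjusted p = 2.17e-06), and Cyp1b1, a cytochrome P450 monooxygenase (log2 fold change -1.06, SE 0.0978, adjusted p = 3.35e-05). Pam, which amidates peptide hormones, fell as well (log2 fold change -0.76, SE 0.0333, adjusted p = 1.09e-07). The DNA helicase gene Pif1 and the ubiquitin ligase gene Herc3 had log2 fold changes of -0.67 (SE 0.0393) and -0.82 (SE 0.0517), and the homeobox gene Hoxc4 one of -0.58 (SE 0.0415). Ahsg, a plasma protein gene of the liver, fell from 80.2 ± 12.2 to 3.77 ± 1.93 (SD, n = 4 each) normalized counts, along with Alb, the other labelled transcript that is abundant in hepatocytes. Igfbp3, which binds insulin-like growth factors, rose, with 10713 ± 897 (SD, n = 4) normalized counts in siL-DHX15-LEC and 6301 ± 302 (SD, n = 4) in wild-type LEC. Ctsc, a lysosomal protease, and Bnip3, a mitochondrial protein induced by hypoxia, rose by 0.54 (SE 0.0353, adjusted p = 3.01e-06) and 0.44 (SE 0.0313, adjusted p = 5.61e-06) on the log2 scale.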

For the proteomics experiment, protein extracts (*n* = 5 for each experimental condition) were digested into peptides and they were quantified by mass spectrometry analysis, as described in the “Methods” section. We prioritized those protein variations that showed a *p-*value lower than 0.05 or when the protein was present in one condition and undetectable in all the cases of the other experimental condition. The list of proteins with relevant changes in their abundance due to the DHX15 silencing are detailed in Supplementary Data 2.

In an effort to understand the biological relevance of the -omics results, we combined the results of the RNAseq and proteomic experiments and subjected the final list to Gene Set Enrichment based on Gene Ontology Analysis (GSEA-GO) and pathway analysis (IPA; Ingenuity). 

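RNA and protein of the glycolytic enzymes Gapdh and Eno1 were both higher in siL-DHX15-LEC. The paper's reported log2 fold changes of protein are 0.86 for Gapdh and 0.44 for Eno1, and those of RNA were 0.30 (SE 0.0493) and 0.26 (SE 0.0475). Vim, the intermediate filament protein of mesenchymal and endothelial cells, had 0.44 for protein in the paper's table and 0.34 (SE 0.0481) for RNA. Aldoa went opposite ways, with -0.45 for protein in the paper's table and 0.35 (SE 0.0433) for RNA. The protein of Dhx15 itself is listed by the paper as present in wild-type LEC only. Ahsg protein is higher in siL-DHX15-LEC in the paper's table (1.01), while its RNA was lower. Of the 118 proteins that the paper lists as changed, 72 have a protein fold change and a measured RNA, and 40 of these had the same sign in both (exact two-sided binomial test, p = 0.41). Across these genes, which are not independent replicates, Spearman's rho was -0.0014. Of the 38 whose RNA passed the test, 21 had the same sign as the protein. Of 21 measured genes whose protein the paper found in siL-DHX15-LEC only, the RNA was higher for 13 and lower for 2. Of 14 whose protein it found in wild-type LEC only, the RNA was lower for 4 and higher for 3. Protein and RNA came from different extracts, and the proteins were chosen by the paper for their change.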

First, we used the annotations of our differential expressed isoforms to find out which GO terms are changed in response to DHX15 knockdown in endothelial cells (Supplementary Data 3). As seen in Supplementary Fig. 5b, major functions related to vascular growth were underrepresented, such as regulation of chemotaxis, angiogenesis, and wound healing. In contrast, metabolic processes such as ATP biosynthetic process and carbohydrate catabolic process were overrepresented, pointing to these mechanisms as direct targets of DHX15 in endothelial cells. 

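Genes of chemotaxis and angiogenesis were lower on balance in siL-DHX15-LEC. Of 30 chemotaxis genes, there were 6 higher, 15 lower and 9 not passing (7 higher and 17 lower when adjusted over the list alone; median log2 fold change -0.26, adjusted p = 0.0114 from camera, adjusted p = 0.316 with an estimated correlation). Of 27 angiogenesis genes, there were 4 higher, 12 lower and 11 not passing (5 higher and 13 lower when adjusted over the list alone; median -0.23, adjusted p = 0.0311 from camera, adjusted p = 0.345 with an estimated correlation). Cxcl12, a chemokine in both lists, fell, with 10872 ± 636 (SD, n = 4) normalized counts in siL-DHX15-LEC and 16761 ± 1576 (SD, n = 4) in wild-type LEC (log2 fold change -0.62, SE 0.0632, adjusted p = 5.85e-05). The chemokine Ccl2, the cytokine Il33 and the lipid receptor Lpar1 fell by 0.70 (SE 0.0848), 0.72 (SE 0.0814) and 0.51 (SE 0.0633) on the log2 scale. The receptor Notch4, which endothelial cells express, fell by 0.40 (SE 0.0685). The growth factor Vegfa and the Notch ligand Jag1, both promoters of vessel growth, rose (log2 fold change 0.37, SE 0.0611, adjusted p = 0.000906, and log2 fold change 0.38, SE 0.0683, adjusted p = 0.00166). The list of wound healing and coagulation did not pass: of 31 genes, there were 5 higher, 8 lower and 18 not passing (6 higher and 10 lower when adjusted over the list alone; adjusted p = 0.66 from camera). Its median log2 fold change was 0.033, while its mean (-0.065) and its test pointed lower. In it the growth factors Pdgfb and Tgfb2 and the ligand Gas6 fell (log2 fold changes -0.65, -0.58 and -0.37, SE 0.0884, 0.0526 and 0.0394). Anxa2, a cofactor of plasmin formation, rose (0.34, SE 0.0474). The fibrinogen gene Fga, a hepatocyte transcript outside these lists, was at 0 in every siL-DHX15-LEC library and at a mean of 65.6 in wild-type LEC. The angiogenesis call was lost without the filter on low counts (adjusted p = 0.0628), with libraries rescaled to equal totals (0.0738), with the isoform with the highest mean in place of the sum (0.0796) and with edgeR (0.0566). Once the dependence of the fold changes on gene length, GC content and abundance was subtracted, a setting chosen after seeing the data, angiogenesis (median -0.15, adjusted p = 0.124) and chemotaxis (median -0.20, adjusted p = 0.0764) did not pass.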

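Glycolysis genes were higher in siL-DHX15-LEC. Of 22 genes, there were 14 higher, 2 lower and 6 not passing (15 higher and 3 lower when adjusted over the list alone), with a median log2 fold change of 0.17 (adjusted p = 0.00089 from camera, adjusted p = 0.649 with an estimated correlation). Pgk1, which makes ATP in glycolysis, rose, with 251974 ± 14023 (SD, n = 4) normalized counts in siL-DHX15-LEC and 180789 ± 6192 (SD, n = 4) in wild-type LEC (log2 fold change 0.48, SE 0.0471, adjusted p = 5e-05). Pfkp, a phosphofructokinase, and Slc2a1, the glucose transporter GLUT1, had log2 fold changes of 0.45 (SE 0.0425) and 0.38 (SE 0.0491). Of 21 other genes of carbohydrate catabolism, there were 8 higher, 3 lower and 10 not passing (10 higher and 3 lower when adjusted over the list alone), and the list did not pass (adjusted p = 0.0935 from camera). Rpia and Tkt of the pentose phosphate pathway and the glycogen phosphorylase Pygl rose (0.32, 0.27 and 0.35, SE 0.0453, 0.0405 and 0.0572). Gpd1, the cytosolic glycerol-3-phosphate dehydrogenase, fell (-0.91, SE 0.125). Of 37 nuclear genes of complex I subunits, there were 12 higher, 1 lower and 24 not passing (12 higher and 1 lower when adjusted over the list alone; median 0.08, adjusted p = 0.00374 from camera, adjusted p = 0.783 with an estimated correlation). Ndufb4 and Ndufa7 rose most among the subunits (log2 fold changes 0.29 and 0.24, SE 0.0505 and 0.0415). Of 25 genes of complexes II to IV, there were 11 higher, 3 lower and 11 not passing (the same counts when adjusted over the list alone; adjusted p = 0.0514). Cox7a2l and Uqcrq were higher (0.33 and 0.32, SE 0.0386 and 0.0417) and Uqcrh was lower (-0.28, SE 0.0656). Of 17 nuclear ATP synthase genes, there were 4 higher, 0 lower and 13 not passing (the same when adjusted over the list alone; adjusted p = 0.184), and Atp5g2 and Atp5c1 rose (0.30 and 0.22, SE 0.039 and 0.0443). The transcripts of hepatocyte marker genes moved with the conditions too, from 1719 to 1965 normalized counts in the wild-type libraries to 6.63 to 24.6 in siL-DHX15-LEC, summed over the 22 markers that were near 0 in siL-DHX15-LEC. With the libraries rescaled to equal totals the glycolysis median was 0.11. The calls for glycolysis and complex I were lost once the dependence of the fold changes on gene length, GC content and abundance was subtracted (adjusted p = 0.333 and 0.709), a setting chosen after seeing the data. From the overrepresentation of ATP biosynthesis and carbohydrate catabolism against the underrepresented vascular functions, the paper points to the metabolic processes as direct targets of DHX15.

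**Figure D2:**
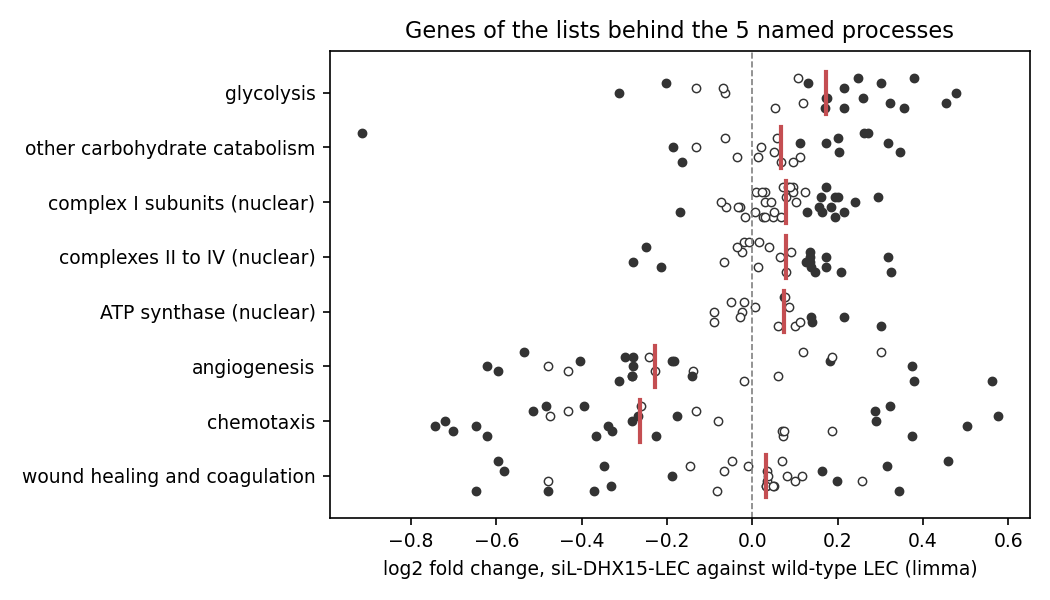
Log2 fold change of each gene, siL-DHX15-LEC against wild-type LEC, for the lists behind carbohydrate catabolism, ATP biosynthesis, angiogenesis, chemotaxis and wound healing, 1 circle per gene, filled where the adjusted p from limma was under 0.05, with a red bar at the median of each list. The medians are 0.17 for glycolysis and -0.26 for chemotaxis.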

Next, the RNAseq results were compared against global molecular networks to identify associated diseases and canonical pathways affected by the perturbation of DHX15. The DHX15 silencing significantly affects two networks: (1) endocrine system disorders, organismal injury and abnormalities and cancer, and (2) gastrointestinal disease, organismal injury and abnormalities and carbohydrate metabolism (Supplementary Fig. 6a and b). To validate RNAseq results within the glycolytic pathway, we evaluated RNA expression of several participating enzymes such as *pyruvate kinase*, *G3PDH*, *Aldo A* and *UGGT1* (Supplementary Fig. 7). In accordance to RNAseq results, in DHX15-silenced cells, *pyruvate kinase* and *G3PDH* presented a significantly higher expression, whilst analysis in *Aldo A* and *UGGT1* depicted a non-significant tendency towards an increased RNA expression in silenced cells (*p* = 0.49 and *p* = 0.69, respectively).

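In the sequencing, all 4 enzyme genes were higher in siL-DHX15-LEC, in each case in all 4 libraries against all 4 wild-type libraries. Gapdh, which encodes G3PDH (ENSMUSG00000057666.18, chromosome 6 from 125161715 to 125166467 of GRCm38), had 863360.0 ± 37123 (SD, n = 4) normalized counts in siL-DHX15-LEC and 700345 ± 28411 (SD, n = 4) in wild-type LEC (log2 fold change 0.30, SE 0.0493, adjusted p = 0.000923 from limma). Pkm, the pyruvate kinase of muscle and most proliferating cells (ENSMUSG00000032294.17, chromosome 9 from 59656368 to 59679375 of GRCm38), had 445060.2 ± 17138 (SD, n = 4) normalized counts in siL-DHX15-LEC and 383806 ± 18111 (SD, n = 4) in wild-type LEC (log2 fold change 0.21, SE 0.0473, adjusted p = 0.00523). Aldoa, which encodes aldolase A (ENSMUSG00000030695.14, chromosome 7 from 126795234 to 126800751 of GRCm38), had 222426 ± 11028 (SD, n = 4) normalized counts in siL-DHX15-LEC and 173799 ± 4243 (SD, n = 4) in wild-type LEC (log2 fold change 0.35, SE 0.0433, adjusted p = 0.000165). Uggt1, which encodes a glucosyltransferase of glycoprotein folding in the endoplasmic reticulum (ENSMUSG00000037470.14, chromosome 1 from 36140027 to 36244720 of GRCm38), had 26875 ± 965 (SD, n = 4) normalized counts in siL-DHX15-LEC and 23391 ± 881 (SD, n = 4) in wild-type LEC (log2 fold change 0.20, SE 0.0395, adjusted p = 0.00277). The isoforms of Aldoa and Pkm also changed in proportion (adjusted p = 1.47e-08 and 7.57e-07 for isoform usage, limma's diffSplice). Aldoa-003 held 8.20% ± 0.145 (SD, n = 4) in siL-DHX15-LEC and 3.37% ± 0.069 in wild-type LEC of the Aldoa counts. Aldoa-001 held 85.9% ± 0.184 (SD, n = 4) in siL-DHX15-LEC and 90.3% ± 0.42 in wild-type LEC. Pkm-004 held 3.75% ± 0.157 (SD, n = 4) in siL-DHX15-LEC and 7.93% ± 0.285 in wild-type LEC of the Pkm counts. Pkm-001 held 95.3% ± 0.194 (SD, n = 4) in siL-DHX15-LEC and 91.0% ± 0.274 in wild-type LEC. For Gapdh, diffSplice took Gapdh-001 and Gapdh-003 alone and did not pass (adjusted p = 0.54). For Uggt1 it took Uggt1-001 and Uggt1-002 alone and did not pass (adjusted p = 0.65). Isoforms with a lower share of the gene's counts were left out. Among these, Uggt1-007 held 3.62% ± 0.314 (SD, n = 4) in siL-DHX15-LEC and 2.22% ± 0.0603 in wild-type LEC. Its level passed the isoform threshold (log2 fold change 0.90, adjusted p = 0.000958 from limma). Gapdh-001 held 54.4% in siL-DHX15-LEC and 56.3% in wild-type LEC (exact two-sided permutation test, p = 0.0286, not adjusted). The main isoforms Gapdh-001, Gapdh-003 and Uggt1-002 had log2 fold changes of 0.25, 0.33 and 0.20 (adjusted p = 0.00515, 0.00391 and 0.0114).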

Next, we performed a bioinformatic analysis to determine alternative splicing in genes targeted by DHX15. The rMATS analysis of alternative 5′ splice site from the RNA-seq data identified 220 significant splicing event modifications (with FDR < 5%, absolute difference >5% and >70 number of reads) caused by DHX15 silencing (Supplementary Data 4). Among these genes, NADH ubiquinone oxidoreductase core subunit S1 (*NDUFS1*) showed a differential alternative splicing characterized by the presence of an alternative 5’ splice site, giving rise to a longer exon 1 for NDUFS1, when DHX15 was silenced in LECs (Supplementary Fig. 5c). This gene encodes a subunit of the mitochondrial respiratory chain complex I. To validate these RNA-seq results, NDUFS1 protein expression in LEC cells was analyzed. 

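Isoform proportions changed in 1099 of the 6676 genes tested for isoform usage (adjusted p under 0.05, limma's diffSplice with a Simes test per gene), and 632 of these genes did not pass the test of the gene total. The test took genes with at least 2 isoforms, each with a mean of at least 10 normalized counts and 5% of the gene's total, since the deposited table holds isoforms and not splice junctions. The 220 alternative 5′ splice site events that the paper lists fall in 194 genes, of which 124 could be tested. Isoform usage changed in 36 of these 124 genes (29.0%) and in 1063 of the 6552 other genes (16.2%), an odds ratio of 2.11 (95% interval 1.38 to 3.17, Fisher's exact two-sided test, p = 3.54e-04). The paper chose the events on the same libraries, so the overlap is not independent evidence. Among splicing factors, the helicase Ddx46 and Sf3b1, a core protein of the U2 particle, fell (log2 fold change -0.71, SE 0.0666, adjusted p = 3.64e-05, and log2 fold change -0.33, SE 0.0452, adjusted p = 0.00032). Sf3b3, another protein of the same SF3b complex, rose (log2 fold change 0.41, SE 0.04, adjusted p = 4.16e-05). Over the list of 37 spliceosome genes and splicing helicases, there were 11 higher, 4 lower and 22 not passing (15 higher and 5 lower when adjusted over the list alone), and the list did not pass (adjusted p = 0.101 from camera). On simulated data, where usage was changed in 200 of 6676 genes, 16.0% of the genes that diffSplice called had no change in usage. That share depends on the number of changed genes.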

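Ndufs1, a core subunit of complex I (ENSMUSG00000025968.16, chromosome 1 from 63143596 to 63176833 of GRCm38, minus strand), had 10 isoforms with a mean of at least 10 normalized counts. The main isoform, Ndufs1-001, held 66.1% ± 2.83 (SD, n = 4) in siL-DHX15-LEC and 69.1% ± 0.588 in wild-type LEC of the counts of the gene (exact two-sided permutation test, p = 0.114). Ndufs1-006 held 26.2% ± 2.59 (SD, n = 4) in siL-DHX15-LEC and 26.0% ± 0.575 in wild-type LEC. Ndufs1-005, annotated as a retained intron, held 6.00% ± 0.487 (SD, n = 4) in siL-DHX15-LEC and 3.35% ± 0.199 in wild-type LEC. The protein-coding isoform Ndufs1-009 held 0.732% ± 0.0968 (SD, n = 4) in siL-DHX15-LEC and 0.293% ± 0.0302 in wild-type LEC. Ndufs1-005 and Ndufs1-009 were higher and Ndufs1-002 and Ndufs1-008 lower in all 4 siL-DHX15-LEC libraries (exact p = 0.0286 each, the smallest that the design allows). Over the 10 isoforms this gives an adjusted p of 0.0714, and at least 6 isoforms would have to reach that minimum for any to pass, so the test cannot decide. The test of isoform usage with diffSplice took Ndufs1-001 and Ndufs1-006 alone, the 2 isoforms with at least 5% of the counts over all 8 libraries, and did not pass (adjusted p = 0.676). As levels, Ndufs1-005 had 727 ± 67.8 (SD, n = 4) normalized counts in siL-DHX15-LEC and 399 ± 10.8 (SD, n = 4) in wild-type LEC and Ndufs1-009 had 88.4 ± 11.2 (SD, n = 4) normalized counts in siL-DHX15-LEC and 34.9 ± 3.58 (SD, n = 4) in wild-type LEC (adjusted p = 0.001 and 0.00275 from limma, neither among the 144 isoforms that passed). Ndufs1-005 and Ndufs1-009 are among the paper's 1998 isoforms at hand, all of which passed an adjusted p of 0.001 with DESeq2 on the recovered reads. The paper chose these isoforms with DESeq2 on the same libraries, so their pass is not independent evidence. The event that the paper lists has an exon 1 that reaches from 63176667 of chromosome 1 down to 63176525 in the longer form and to 63176586 in the shorter one, a difference of 61 bases. No annotated isoform has the splice site of the longer form. The isoforms whose first exon reaches beyond the shorter form held 26.7% ± 2.61 (SD, n = 4) of the counts in siL-DHX15-LEC and 26.3% ± 0.578 (SD, n = 4) in wild-type LEC (exact two-sided permutation test, p = 0.771). Isoform counts cannot show the use of a splice site that no annotated isoform has.

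**Figure D3:**
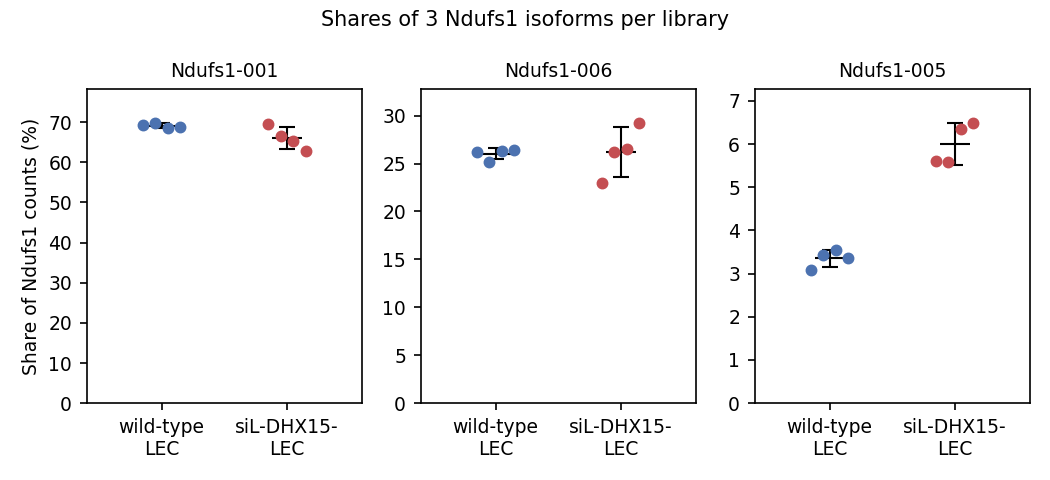
Share of the Ndufs1 normalized counts (%) held by Ndufs1-001, Ndufs1-006 and Ndufs1-005, 1 point per library, wild-type LEC in blue and siL-DHX15-LEC in red, with black bars for the mean and SD (n = 4). Each panel has its own axis from 0, and only for Ndufs1-005 do the 2 conditions not overlap.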

A significant 70% reduction of NDUFS1 was found in siL-DHX15-LEC (Fig. 5a, bottom graph left). In addition, a reduced NDUFS1 RNA expression was found in siL-DHX15-LEC (Fig. 5a, bottom graph right). To obtain a functional validation of these results, we studied the activity of the mitochondria electron transport chain in endothelial cells. In agreement with the reduced NDUFS1 expression, we found a significant reduction of the complex I activity in siL-DHX15-LEC cells compared with non-silenced LEC cells (Fig. 5b). Such results were confirmed by the in-gel activity measurement, were the activity of complex I was reduced significantly by ~50% in the siL-DHX15-LEC condition, compared with non-silenced LEC cells (0.50 ± 0.04 *vs*. 1.00 ± 0.03 relative units, respectively; *p* < 0.01) (Fig. 5c).

**Fig. 5:**
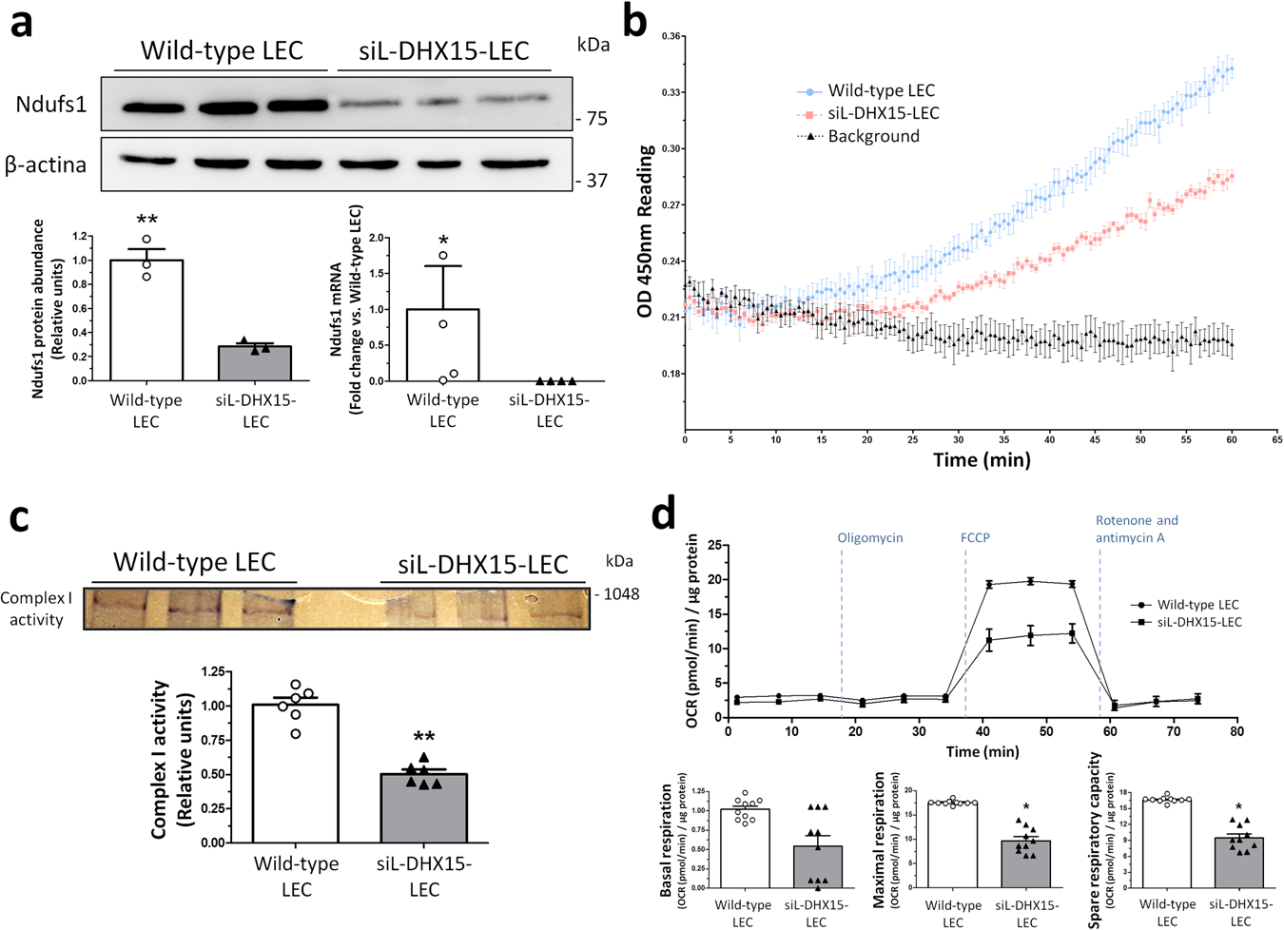
siL-DHX15-LEC showed impaired mitochondrial respiratory chain activity. **a** Protein and gene expression of NDUFS1 was analyzed. Protein was evaluated by western blot using cell lysates from wild-type and siL-DHX15-LEC. β-actin was used as a loading control. The densitometric analysis of the protein expression are shown on the bottom left bar graph. **p < 0.01 (*n* = 3 biologically independent samples for each condition). mRNA expression was analyzed by RT-qPCR. mRNA levels are illustrated as fold change relative to *HPRT* mRNA levels. Bottom right graph. *p < 0.05 (*n* = 4 biologically independent samples for each condition). **b** Complex I activity was assessed using a commercial colorimetric enzymatic reaction reagent for the mitochondrial respiratory complex I in wild-type and siL-DHX15-LEC. Seven hundred µg of total protein was used in each experimental condition (*n* = 3 biologically independent samples for each condition). Wild-type-LEC: upper line, siL-DHX15-LEC: middle line, background: bottom line. **c** *In-gel* activity staining on clear-native page (CN-PAGE) of the respiratory complex I from wild-type and siL-DHX15-LEC’s mitochondria. The quantification of the relative band intensities of complex I activity is shown in the graph below. **p < 0.01 vs. wild-type LEC (*n* = 6 biologically independent samples for each condition). **d** Wild-type and siL-DHX15-LEC were evaluated for basal, coupled and maximal respiration in a mito-stress assay using a Seahorse XFe24 analyzer (*n* = 10 independent Seahorse wells for each condition). OCR is normalized to µg of total protein. *p < 0.05 vs. wild-type LEC. All statistical analyses were performed using unpaired two-tailed Student’s *t*-test. All data are presented as mean ± SEM.

Mitochondrial function was further evaluated with the Seahorse mito-stress test kit, which allows the analysis of mitochondrial function through the measurement of the cellular oxygen consumption rate (OCR). siL-DHX15-LEC depicted a decrease in real-time OCR, leading to reduced rates of basal (0.59 ± 0.33 vs. 1.02 ± 0.11 pmol O_2_/min/µg protein, respectively; *p* = 0.29) and maximal respiration (10.04 ± 2.14 vs. 17.55 ± 0.11 pmol O_2_/min/µg protein, respectively; *p* < 0.05) compared with non-silenced LEC cells. These differences were reflected in a lower spare respiratory capacity of the DHX15 silenced cells (Fig. 5d). Next, we wanted to evaluate the specificity of DHX15 in the regulation of mitochondrial oxygen consumption in endothelial cells by measuring this parameter in hepatocytes. The mito-stress experiments performed in an immortalized hepatocyte cell line under the wild-type and the DHX15 silenced conditions showed no differences in the values of OCR (Supplementary Fig. 8), thus ruling out that the effect of DHX15 on mitochondrial oxygen consumption is an universal mechanism.

To further confirm the mitochondrial impairment observed in siL-DHX15-LEC, we measured ATP generation in LEC and primary liver endothelial cells. The alterations in mitochondrial activity were linked to lower ATP production compared to WT LEC (417.7 ± 31.37 vs. 524.2 ± 20.40 nM ATP, respectively; *p* < 0.05) (Fig. 6a). Such results were reproduced in primary liver endothelial cells where a lower ATP production was also observed compared to WT cells (24.97 ± 3.41 vs. 38.05 ± 3.23 nM ATP, respectively; *p* < 0.05) (Fig. 6b).

**Fig. 6:**
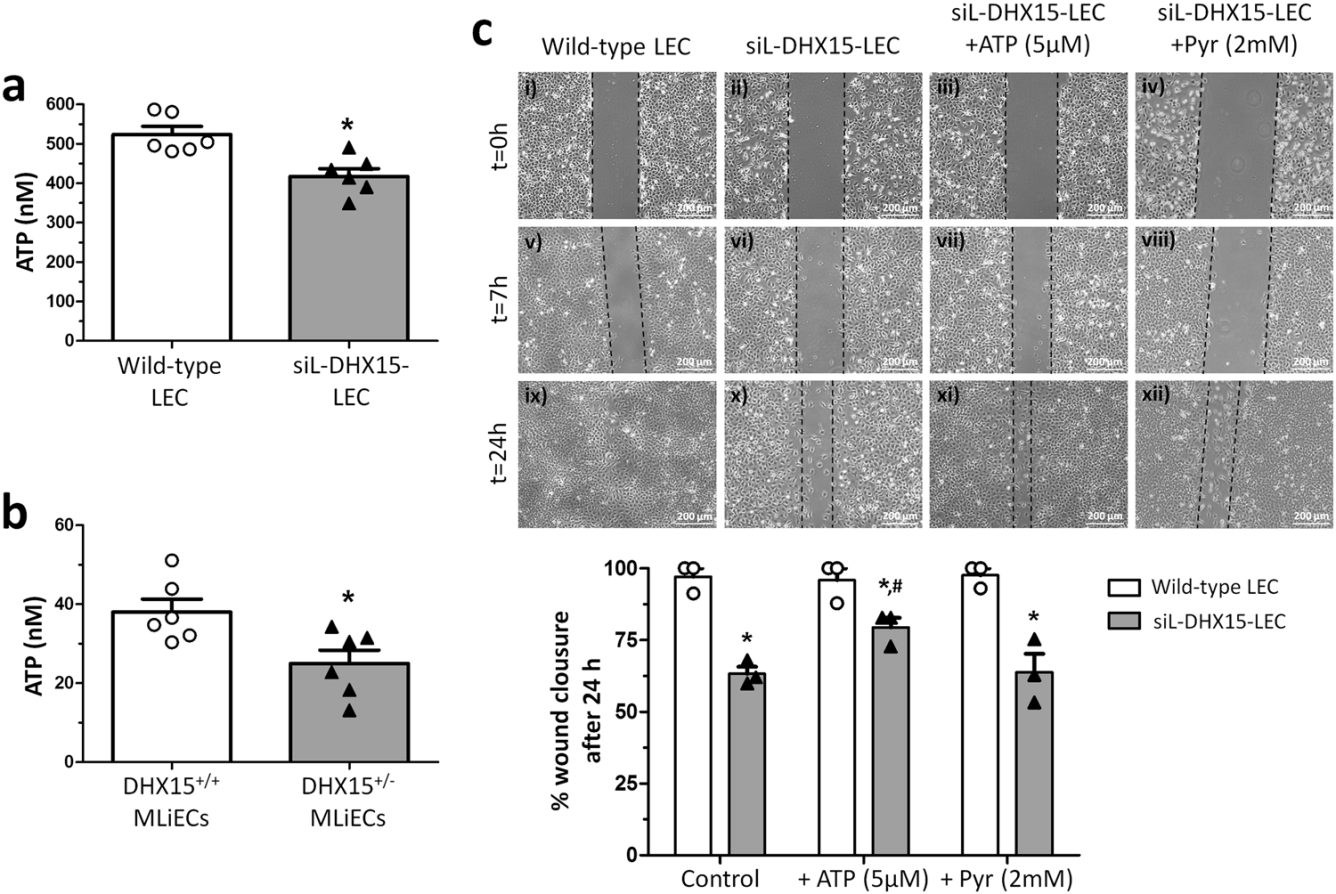
siL-DHX15-LEC presented less cell migration. **a** ATP production was evaluated by a luminescence assay in wild-type and siL-DHX15-LEC. Bars represent the mean ± SEM, *p < 0.05 vs. wild-type LEC (*n* = 6 biologically independent samples for each condition). **b** ATP production was evaluated by a luminescence assay in MLiEC isolated from wild-type and DHX15^+/−^ mice. Bars represent the mean ± SEM, *p < 0.05 vs. wild-type LEC (*n* = 3 biologically independent samples for each condition). **c** Cell migration was quantified after performing a scratch wound in confluent non-silenced and silenced LECs cells that were cultured in six-well plates. Then images of wound healing were acquired after 0, 7, and 24 h (*n* = 6 independent experiments). Graph shows the quantification of the wound closure after 24 h as percentage of migration. Bars represent the mean ± SEM, *p < 0.05 *vs*. respective wild-types and ^*#*^*p* < 0.05 vs. siL-DHX15-LECs without ATP and the pyruvate condition (Pyr). For **a** and **b** statistical analyses were performed using unpaired two-tailed Student’s *t*-test; for **c** statistical analysis was performed using one-way ANOVA with Tukey’s post hoc test for multiple comparisons. All bar graphs are presented as mean ± SEM.

Next, we quantified cell proliferation and migration to assess the impact of reduced energy biosynthesis in siL-DHX15-LEC. Silencing of DHX15 reduced BrdU uptake compared to control LEC (55.53 ± 0.49 vs. 66.43 ± 0.46% of cells BrdU positives, respectively; *p* < 0.01) (Supplementary Fig. 9a). Accordingly, the reduction of DHX15 expression also resulted in an impaired cell migration. In this context, the siL-DHX15-LEC cell line showed delayed wound healing capability after 24 h compared with control LEC (Fig. 6c, panels i, ii, ix, and x).

Next, we evaluated the effect of ATP supplementation over the impaired wound healing observed in siL-DHX15-LEC. With this purpose, we added two additional experimental conditions to the wound healing cell migration experiment: 1/cell culture medium supplemented with 5 µM ATP to equilibrate the lower ATP production of siL-DHX15-LEC, and 2/cell culture medium supplemented with 2 mM pyruvate. The purpose of the last condition was to discard a deficient production of pyruvate that may compromise the levels of acetyl-CoA, and as a result endogenous ATP production, in the mitochondria. The results of this experimental setting showed that ATP (Fig. 6c, panels iii, vii, and xi) but not pyruvate supplementation (Fig. 6c, panels iv, viii, and xii) was able to restore the wound healing capability of siL-DHX15-LEC after 24 h of incubation.

In order to check if some of the results obtained in LEC cells could be extrapolated to the lymphatic vasculature, we performed another scratch-induced wound-healing assay in primary lymphatic endothelial cells. The results were similar that those obtained in LEC cells, LyECs from DHX15^+/−^ presented delayed wound-healing after 24 h compared with control LyECs from DHX15^+/+^ (Supplementary Fig. 9b), indicating that some deficiencies observed in the blood vasculature extrapolated to those of the lymphatic vasculature.

### Heterozygous *DHX15* gene deficiency reduced tumor growth and metastases

Abnormal function of blood and lymphatic vessels plays a pathological role in multiple pathological conditions including inflammation and cancer. Also, there is a strong link between the lymphatic vasculature and tumor spread, as lymphatic vessels constitute one of the main routes of metastasis in most cancers^39–41^. Considering also that one of the pathways modified by the reduction of DHX15 was “endocrine system disorders, organismal injury and abnormalities and cancer”, we aimed at evaluating the role of DHX15 in tumor development.

First, we explored how the loss of DHX15 affected the growth of tumors implanted into WT and DHX15^+/−^ mice by injecting syngeneic LLC1 cells (1 × 10^5^) into the flanks of both strains. We measured the volume of the primary tumors implanted in these mice 21 days post-injection of the LLC1 cells. Primary tumors were significantly smaller in DHX15^+/−^ mice compared with controls (0.54 ± 0.07 vs. 1.06 ± 0.17 cm^3^, respectively; *p* < 0.01) (Fig. 7, panels a and d). Tumors from DHX15^+/−^ mice also showed an impaired vascular network characterized by smaller vascular perimeter, compared with WT mice (199.1 ± 9.81 vs. 312.5 ± 17.16 µm perimeter, respectively; *p* < 0.01) (Fig. 7, panels b and e).

**Fig. 7:**
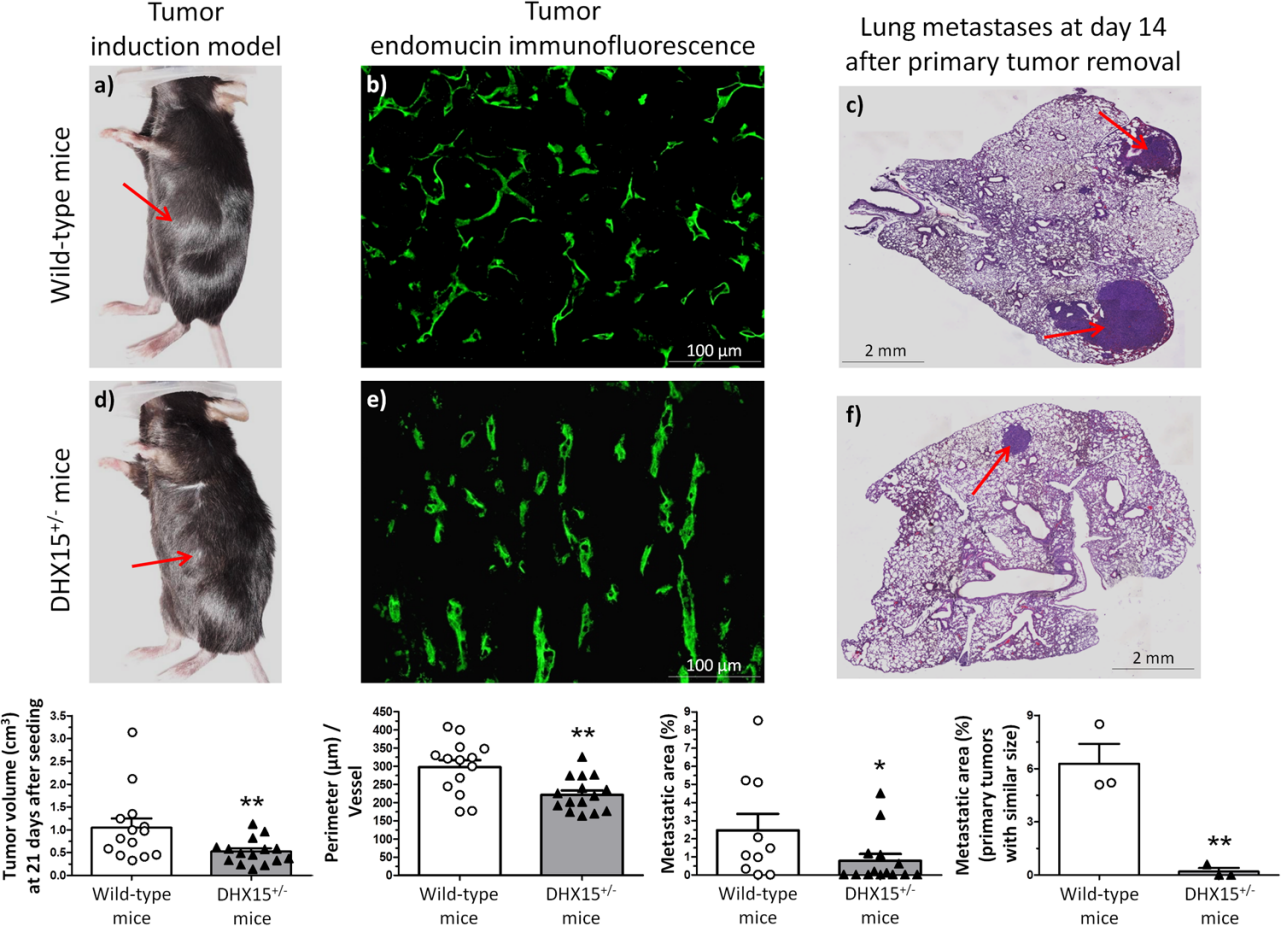
Tumor growth and metastases in DHX15^+/−^ mouse. Macroscopic images of tumor size in wild-type (**a**) and DHX15^+/-^ mice (**d**) three weeks after mouse Lewis lung cancer cells (LLC1) implantation. The arrows indicate the primary tumor. The quantification of tumor volume (cm^3^) is shown on the lower graph. **p < 0.01 vs. wild-type mice (*n* = 15 animals for each condition). Middle panels show endomucin immunostaining of intratumoral blood vessels in wild-type (**b**) and DHX15^+/−^ mice (**e**). The quantification of the total vascular perimeter of all the intratumoral blood vessels that were positive for endomucin immunostaining was performed with the software Image J. Then, the total vascular perimeter per field was divided by the total number of endomucin^+^ vessels per field. The statistical comparison between experimental groups was made considering the result of this index (Perimeter/Vessel). **p < 0.01 vs. wild-type mice (*n* = 15 biologically independent samples for each condition; original magnification: ×200). Right panels show representative lung sections of lung metastatic area after haematoxylin-eosin staining (H&E) in wild-type (**c**) and DHX15^+/−^ mice (**f**). The arrows indicate the metastatic areas. Quantifications of the percentage of lung metastases are shown in the graphs below. In the graph on the left: all tumors. *p < 0.05 vs. wild-type mice (*n* = 15 biologically independent samples for each condition). In the graph on the right: primary tumors with similar size. **p < 0.01 *vs*. wild-type mice (*n* = 3 biologically independent samples for each condition). Original magnification: ×10. All statistical analyses were performed using unpaired two-tailed Student’s *t*-test. All bar graphs are presented as mean ± SEM.

Since growth of the primary tumor is rate-limiting and precludes analyses of metastasis in this model, we established a postsurgical metastasis model. primary tumors were completely resected after three weeks of subcutaneous LLC1 cells implantation and postsurgical lung metastasis were evaluated 2 weeks later. Fewer primary tumors from DHX15^+/−^ mice metastasized the lungs compared with wild-type mice (*p* < 0.01) (Supplementary Fig. 10a). Noteworthy, and considering the mice with lung metastasis, the overall area of metastases was strongly decreased in DHX15^+/−^ mice, compared with the wild-type group (0.88 ± 0.32 vs. 2.53 ± 0.69% lung metastases, respectively; *p* < 0.05) (Fig. 7, panels c and f).

To investigate further whether the differences in the size of lung metastasis were due to a potential lower LLC1 cell seeding in the primary tumors, we followed over time a group of mice with similar primary large-size tumors. In this experimental group (size of primary tumors ranging from 0.81 to 1.13 cm^3^), we also found significant differences when we compared the areas of lung metastasis between wild-type and DHX15^+/−^ mice, being significantly lower in the DHX15^+/−^ mice (6.27 ± 1.12 vs. 0.20 ± 0.20% lung metastases, respectively; *p* < 0.01) (Fig. 7, lower right graph). Mice survival was monitored during the experimental procedure. Supplementary Fig. 10b shows that DHX15^+/−^ mice presented a tendency for a higher survival-rate compared with wild-type mice, without reaching statistical significance (83.33 vs. 66.67 percentage of survival at 5 weeks after LLC1 cells implantation, respectively).

To understand the mechanisms that drive the changes in the intratumoral vasculature and the metastatic risk, we next studied the differential expression of molecular regulators in the primary tumors induced by LLC1 allotransplantation. With this purpose, we quantified the intratumoral expression of several angiogenic, lymphangiogenic, and metastasis-related chemokines by RT-qPCR: VEGF-A, VEGF-C, VEGF-D, angiopoietin-1, angiopoietin-2, and SDF-1. Among them, only VEGF-C and stromal cell-derived factor-1 (SDF-1) showed significant changes in the DHX15^+/−^ mice being reduced in this experimental condition compared with wild-type mice (Supplementary Fig. 10c). It is noteworthy that VEGF-C was also downregulated in the DHX15^−/−^ zebrafish experimental model (Fig. 3b). This concordant result points out a conserved regulation of this lymphangiogenic factor by DHX15 across species. Angiopoietin-2 expression in DHX15^+/−^ mice was also decreased compared with the wild-type condition, although this difference did not reach statistical significance (Supplementary Fig. 10c). In addition, VEGF-C downregulation was associated with a significant decrease in intratumoral Lyve-1 immunostaining, which is a specific marker for the presence of lymphatic endothelium (Supplementary Fig. 10d).

## Discussion

In previous studies, we identified DHX15 as a downstream target of Akt1^35^, which has the greatest influence on vascular regulation compared with the other Akt isoforms. For instance, Akt1^-/-^ mouse shows a reduction in postnatal vascular density in different areas such as the myocardium^42^ and the retina^35^. Also, Akt1 activity is critically required during lymphatic development in mice^43^. In the current study, we demonstrated increased AKT1 expression in DHX15 silenced endothelial cells, pointing out the existence of isoform-specific crosstalk between AKT1 and DHX15. All together, let us hypothesize that DHX15 may play a relevant role in vascular function and growth.

Homozygous DHX15 deficiency was associated with embryonic mortality in mice. In contrast, the loss of just one DHX15 allele resulted in viable embryos. However, DHX15^+/−^ mice showed impaired lymphatic drainage and decreased vascular density in the yolk sac and different territories of embryos and adult mice. Importantly, DHX15 protein expression was detected in wild-type mice at the embryonic stages E9.5 and E10.5, which is a key timing for vasculature development and definition^44^.

These in vivo results are in agreement with the reduced cell proliferation and migration that we observed in LEC after silencing the expression of DHX15. Why vasculature is affected by the partial loss of DHX15 in adult mice remains unclear if we only consider the results of this experimental model. Under this experimental setting, we cannot discard the possibility that adult mice developed these vascular defects because of accumulated damage occurring during the postnatal stage in the DHX15 deficiency background. However, and by studying the role of this RNA helicase in *DHX15* gene-deficient zebrafish, we showed that the DHX15-related vascular defects are also occurring during development. In this experimental model, we found that DHX15^−/−^ larvae were not viable. Also, these unviable larvae presented blood vascular alterations and reduced formation of developing lymphatic structures, which were associated with cardiac and encephalic edema in the embryos.

Vascular growth and lymphangiogenesis are crucial in tumor growth and metastasis^45,46^. We found that heterozygous DHX15 deficiency partially inhibits primary tumor growth and reduced lung metastases. This effect was associated with an intratumoral reduction in the length of the blood vessel capillaries. Our results agree with several clinical studies that underline a role of DHX15 in tumor progression in several types of cancer, such as acute myeloid leukemia^33^, hepatocellular carcinoma^47^, malignant peripheral nerve sheath tumors^31^, prostate cancer^48^ and non-small-cell lung cancer^49^. In all these situations, modifications of DHX15 activity and/or its overexpression favors tumor growth. Several mechanisms have been proposed in these studies to explain the tumorigenicity effect of DHX15, such as the co-activation of the androgen receptor in prostate cancer and the transcriptional activation of NF-kB in leukemia cells. In our study, we provided an additional mechanism of DHX15 that is relevant for tumor progression: the regulation of vascular growth and function.

The use of RNAseq and proteomics, combined with bioinformatics down-stream analysis, is one of the most potent approaches to investigate the role played by RNA helicases, as changes in differential splicing of a gene may or may not be associated with changes in its protein abundance; therefore, we need the combined result of both high-throughput approaches. Adopting this strategy, we were able to identify in the DHX15-silenced LEC significant changes in key pathways that metabolize carbohydrates. Some of the gene products that varied were glyceraldehyde-3-phosphate dehydrogenase (*G3PDH*) and pyruvate kinase (*PKM*). These differential expressions were also associated with a reduction in the intracellular concentration of ATP. The upregulation of glycolytic enzymes suggests a compensatory mechanism to counteract the impaired energy production in DHX15 deficient endothelial cells. 

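The complex I subunit genes Ndufs5 and Ndufs7 were higher in siL-DHX15-LEC than in wild-type LEC. The total of Ndufs1 did not pass. Ndufs1-005 and Ndufs1-009 missed the isoform threshold of 0.001 (adjusted p = 0.001 and 0.00275 from limma) but were under 0.05. Their fold changes have the sign of the paper's table. Both are among the 1998 isoforms of that table at hand, all of which passed 0.001 with DESeq2, the tool the paper used. The paper chose these isoforms with it on the same libraries, so neither sign nor pass is independent evidence. Ndufs5 (ENSMUSG00000028648.13), an accessory subunit, had 6052 ± 215 (SD, n = 4) normalized counts in siL-DHX15-LEC and 5432 ± 142 (SD, n = 4) in wild-type LEC (log2 fold change 0.16, SE 0.0392, adjusted p = 0.0104 from limma). Ndufs7 (ENSMUSG00000020153.14), a core subunit with an iron-sulfur cluster, had 10457 ± 509 (SD, n = 4) normalized counts in siL-DHX15-LEC and 9135 ± 201 (SD, n = 4) in wild-type LEC (log2 fold change 0.19, SE 0.0408, adjusted p = 0.00399). Ndufs1, summed over its isoforms, had 12093 ± 182 (SD, n = 4) normalized counts in siL-DHX15-LEC and 11903 ± 445 (SD, n = 4) in wild-type LEC (log2 fold change 0.023, SE 0.0361, adjusted p = 0.646), and its 2 conditions overlapped. Of 15 genes of complex I assembly factors, there were 4 higher, 1 lower and 10 not passing (the same counts when adjusted over the list alone), and the list did not pass (adjusted p = 0.214 from camera). With the libraries rescaled to equal totals, Ndufs5 no longer passed (log2 fold change 0.088, adjusted p = 0.0763).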

Supporting this possibility, we observed by RNAseq significant expression changes in members of the family of the NADH dehydrogenase [ubiquinone] 1 alpha subcomplex assembly factor (members from NDUFS1, NDUFS5 and NDUFS7). These members are accessory subunits of the mitochondrial membrane respiratory chain NADH dehydrogenase (Complex I), that transfer electrons from NADH to ubiquinone in the mitochondrial respiratory chain. Among them, we observed a significant alteration in the splicing of the *NDUFS1* gene. This alteration in gene splicing was linked with a 50% reduction of the activity of the complex I in the mitochondria of DHX15 silenced cells that may explain the decrease of ATP intracellular levels and, as a consequence, the impairment in endothelial cell proliferation and vascular growth.

Endothelial cells are mainly considered a glycolytic cell type that maintains their energy demands by exploiting the glycolytic pathway preferentially without the need of coupling to the tricarboxylic acid cycle and the oxidative phosphorylation^50,51^. However, some studies support the notion that mitochondria electron transport chain activity is also playing a role in driving endothelium angiogenesis and function. For example, low concentration of oxygen results in the generation of mitochondrial ROS through the Complex III of the electron transport chain^52^. This increase in mitochondrial ROS regulates angiogenic factors such as HIF-1a, promoting its stabilization and allowing the transcription of the VEGF-A gene^53,54^. Also, HUVEC and HDMEC depend on mitochondrial oxidative phosphorylation to maintain energy supplies for proliferation and growth, as demonstrated by measuring oxygen consumption and ATP production in the presence of the mitochondrial uncoupler embelin^55^. Another transport electron chain inhibitor, rotenone that blocks Complex I activity, reduced the angiogenic capacity of vasa vasorum endothelial cells^56^. Our study is in line with these observations and supports the idea that for optimal angiogenic response, endothelial cells require dynamic crosstalk between glycolysis and mitochondria activity, driven likely by regulators that promote a metabolic switch, as we have seen when we modified the levels of DHX15. Interestingly, DHX15 deficiency impaired mitochondrial oxygen consumption in endothelial cells but not in hepatocytes, thus ruling out that the effect of DHX15 on mitochondrial oxygen consumption is an universal mechanism. We also described other DHX15-related mechanisms independent of the mitochondrial respiratory chain that target the vasculature. In this context, we observed a consistent downregulation of VEGF-C in mouse and zebrafish DHX15-deficient animals, and reduced intratumoral levels of SDF-1 in DHX15^+/−^ mice. VEGF-C and SDF-1 play relevant roles in lymphangiogenesis, metastasis and recruitment of endothelial progenitor cells^57–60^. Therefore, several factors targeted by DHX15 appear to be involved in the control of vascular homeostasis.

The fact that our study described many alterations in the vasculature does not mean that we attribute exclusively the pathophysiological role of DHX15 to endothelial cells. For instance, McElderry et al.^38^ generated the first vertebrate knockout model for DHX15 in zebrafish and described head and embryonic development defects in stages previous to the formation of the cardiovascular system, leading to mortality at a similar embryonic stage as the one described in our DHX15^−/−^ zebrafish model. Similar results have recently been shown using the same experimental model by Cai et al.^61^, introducing an additional role for DHX15 in the hematopoiesis process through the unfolded protein response pathway. We also showed that E9.5-10.5 mice embryos robustly expressed DHX15 in the brain. Therefore, we cannot exclude the possibility that defects in the vasculature of DHX15^+/−^ mouse embryos or DHX15^−/−^ zebrafish embryos may be secondary to the global DHX15 deficiency background. However, we demonstrated in our study the existence of a direct pathological mechanism of DHX15 deficiency on blood endothelial and lymphatic endothelial cells, supporting the direct role of DHX15 in vascular regulation.

## Methods

### DHX15 transgenic mice

*DHX15* gene-deficient C57BL/6 mice were generated by genomic editing by microinjecting TALEN (transcription activator-like effector nuclease technology) RNA in pronucleated oocytes (Cyagen). The mouse *DHX15* gene (GenBank accession number: NM_007839.3; Ensembl: ENSMUSG00000029169) is located on chromosome 5. Fourteen exons have been identified for this gene, with the ATG start codon in exon 1 and the TGA stop codon in exon 14. Exon 2 was selected as TALEN target sites. TALENs were constructed using the Golden Gate Assembly method^62^ and confirmed by sequencing. The amplicons were then purified and sent for DNA sequencing analysis. TALEN mRNAs generated by in vitro transcription were injected into fertilized eggs for knockout mouse production (cDNA sequence: TGTTGGTGAGACTGGGTC). The pups were genotyped by PCR followed by sequence analysis. The positive founders were breeding to the next generation, which was genotyped by PCR and DNA sequencing analysis. DNA sequencing revealed two different DHX15-deficient mouse clones: Mouse-ID#35 that was missing eight bases in one strand, and Mouse-ID#39 that was missing one base in one strand. Wild-type DNA was used as a negative control for sequencing in parallel. The mRNA transcribed from the targeted allele with frameshift undergoes nonsense-mediated decay (NMD).

DHX15-deficient and WT male and female mice were used at 8–12 weeks of age for all the experiments. All animals were kept under constant temperature and humidity in a 12 h controlled dark/light cycle, and they were fed ad libitum on a standard pellet diet. All experimental procedures performed in the models of mouse and zebrafish were approved by the Investigation and Ethics Committees of the Hospital Clínic and the University of Barcelona.

### Mouse genotyping

Mouse genomic DNA was isolated from tail biopsies using a specific kit (Extract-N-Amp™ Tissue PCR Kit; Sigma-Aldrich, Darmstadt, Germany). PCR was performed using the primer pairs to amplify the *DHX15* gene (primer forward: 5′-CACCAACCTGCCCCATACTCCT-3′ and primer reverse: 5′-TGTATTGTCCCAGGGTAAAATGTGTTG-3′). PCR conditions were as follows: 35 cycles at 94 °C for 30 s, 59.3 °C for 30 s, and 72 °C for 60 s. PCR product was sequenced by sanger sequencing to distinguish the *DHX15* wild-type mice and *DHX15* transgenic mice.

### Immunological staining of mouse embryo whole-mounts

Embryos were harvested at different points between E8.5 to E10.5. Embryos at E10.5 were fixed in 4% paraformaldehyde overnight at 4 °C. For immunostaining of whole-mount embryos, after paraformaldehyde fixation, the embryos were sequentially dehydrated in methanol and then incubated in the permeabilization buffer (PBlec) (PBS pH6.8, 1% Tween 20, 1 mM CaCl_2_, 1 mM MgCl_2_, 0.1 mM MnCl_2_) for 20 min at room temperature. After permeabilization, the embryos were incubated with primary antibody rat anti-endomucin or rabbit anti-DHX15 (Abcam, Cambridge, UK) (1:20 dilution) in PBlec buffer overnight at 4 °C. To remove residual primary antibody, embryos were washed with PBT (PBS pH 6.8, 0.1% Tween) for 5 × 10 min. Next, the embryos were incubated with secondary antibody Alexa Fluor 488-conjugated goat anti-rat or Alexa Fluor 488-conjugated goat anti-rabbit (Thermo Fisher, Waltham, MA, USA) (1∶500 dilution) in the dark overnight at 4 °C, and then washed with PBT for 3 × 10 min and postfix in 4% paraformaldehyde. Negative controls for endomucin and DHX15 detection were performed by omitting the primary antibodies in the immunofluorescence reactions. Images were acquired using fluorescence stereomicroscope (Leica Microsystems, Heerbrugg, Switzerland) and immunofluorescence microscope (Nikon Eclipse E600, Kanagawa, Japan) systems.

### Generation of the Zebrafish animal model

Adults wild-type zebrafish (*Danio rerio*), in a Tg(*flk1*:EGFP);Tg(*fabp10*:RFP) background, purchased from KIT -European Zebrafish Resource Center (EZRC), were maintained at 28–29 °C on a light cycle of 14 h light/10 h dark. The Crispr/cas9 design for gene knock-out was performed as follows: Gene sequences were retrieved from http://www.ncbi.nlm.nih.gov/gene and http://www.ensembl.org/Danio_rerio/Info/Index. The sgRNA was designed using the online tool http://crispor.tefor.net, based on exon site and high efficacy and off-target published algorithms. Microinjection was performed at 1-cell stage embryos. Fertilized zebrafish embryos were collected in E3 medium. Then, embryos were grown at 28.5 °C.

### Zebrafish whole-mount in situ hybridization (ISH)

cDNAs were amplified by PCR from a custom zebrafish cDNAs library obtained by RT-PCR from an mRNA pool coming from 5 days post fertilization zebrafish larvae. We included a SP6 sequence linker in reverse primers to directly use the synthesized PCR products as templates to amplify the reverse riboprobe to be used for ISH. For the ISH, embryos were fixed overnight with 4% PFA and washed twice with PBT. Then, embryos were incubated with hybridation buffer (50% formamide, 5× SSC buffer pH 6 (0.75 M NaCl, 0.075 M sodium citrate), 0.1% triton, 50 µg/mL yeast RNA, 50 µg/mL heparin) at least 1 h. Next, embryos were incubated with hybridation buffer containing the reverse riboprobe overnight. Finally, embryos were washed with washing solution (50% formamide, 1× SSC buffer, 0.1% Tween) 30 min twice and with MABT (100 mM maleic acid pH 7.5, 150 mM NaCl, 0.1% Tween) 10 min five times. Stained embryos were processed for imaging with bright field stereoscope to determine the overall expression pattern.

### Zebrafish vascular characterization

Five-day-old larvae obtained by pairwise mating of adult Tg(*flk1*:EGFP;*fab10*:RFP; *DHX15*^*+/−*^) were sorted in two groups depending on two criteria: (a) curly larvae with abnormal development or (b) normal developed larvae. Larvae were flat-mounted and analyzed by confocal imaging (Zeiss AxioObserver Z1) to evaluate putative phenotypical defects in the trunk angiogenesis caused by the gene knockout. Genomic DNA extracted from the whole embryos (using Extract-N-Amp™ Tissue PCR Kit, Sigma) was used for the genotyping after vasculature imaging.

### Mouse femoral artery ligation model and magnetic resonance imaging (MRI)

Mice were anesthetized with a mixture of 4% isoflurane and 100% oxygen. The femoral artery was isolated, and 5-0 suture was tied tightly around artery at a ∼3 mm distance to the inguinal ligament. Mice were allowed 4 weeks to recover following the surgical procedure.

MRI experiments were conducted on a 7T BioSpec 70/30 horizontal animal scanner (Bruker BioSpin, Ettlingen, Germany), equipped with a 12 cm inner diameter actively shielded gradient system (400 mT/m) using a surface coil dedicated to abdominal imaging. Animals were first anesthetized (1.5% isoflurane in a mixture of 30% O_2_ and 70% CO_2_) and the tail vein was cannulated for administration of contrast agent. Then, animals were transferred under the same anesthesia regime to a Plexiglas holder in supine position with a nose cone for administering anesthetic gases and fixed by a tooth bar, ear bars, and adhesive tape. 3D-localizer scans were used to ensure accurate position of the animal’s midline at the level of the posterior limbs in the isocenter of the magnet. T2-weighted images were acquired by a RARE (rapid acquisition with relaxation enhancement) sequence with an effective echo time (TE) of 24 ms, repetition time (TR) 1201 ms and RARE factor 8. Matrix size was 256 × 256 with an in-plane voxel size of 0.156 × 0.156 mm^2^, 15 slices, slice thickness 1 mm, resulting in a field of view (FOV) of 40 × 40 × 15 mm^3^. Time of flight 3D angiography was acquired a FLASH (Fast Low Angle Shot) protocol with TE = 2.4 ms, TR = 14,000 ms, flip angle 20°, 3 averages, matrix size: 448 × 256 × 128, voxel size 0.078 × 0.078 × 0.234 mm³, resulting in a FOV of 35 × 20 × 30 mm³. The shortening of the T1-relaxation time by the contrast agent enhanced the tissue signal. T1 map was acquired using RARE-VTR (rapid acquisition with relaxation enhancement and variable repetition time) sequence, with TE = 7 ms, 6 TR = 200, 400, 800, 1500, 3000, 5500 ms, matrix size: 96 × 96 × 3, voxel size 0.417 × 0.417 × 1 mm³, resulting in a FOV of 40 × 40 × 3 mm³.

To estimate the T1-relaxation rate and to measure the contrast agent-relative concentration DCE (dynamic contrast enhanced)-MR imaging was used with a T1-weighted gradient-echo sequence. FLASH protocol was used with TE = 1.5 ms, TR = 12500 ms, flip angle 15°, 600 repetitions and identical matrix, resolution and FOV than T1 map. 0.025 mM/kg of gadoteridol was administered after the first 100 repetitions were acquired as baseline. Altogether, the MRI session lasted for 50 min approximately. After that, mice were returned to their home cage under close supervision until they were recovered from the anesthesia.

T1 maps were calculated in Paravision 6.0 software (Bruker BioSpin, Ettlingen, Germany). Later these maps were processed with custom-made algorithms programmed in Matlab (The MathWorks, Inc, Natick, MA, USA). A binary mask was manually drawn over the T1 map in order to segment the muscle in both legs. The first 40 volumes of the DCE acquistion were removed to assure the signal stabilization. Also, the last 50 volumes were discarded to avoid second pass effects. The slices of the temporal acquisition were spatially smoothed with a Gaussian filter (standard deviation = 0.5) and temporal smoothed with a moving average of 25 neighbors. The baseline of the signal was considered using the 20 volumes after the 10th. The signal intensities of the temporal acquisitions were converted to gadolinium concentrations using the method described in^63–65^. The T1 map acquired before the DCE was used as reference values for the magnetization and the Gadoteridol relaxivity was considered to be 3.35 s^−1^mM^−1 ^^65^. Finally, the obtained concentration curves were also smoothed with a moving average of nine neighbors. From the concentration curves, different parameters were estimated, such as the time to peak (TTP), the bolus arrival time (BAT) (using the method described in Cheong et al.^66^, relative time to peak (rTTP) (considering the BAT as starting point), the wash in and wash out slopes, and the area under the gadolinium concentration curve (AUC).

### Mouse-induced tumor model

LLC1 (Mouse Lewis lung cancer cells) (ATCC, Manassas, VA, USA) were cultured in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% fetal calf serum, 50 U/ml penicillin and 50 µg/ml streptomycin in humified atmosphere at 37 °C and 5% CO_2_. Syngeneic LLC1 tumor cells (1 × 10^5^) were subcutaneously injected into the flank of DHX15^+/−^ and wild-type mice. Primary tumor growth was controlled during the first 3 weeks. Primary tumors were surgically removed 21 days after seeding. Tumor volume was calculated by following formula: V = 4/3 × π × [length × depth × width]. Primary tumors were fixed in 4% PFA and cryoconserved in tissue-tek O.C.T. compound (Sakura, Flemingweg, Netherlands). The Post-surgical metastasis model was performed as follows: Two weeks after primary tumor removal, LLC1 injected mice showed distant metastasis formed in the lungs. Tile scan images of haematoxylin-eosin (H&E) stained paraffin lung sections were visualized using a microscope system (Nikon Eclipse E600, Kanagawa, Japan) and the percentage of the pulmonary metastatic area as percent of total lung area was measured with Image J software (ImageJ version 1.52b; National Institutes of Health, Bethesda, MD, USA).

### DHX15 silencing in liver endothelial cells and hepatocytes

The silencing of *DHX15* was carried out in mouse primary hepatic endothelial cells and mouse primary hepatocytes both immortalized with the SV40 virus (LEC and Hep; abmGood, Richmond, Canada), through shRNA by lentiviral infection (Dharmacon, Lafayette, Colorado, USA). The SMARTvector incorporated the bipartite 3G Tet-On® induction system, an inducible system with minimal basal expression and potent activation after induction with doxycycline. Endothelial cells were cultured in Microvascular Endothelial Cell Growth Complete Medium and hepatocytes in Complete Hepatocyte Medium (Pelobiotech, Planegg, Germany) in humified atmosphere at 37 °C and 5% CO_2_.

### Proteome and transcriptome analysis of siL-DHX15-LECs

For proteomics, proteins from non-silenced and DHX15-silenced LECs (1 mg/mL) were extracted in 100 mM NH_4_HCO_3_, 8 M urea, 2.5 mM sodium pyrophosphate, 1 mM sodium orthovanadate and 1 mM β-glycerol phosphate buffer. Samples were reduced with dithiothreitol (37 °C, 60 min) and alkylated in the dark with iodoacetamide (25 °C, 30 min). The resulting protein extract was first diluted to 2 M urea with 200 mM ammonium bicarbonate for digestion with endoproteinase LysC (1:10 w:w, 37 °C, o/n, Wako, cat # 129-02541), and then diluted 2-fold with 200 mM ammonium bicarbonate for trypsin digestion (1:10 w-w, 37 °C, 8 h, Promega cat # V5113). After digestion, peptide mix was acidified with formic acid and desalted with a MicroSpin C18 column (The Nest Group, Inc) prior to LC-MS/MS analysis. Samples were analyzed using a LTQ-Orbitrap Fusion Lumos mass spectrometer (Thermo Fisher Scientific, San Jose, CA, USA) coupled to an EASY-nLC 1000 (Thermo Fisher Scientific (Proxeon), Odense, Denmark). Peptides were loaded directly onto the analytical column and were separated reversed-phase chromatography with a 90-min gradient (0–35% ACN) in a 50-cm column with an inner diameter of 75 μm, packed with 2 μm C18 particles spectrometer (Thermo Scientific, San Jose, CA, USA). Acquired spectra were analyzed with ProteomeDiscoverer software (v2.0, Swiss-Prot mouse database as in November 2016, 16831 entries). Protein abundances were estimated with the average of the area corresponding to the three most intense peptides. Protein abundance estimates were then log-transformed, normalized by the median, and a fold change, and an adjusted *p-*value was calculated with Perseus 1.5.6.0.

The transcriptome analysis was carried out using RNAseq (HiSeq, Illumina). Total RNA from *Mus musculus* was quantified by Qubit® RNA BR Assay kit (Thermo Fisher Scientific) and the RNA integrity was estimated by using RNA 6000 Nano Bioanalyzer 2100 Assay (Agilent). The RNASeq libraries were prepared with KAPA Stranded mRNA-Seq Illumina® Platforms Kit (Roche-Kapa Biosystems) following the manufacturer´s recommendations. Briefly, 500 ng of total RNA was used as the input material, the poly-A fraction was enriched with oligo-dT magnetic beads and the mRNA was fragmented. The strand specificity was achieved during the second strand synthesis performed in the presence of dUTP instead of dTTP. The blunt-ended double-stranded cDNA was 3´-adenylated and Illumina indexed adapters (Illumina) were ligated. The ligation product was enriched with 15 PCR cycles and the final library was validated on an Agilent 2100 Bioanalyzer with the DNA 7500 assay. The libraries were sequenced on HiSeq 4000 (Illumina, Inc) in paired-end mode with a read length of 2 × 76 bp using HiSeq 4000 SBS kit in a fraction of a HiSeq 4000 PE Cluster kit sequencing flow cell lane, following the manufacturer’s protocol. Image analysis, base calling, and quality scoring of the run were processed using the manufacturer’s software Real-Time Analysis (RTA 2.7.6) and followed by the generation of FASTQ sequence files by CASAVA. RNA-seq reads were mapped against the mouse reference genome (GRCm38) using STAR version 2.5.2a^67^ with ENCODE parameters for long RNA. Genes were quantified with RSEM version 1.2.28^68^ using the gencode M12 version. Differential expression analysis was performed with DESeq2 version 1.18^69^ with default parameters. Differential alternative splicing was performed with rMATS^70^. Significant splicing events with FDR < 5%, absolute inclusion difference >5% and >70 number of reads were considered significant.

Signaling pathways altered by DHX15 deficiency were modeled using Ingenuity Pathway Software (Ingenuity®Systems, Inc., Redwood City, USA). The resulting *p-values* obtained by the Ingenuity Pathways Knowledge Base were adjusted for multiple comparisons using Benjamini and Hochberg’s method.

### Separation of respiratory complexes and supercomplexes by Clear-Native Page (CN-PAGE) and in-gel activity of Complex I

Solubilization of mitochondrial membranes by detergents, CN-PAGE, and staining was performed as described by Jha et al.^71^ with minor modifications. For this, after the mitochondria isolation from wild-type and siL-DHX15-LEC, 150 µg of mitochondrial protein were suspended in a low-salt buffer (50 mM NaCl, 50 mM imidazole, pH 7.0) and solubilized with digitonin (8 g/g protein, for solubilization of respiratory chain supercomplexes). Immediately after the electrophoretic run (4–13% gradient polyacrylamide gels), enzymatic colorimetric reaction was performed. Complex I activity was determined by incubating the gel with 2 mM Tris-HCl pH = 7.4, 0.1 mg/mL NADH, and 2.5 mg/mL nitro blue tetrazolium (NTB) at room temperature. The original color of the complex I was preserved by fixing the gels in 50% methanol and 10% acetic acid. After gel scanning, the intensity of each band was quantified by Image J software (ImageJ version 1.52b; National Institutes of Health, Bethesda, MD, USA).

### Mouse trachea whole-mount immunofluorescence staining

Trachea tissue was fixed overnight in a solution containing 80% methanol and 20% DMSO at −20 °C, and permeabilized in Tris-buffered saline (TBS) containing 2% BSA and 0.1% Triton for 5 h. Tissue was incubated with rat anti-mouse CD31 antibody (BD Pharmigen, Franklin Lakes, New Jersey, USA) at a 1:100 dilution overnight, washed 4 times with TBS and blocked again with TBS containing 2% BSA and 0.1% Triton for 3 h. Finally, the tissue was incubated with Alexa Fluor 555-conjugated rat anti-mouse antibody (Thermo Fisher, Waltham, MA, USA) in a 1:500 dilution overnight and washed eight times with TBS. The immunofluorescence signal was visualized using an immunofluorescence microscope system (Nikon Eclipse E600, Kanagawa, Japan).

### Mouse fluorescence lymphangiography

To evaluate the lymphatic drainage in peripheral areas, 0.05 mL of FITC-Dextran 2000 KDa (Sigma-Aldrich, Darmstadt, Germany) was subcutaneously injected in ear, tail, and footpad of wild-type and transgenic mice, with a 30-gauge needle. Immediately after injection, fluorescence images of subcutaneous lymphatic drainage were visualized on a fluorescence stereomicroscope system (Leica Microsystems, Heerbrugg, Switzerland).

### Western blot experiments

Cell lysates were prepared in a lysis buffer (Tris–HCl 20 mM pH = 7.4 containing 1% Triton X-100, 0.1% SDS, 50 mM NaCl, 2.5 mM EDTA, 1 mM Na_4_P_2_O_7_·10H_2_O, 20 mM NaF, 1 mM Na_3_VO_4_, 2 mM Pefabloc and Complete^®^ from Roche). Proteins were separated on a 10% SDS-polyacrylamide gel (Mini Protean III; Biorad, Hercules, CA, USA) and transferred for 2 h at 4 °C to nitrocellulose membranes (Transblot Transfer Medium; Biorad, Hercules, CA, USA) that were stained with Ponceau-S red as a control for protein loading. Then, the membranes were incubated at 4 °C with the following antibodies: mouse monoclonal anti-mouse DHX15 (Santa Cruz Biotechnology, Dallas, Texas, USA), rabbit polyclonal anti-mouse CD31, rabbit anti-mouse β-actin HRP Conjugate (Cell Signaling, Danvers, MA, USA), mouse monoclonal anti-mouse eNOS (BD Bioscience, San Jose, CA, USA) or rabbit monoclonal anti-mouse Ndufs1 (Abcam, Cambridge, UK) overnight in a 1:1000 dilution. Next, the membranes were incubated with goat anti-rabbit peroxidase-conjugated secondary antibody or goat anti-mouse peroxidase-conjugated secondary antibody at a 1:2000 dilution (Cell Signaling, Danvers, MA, USA) for 1 h at room temperature. The bands were visualized by chemiluminescence (Clarity Western ECLS substrate; Biorad, Hercules, CA, USA). The intensity of each band was quantified by Image J software (ImageJ version 1.52b; National Institutes of Health, Bethesda, MD, USA). Band intensities were measured and normalized to the indicated sample (shown as 1.00) on the same membrane. The molecular mass of the proteins was determined by comparing their electrophoretic mobility with that of the proteins contained in the Precision Plus Protein Standards Dual Color market (Biorad, Hercules, CA, USA).

### Immunocytofluorescence and uptake of oxiLDL

For *immunocytofluorescence*, LECs were fixed with 4% paraformaldehyde and blocked with 5% normal goat serum. Next, cells were incubated with rabbit anti-mouse podoplanin (Sigma Chemical, St Louis, Missouri, USA) for 1 h in a 1:200 dilution. The respective secondary antibody was Alexa Fluor 488-conjugated goat anti-mouse (Molecular Probes, Invitrogen, San Diego, California, USA). In addition, 4′,6-diamidino-2-phenylindole (DAPI, Vectashield, Vector laboratories, Burlingame, Ca) was used to counterstain cell nuclei. Immunofluorescence was visualized with an immunofluorescence microscope system (Nikon Eclipse E600, Kawasaki, Kanagawa, Japan).

For the *uptake of oxiLDL*, cells were incubated with Alexa Fluor 488-conjugated AcLDL (Thermo Fisher, Waltham, MA, USA) at a concentration of 10 µg/mL for 3 h. Then, cells were washed three times with PBS and fixed with 4% paraformaldehyde. Fluorescence was visualized with an immunofluorescence microscope system (Nikon Eclipse E600, Kawasaki, Kanagawa, Japan).

### Real-time quantitative PCR (RT-qPCR)

Total RNA was extracted from cultured LECs using the Trizol reagent (Life Technologies, Carlsbad, CA, USA). One microgram of total RNA was reverse transcribed using First Strand cDNA Synthesis Kit (Roche, Mannheim, Germany). Subsequently, complementary DNA samples were amplified for 30–35 cycles (94 for 30 s, 55–60 °C for 30 s, and 72 °C during 1 min; LigthCycler 480-Roche Diagnostics). To normalize the results, *HPRT* gene was used as reference. Specific primers for amplification of the complementary DNA can be found in Supplementary Table 1.

### Cell proliferation assay

The bromodeoxyuridine (BrdU) cell proliferation assay kit (BrdU Flow kit; BD Pharmigen, Franklin Lakes, New Jersey, USA) was used to measure the incorporation of BrdU during DNA synthesis following the manufacturer’s protocols. Briefly, when cells reached about 60–70% of confluence, BrdU (10 μM) was added to the culture medium for 1 h. Then, the BrdU-labeled cells were fixed and the DNA was denatured in fixative solution for 1 h at 37 °C. Next, the cells were incubated with Alexa Fluor 555-conjugated anti-BrdU antibody for 1 h at room temperature. Immunofluorescence was detected by flow cytometry (LSRFortessa; BD Bioscience, San Jose, CA, USA).

### Wound healing assay

The wound-healing assay was performed in wild-type and siL-DHX15-LEC, and in primary lymphatic endothelial cell isolated from wild-type and DHX15^+/−^ mice. Cells were cultured in six-well plates and incubated at 37 °C until they reached confluency. In the case of wild-type and siL-DHX15-LEC, when they reached around 75% confluency were treated or not with ATP (5 µM) or Pyruvate (2 mM) (Sigma-Aldrich, Darmstadt, Germany). Next day, when cells were confluent, the straight scratch wound was performed with a 100 μL sterile pipette tip. The scratched areas were photographed using an inverted phase-contrast microscope (Olympus IX51, Tokyo, Japan) at 0, 7, and 24 h, respectively.

### Quantification of intracellular ATP

The cellular production of ATP was determined in non-silenced and DHX15-silenced endothelial cells, and in primary mouse liver sinusoidal endothelial cells isolated from wild-type and DHX5^+/−^ mice with a luminescence assay (Cayman Chem, Ann Arbor, MI, USA) according to the manufacturer’s instructions.

### Tumor tissue immunofluorescence

Tissues were fixed in 4% paraformaldehyde, cryoprotected overnight in a 30% sucrose solution and embedded in optimal cutting temperature medium. Next, 2-µm frozen sections were rehydrated, blocked with 5% normal goat serum and incubated with rat anti-endomucin or rabbit anti-Lyve-1 (Abcam, Cambridge, UK) as a primary antibody overnight at 4 °C. The binding sites of the primary antibodies were revealed with Alexa Fluor 488-conjugated goat anti-rat or Alexa Fluor 488-conjugated goat anti-rabbit (Thermo Fisher, Waltham, MA, USA). Tissues for which immunostaining was performed without primary antibodies were used as negative controls. Slides were mounted using Vectashield (Vector Laboratories, Burlingame, CA, USA) and samples were visualized with a fluorescence microscope (Nikon Eclipse E600, Kanagawa, Japan).

### Isolation of primary mouse liver endothelial cells (MLiECs)

Freshly isolated primary MLiECs were obtained from the liver of the control and DHX15^+/−^ mice. MLiECs were purified after collagenase A retrograde perfusion (Roche Diagnostics, Basel, Switzerland) and Nycodenz gradient (Sigma-Aldrich, Darmstadt, Germany). The purification was optimized using magnetic beads CD146^+^ (MACS system, Miltenyi Biotec, Bergisch-Gladbach, Germany). Cells were cultured in Microvascular Endothelial Cell Growth Complete Medium (Pelobiotech, Planegg, Germany) in humified atmosphere at 37 °C and 5% CO_2_.

### Isolation of primary lymphatic endothelial cells (LyECs)

Freshly isolated primary LyECs were obtained from the mesentery of the control and DHX15^+/−^ mice. LyECs were isolated after incubation of mesenteric lymphatic tissue mucosa in collagenase A (Roche Diagnostics, Basel, Switzerland) at 37 °C. The purification was optimized using rabbit anti-rat podoplanin antibody (Sigma Chemical, St. Louis, Missouri, USA) in a 1:100 dilution as the primary antibody and microbeads coupled with a secondary goat anti-rabbit antibody (MACS system, Miltenyi Biotec). The cells were grown in Microvascular Endothelial Cell Growth Complete Medium (Pelobiotech, Planegg, Germany) in humified atmosphere at 37 °C and 5% CO_2_.

### Visualization of mouse embryo yolk sacs

Embryos with the yolk sac were harvested at E10.5 and put in 4% paraformaldehyde solution at 4 °C. Images were acquired immediately using a visible stereomicroscope (Leica Microsystems, Heerbrugg, Switzerland).

### Complex I enzyme activity

The complex I enzyme activity was determined in non-silenced and DHX15-silenced endothelial cells by a colorimetric enzymatic reaction assay (Abcam, Cambridge, UK), a according to the manufacturer’s instructions.

### Akt activity assay

Akt activity was determined in non-silenced and DHX15-silenced endothelial cells using a commercial kinase activity assay (Abcam, Cambridge, UK), according to the manufacturer’s instructions. In brief, Akt was immunoprecipitated using Akt-specific antibody and protein A beads. Then, the Akt activity was determined in a kinase reaction using recombinant GSK-3 as substrate. Finally, the levels of phosphorylation of the GSK-3 were analyzed by western blot using an anti-phospho-GSK-3 specific antibody.

### OCR in endothelial cells and hepatocytes

In vivo real-time mitochondrial respiration (OCR) was monitored with the Seahorse XFe24 Flux Analyser (Seahorse Bioscience) according to the manufacturer’s instructions. Non-silenced and DHX15-silenced endothelial cells were seeded at 15,000, 20,000 and 30,000 cells per well in 3–4 replicates for each density in a 24-well plate custom designed for XFe24 analysis and cultured overnight in endothelial culture media. For assessment of the real-time OCR, cells were incubated with unbuffered assay media (XF Media Base with 10 mM glucose, 2mM L-glutamine and 2 mM sodium pyruvate) followed by sequential injection of oligomycin (final concentration 2 µM), carbonyl cyanide-4-(trifluoromethoxy) phenylhydrazone (FCCP; final concentration 1 µM), and rotenone plus antimycin A (final concentration 1 µM each).

Non-silenced and DHX15-silenced hepatocytes were seeded at 50,000 cells per well in 3–4 replicates for each density in a 24-well plate custom designed for XFe24 analysis and cultured overnight in endothelial culture media. For assessment of the real-time OCR, cells were incubated with unbuffered assay media (XF Media Base with 5.5 mM glucose, 2mM L-glutamine and 1 mM sodium pyruvate) followed by sequential injection of oligomycin (final concentration 1 µM), carbonyl cyanide-4-(trifluoromethoxy) phenylhydrazone (FCCP; final concentration 0.5 µM), and rotenone plus antimycin A (final concentration 1 µM each). The results from the mitochondrial respiration assay were analyzed by the XFe wave software (Seahorse Bioscience Inc., MA), and displayed as OCR normalized to μg of total protein following BCA protein assay (pmol/min per µg of protein).

### Survival analysis

Survivals were plotted on Kaplan–Meier curves and compared using the log-rank test. Total survival at 5 weeks after LLC1 cell implantation was the chosen end point.

### Unsupervised hierarchical clustering analysis

RNAseq results were filtered and standardized before undergoing unsupervised hierarchical clustering analysis in Cluster^72^. Results were visualized with the Java Treeview software^73^.

### Gene set enrichment-gene ontology analysis (GSEA-GO)

GSEA-GO analysis includes three categories: molecular function, biological process, and cellular component. GO analysis was performed through gseGO function in clusterProfiler package^74^. The adjusted *p*-value < 0.05 was set as the cut-off criteria. Selected GO terms were visualized using ridgeplot representation.

### Statistics and reproducibility

In the case of homoscedasticity and normally distributed data (assessed by Shapiro–Wilk test), groups were compared using a two-sided Student *t* test or analysis of variance for independent samples. For other types of data, Mann–Whitney *U* test, or Kruskal–Wallis test was used. Tukey’s test (with analysis of variance) or Dunn’s test (with Kruskal–Wallis) was used as a post hoc test to perform pairwise comparisons. The statistical analysis of contingency tables for proportions was performed using the Fisher’s exact test. Differences were considered to be significant at a *p*-value < 0.05. The data are presented as the mean ± standard error of the mean. No sample-size calculation was performed. However, all the single conclusions stated in our study were supported by statistical differences obtained from the results of at least two different experimental methodologies designed to demonstrate differences for the same biological process.

All the statistical analyses were performed using the GraphPad software v 5.0 or public libraries from the Comprehensive R Archive Network (CRAN; http://CRAN.R-project.org) rooted in the open-source statistical computing environment R, version 3.6 (http://www.R-project.org/).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information (new)

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

All relevant data are deposited into a public repository and accession codes are provided in the published article. Full information regarding the antibodies used can be found in Supplementary Table 2. All source data corresponding to all graphs and plots from Figs. 1–7 can be found in Supplementary Data 5. Uncropped Western Blots can be found in Supplementary Figs. 11, 12, and 13. The raw proteomics data have been deposited to the PRIDE repository with the dataset identifier PXD018104. The raw data set of RNAseq results is available at the data repository Gene Expression Omnibus using the accession display GSE183263. All other data are available from the corresponding author on reasonable request. All unique materials (DHX15 deficient mice, and transfected cell lines) are readily available from the authors. *DHX15* gene-deficient zebrafish is readily available from standard commercial sources (ZeClinics).

# Supplementary material for: The loss of DHX15 impairs endothelial energy metabolism, lymphatic drainage and tumor metastasis in mice
**Source:** Commun Biol. 2021 Oct 15;4:1192. doi: 10.1038/s42003-021-02722-w
**Supplement:** Supplementary file 1 — Supplementary Information (new)

SUPPLEMENTARY INFORMATION

The loss of *DHX15* impairs endothelial energy metabolism, lymphatic drainage and tumor metastasis in mice

Jordi Ribera¹, Irene Portolés¹, Bernat Córdoba-Jover¹, Juan Rodríguez-Vita^{1,2}, Gregori Casals¹, Bernardino González-de la Presa¹, Mariona Graupera³, Estel Solsona-Vilarrasa⁴, Carmen Garcia-Ruiz^{4,5}, José C. Fernández-Checa^{4,5}, Guadalupe Soria⁶, Raúl Tudela⁶, Anna Esteve-Codina⁷, Guadalupe Espadas⁸, Eduard Sabidó⁸, Wladimiro Jiménez^{1,9}, William Sessa¹⁰, Manuel Morales-Ruiz^{1,9,*}

⁶Experimental

SUPPLEMENTARY FIGURES

Supplementary Figure 1. Characterization of the LEC cell line.

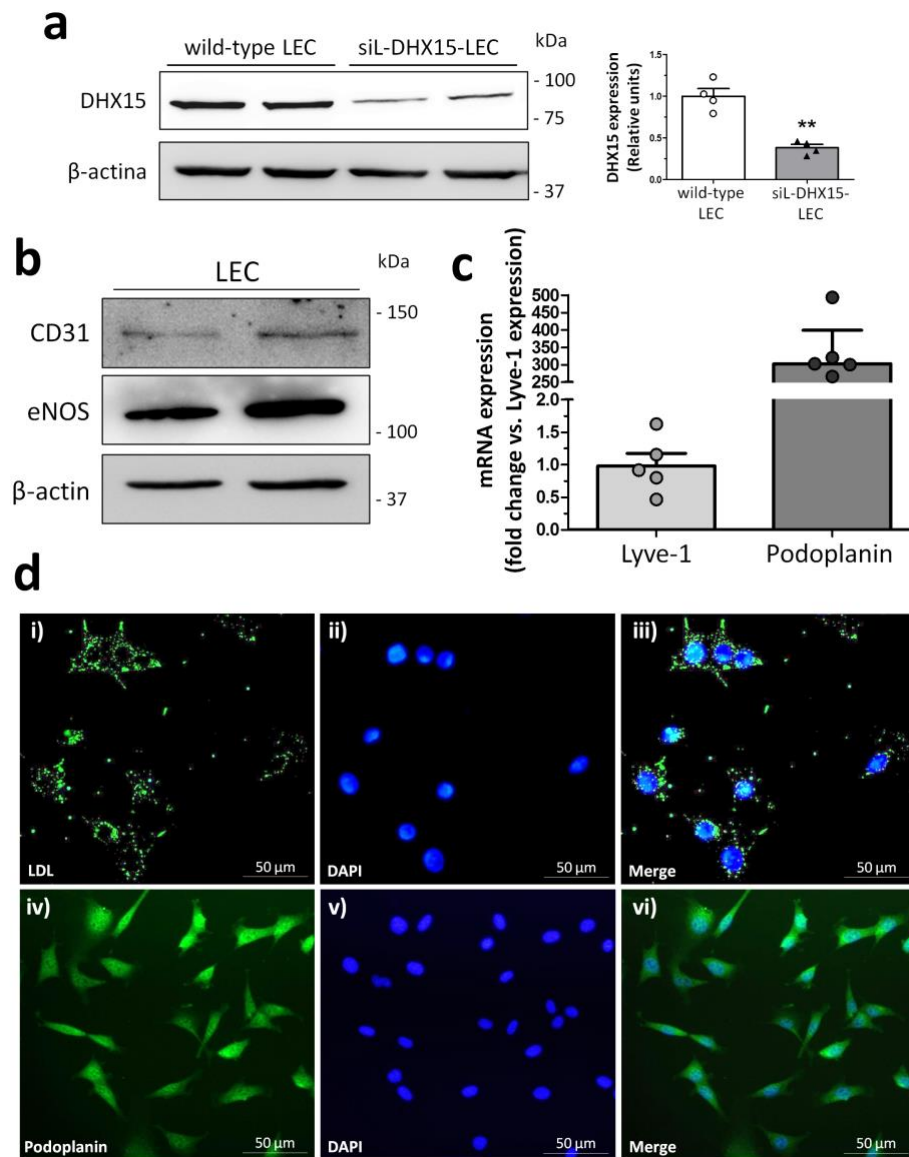

a) The expression of DHX15 protein was evaluated by western blot using cell lysates from wild-type and silenced DHX15 liver endothelial cells (siL-DHX15-LEC). β -actin was used as a loading control. The densitometric analysis of the protein expression is shown on the right bar graph. ** $p < 0.01$ vs. wild-type LEC, unpaired two-tailed Student's t-test ($n=4$ biologically independent samples for each condition). **b)** The expression of CD31 and eNOS protein was evaluated by western blot using cell lysates from liver endothelial cells (LEC). β -actin was used as a loading control. **c)** LEC were lysed in trizol and their mRNA expression was analyzed by RT-qPCR, as described in Methods. Graph show the expression levels for the genes *Lyve-1* and *Podoplanin*. mRNA levels are illustrated as fold change relative to *HPRT* mRNA levels ($n=5$ biologically independent samples). **d)** Oxidized low-density lipoprotein (oxLDL) uptake (upper panels i and iii; green) and immunostaining of the lymphatic endothelial marker podoplanin (lower panels iv and vi; green) are shown for LEC. Cell

nuclei were stained with DAPI (blue). Epifluorescence microscope, original magnification: 200X (n=3 independent experiments). All bar graphs are presented as mean $\pm$ SEM.

Supplementary Figure 2. Characterization of DHX15 heterozygous mouse.

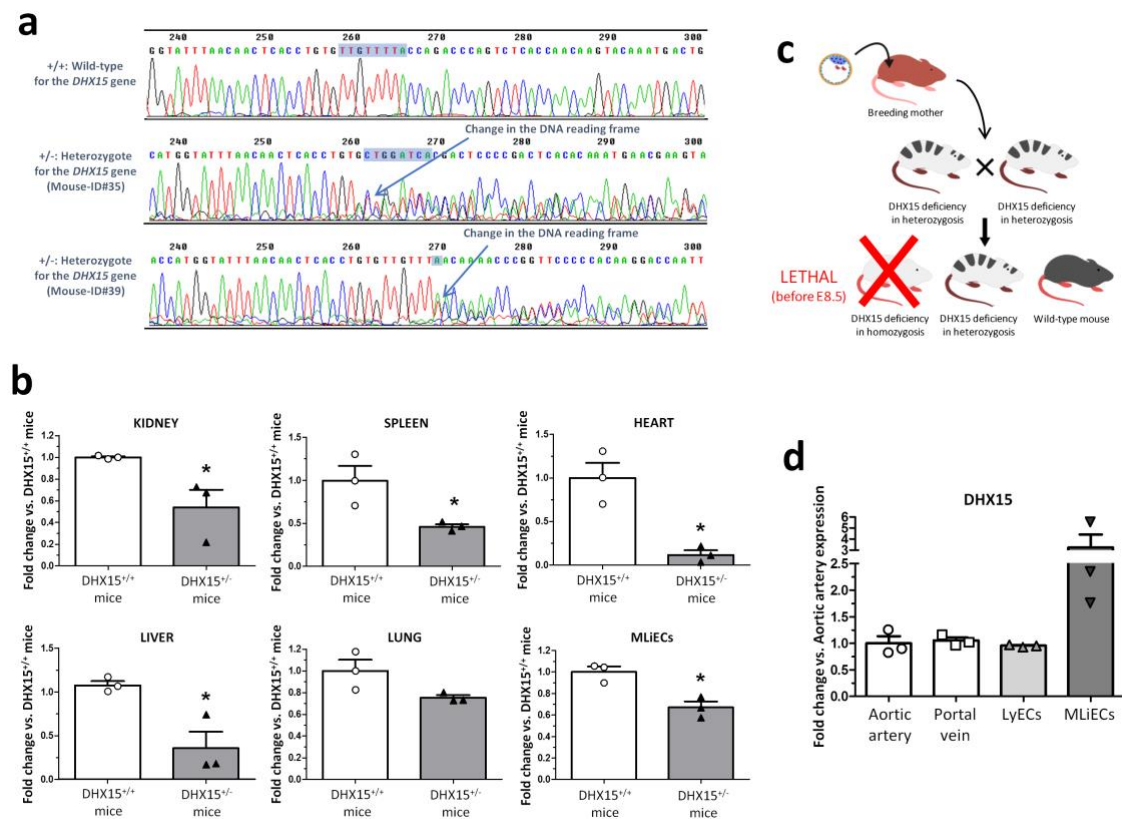

a) Comparison of sequencing chromatograms from wild-type and the heterozygote mouse of the *DHX15* gene obtained from the clones Mouse-ID#35 and Mouse-ID#39. The TALEN target site is highlighted within the box. The arrow shows the first base from which the DNA reading frame undergoes nonsense-mediated decay. **b)** Tissues or primary isolated cells from wild-type and *DHX15*^{+/-} mice were lysed in Trizol® and their mRNA expression was analyzed by RT-qPCR, as described in Methods. The graph shows the expression level of the *DHX15* gene. mRNA levels are depicted as fold change relative to *HPRT* mRNA levels. *p<0.05 vs. Control, unpaired two-tailed Student's t-test (*n*=3 biologically independent samples for each condition). **c)** Scheme showing the transgenic mouse generation from TALEN RNA injection in pronucleated oocytes. **d)** Aortic artery, portal vein, primary LyECs and primary MLIECs from wild-type mice mRNA expression was analyzed by real-time PCR. Graph shows the different expression levels for *DHX15* gene. mRNA levels are illustrated as fold change relative to *HPRT* mRNA levels (*n*=3 biologically independent samples for each condition). All bar graphs are presented as mean ± SEM.

Supplementary Figure 3. Characterization of isolated primary cells.

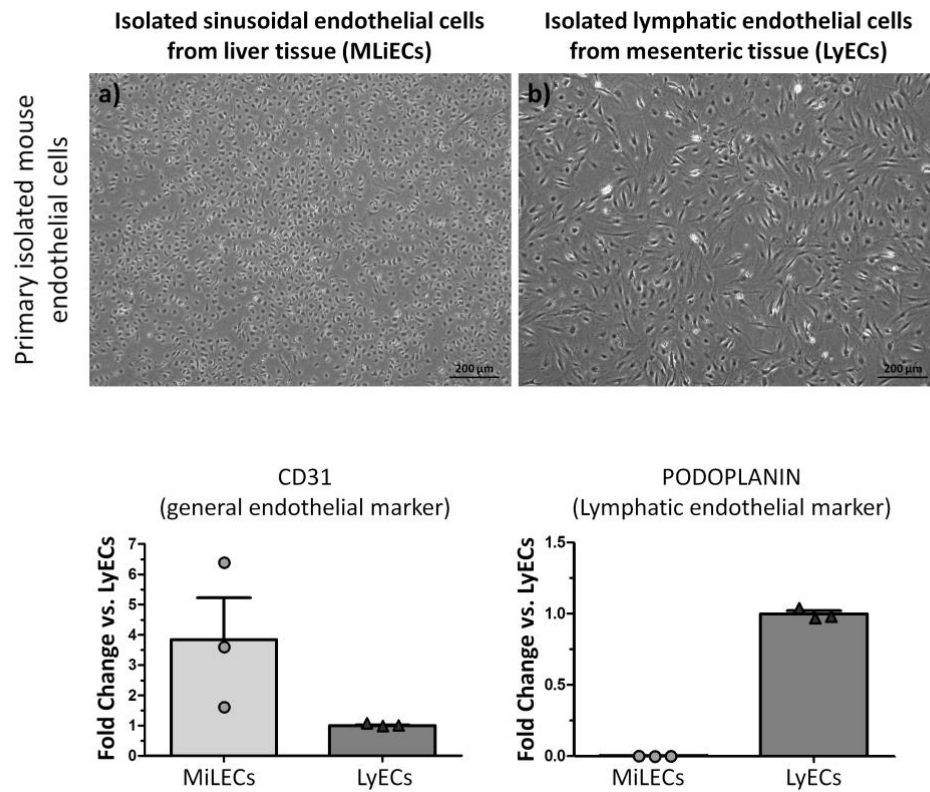

Representative bright fields for isolated mouse sinusoidal endothelial cells (panel a) and mouse lymphatic endothelial cells (panel b). Original magnification: x40. Bottom graphs show the different gene expression levels for endothelial markers (n=3 biologically independent samples for each condition). All bar graphs are presented as mean $\pm$ SEM.

Supplementary Figure 4. Colocalization of *DHX15* gene expression and vasculature in zebrafish embryos.

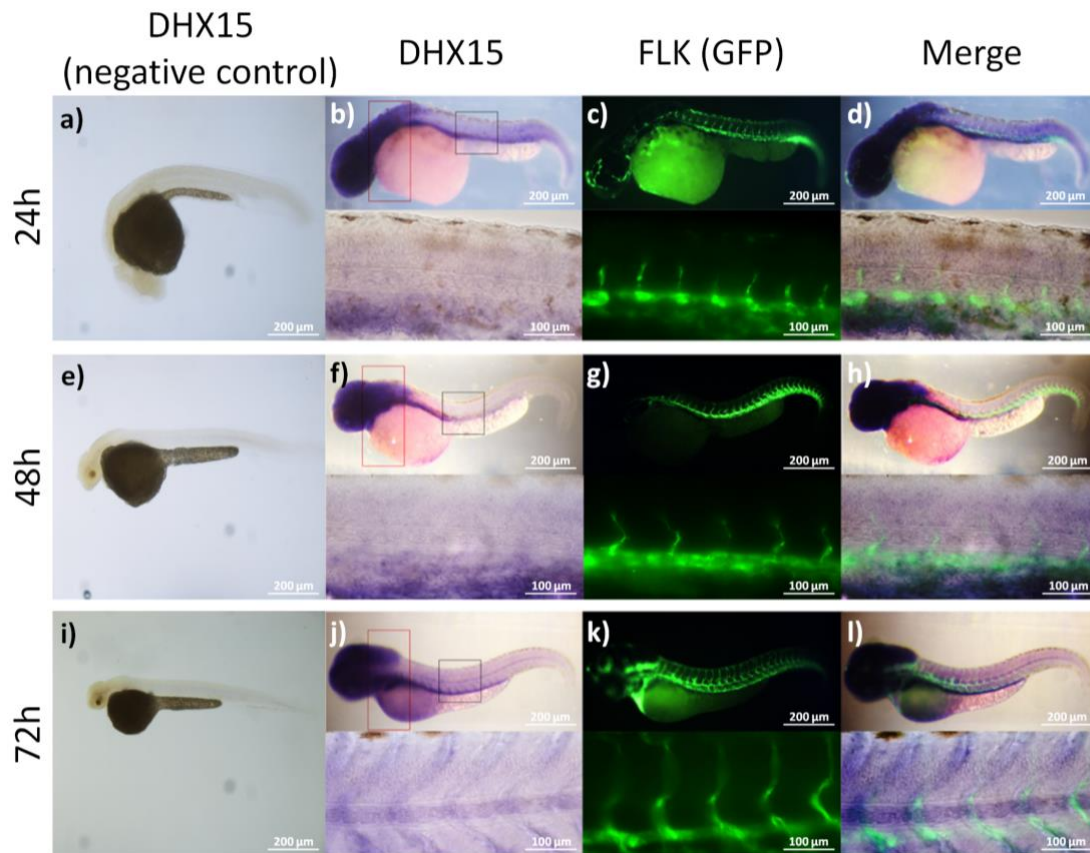

Representative results obtained from in situ hybridization using a labelled complementary RNA strand to localize the specific *DHX15* sequence on whole-mount zebrafish embryos. Panels b, f and j show *DHX15* mRNA localization (blue) in zebrafish embryos at 24, 48 and 72h of post-natal development, respectively. Panels c, g and k show the vascular anatomy (FLK1:EGFP; green) in zebrafish embryos at 24, 48 and 72h of post-natal development, respectively. Panels d, h and l show merged images of *DHX15* mRNA and vasculature colocalization (green) in zebrafish embryos at 24, 48 and 72h of post-natal development, respectively. (n=15 zebrafish larvae). Negative controls of the in situ hybridization for *DHX15* are shown in panels a, e, and i in zebrafish embryos at 24, 48 and 72h of post-natal development, respectively.

Supplementary Figure 5. Bioinformatics analysis of DHX15 knockdown in endothelial cells.

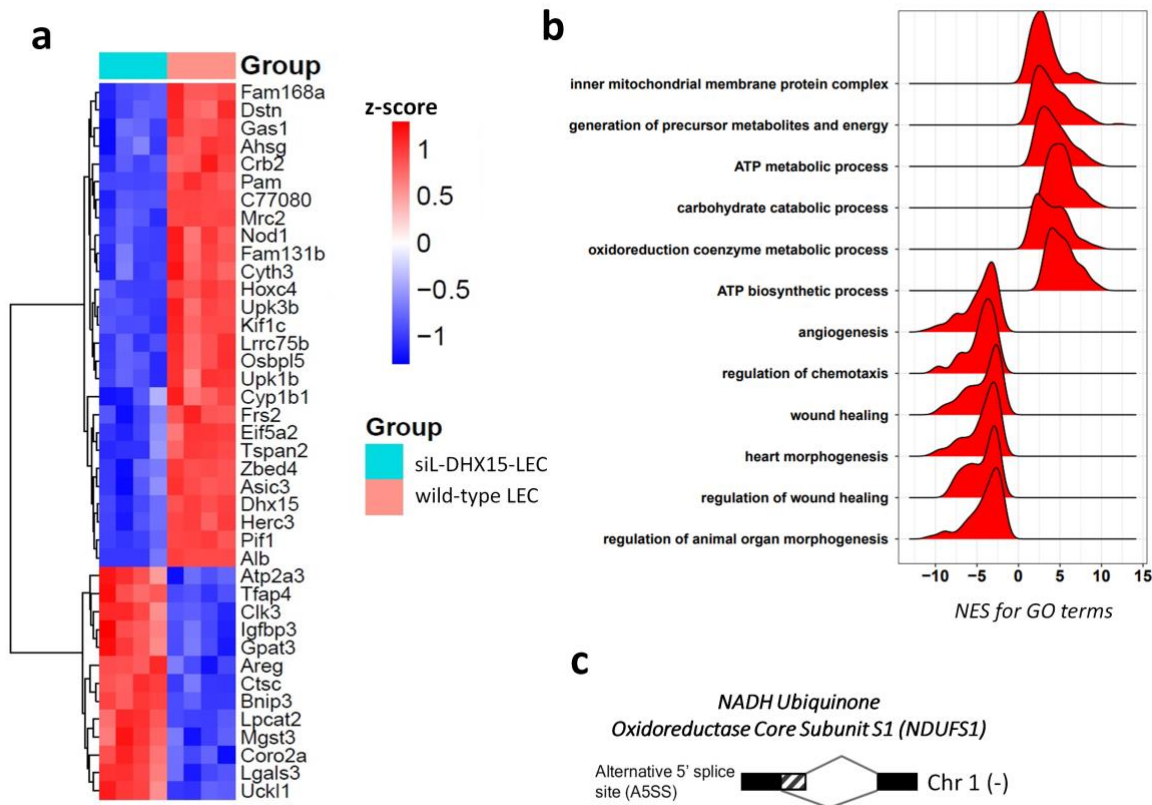

a) Hierarchical clustering analysis of differentially-regulated isoforms found in the wild-type and the DHX15-silenced LEC. The intensity of each color denotes the standardized ratio between each value and the average expression of each gene across all samples (z-score). Red pixels correspond to an increased abundance of mRNA in the indicated sample (n=4 biologically independent samples for each condition). Log2 Foldchange values are represented in the red-blue code bar shown on the right. **b)** Gene Set Enrichment based on Gene Ontology (GO) Analysis. Selected GO terms were visualized using ridge plot representation. Negative GO terms are underrepresented in siL-DHX15-LEC according to the normalized enrichment score (NES) for GO terms, while positive GO terms are overrepresented in siL-DHX15-LEC according to NES for GO terms. **c)** Alternative splicing was quantified as described in Methods. The diagram shows the significant splicing event occurring on the *NDUF51* gene with an inclusion level of 6% and a FDR=0.02. The striped bar represents the lengthening of the alternative 5' limit size of exon 1 caused by the DHX15 silencing.

Supplementary Figure 6. Network analysis of molecular changes derived from DHX15 deficiency in LEC.

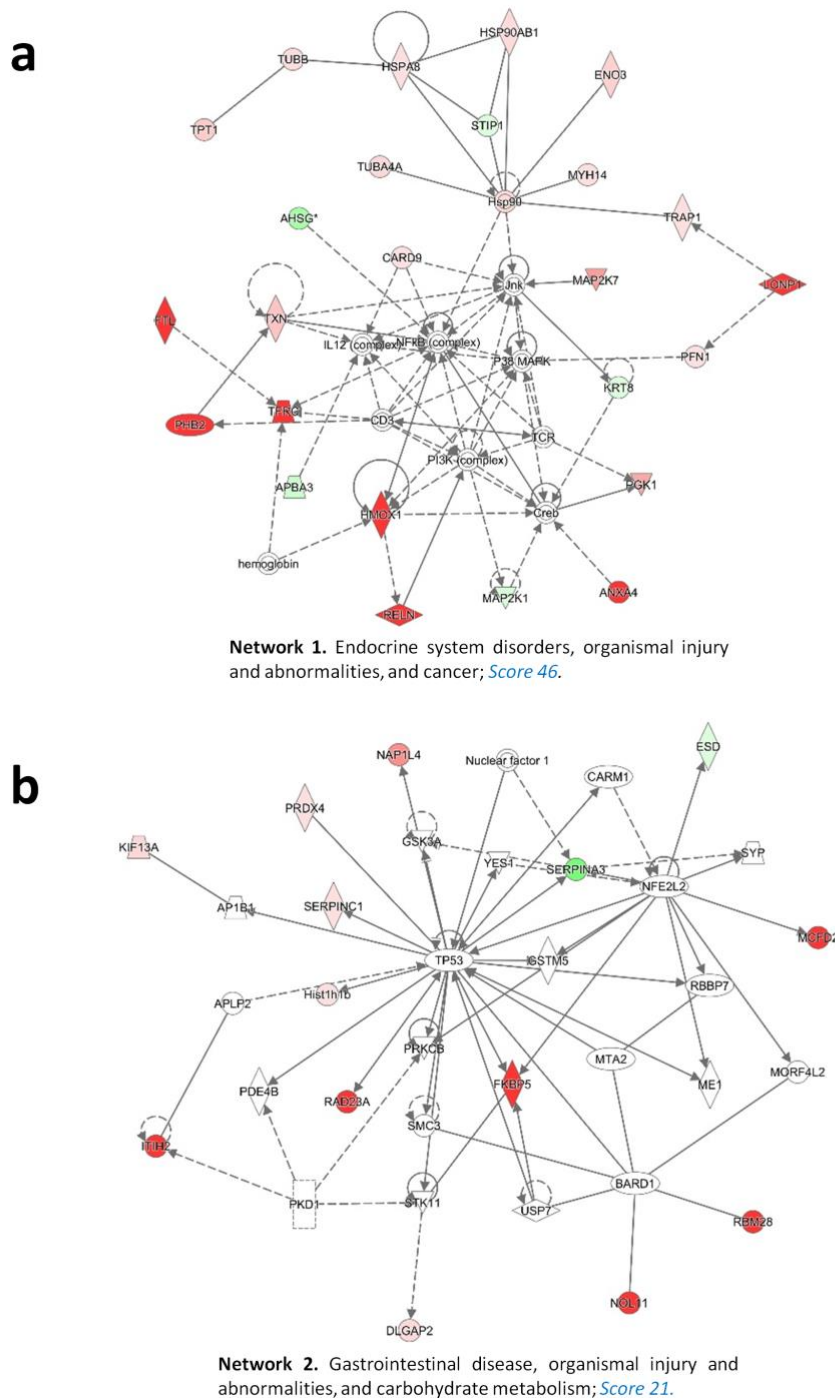

Networks of pathways obtained from the proteogenomic analysis of wild-type and silenced DHX15 liver endothelial cells (siL-DHX15-LEC) were algorithmically generated based on their connectivity. **a)** Network 1 is associated with the functional category of endocrine system disorders, organismal injury and abnormalities, and cancer. **b)** Network 2 is associated with the functional category of gastrointestinal disease, organismal injury and abnormalities, and carbohydrate metabolism. In both networks, the proteins are represented as nodes, and the biological relationship between two nodes is represented as an edge (line). A colored node indicates a protein that was detected by the proteogenomic screening (red: overexpressed and green: reduced expression in silenced-LEC). Nodes are displayed using various shapes that represent the functional class of the proteins. Edges with dashed lines show indirect interaction.

Supplementary Figure 7. Glycolytic pathway validation of RNA-seq results.

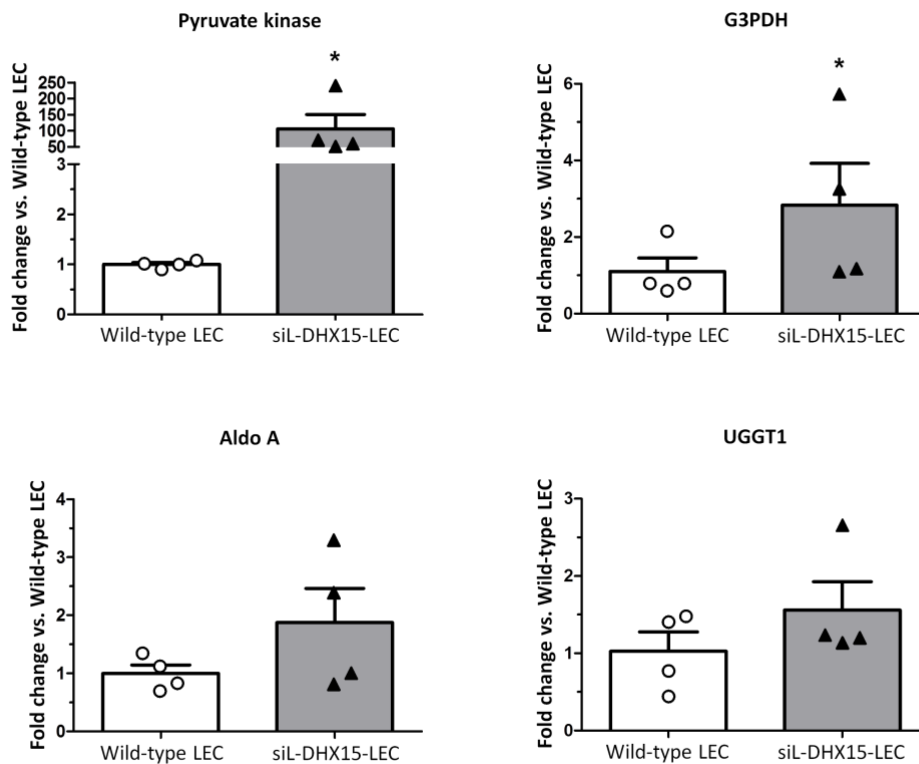

Cell lysates from wild-type and siL-DHX15-LEC were lysed in trizol and their mRNA expression was analyzed by real-time PCR, as described in Methods. Graph show the different expression levels for the corresponding genes: *Pyruvate kinase*, *G3PDH*, *Aldo A* and *UGGT1*. mRNA levels are illustrated as fold change relative to *HPRT* mRNA levels. * $p < 0.05$ vs. control (n=4 biologically independent samples for each condition). All statistical analyses were performed using unpaired two-tailed Student's t-test. All bar graphs are presented as mean $\pm$ SEM.

Supplementary Figure 8. Mitochondrial oxygen consumption rate in DHX15-silenced hepatocytes.

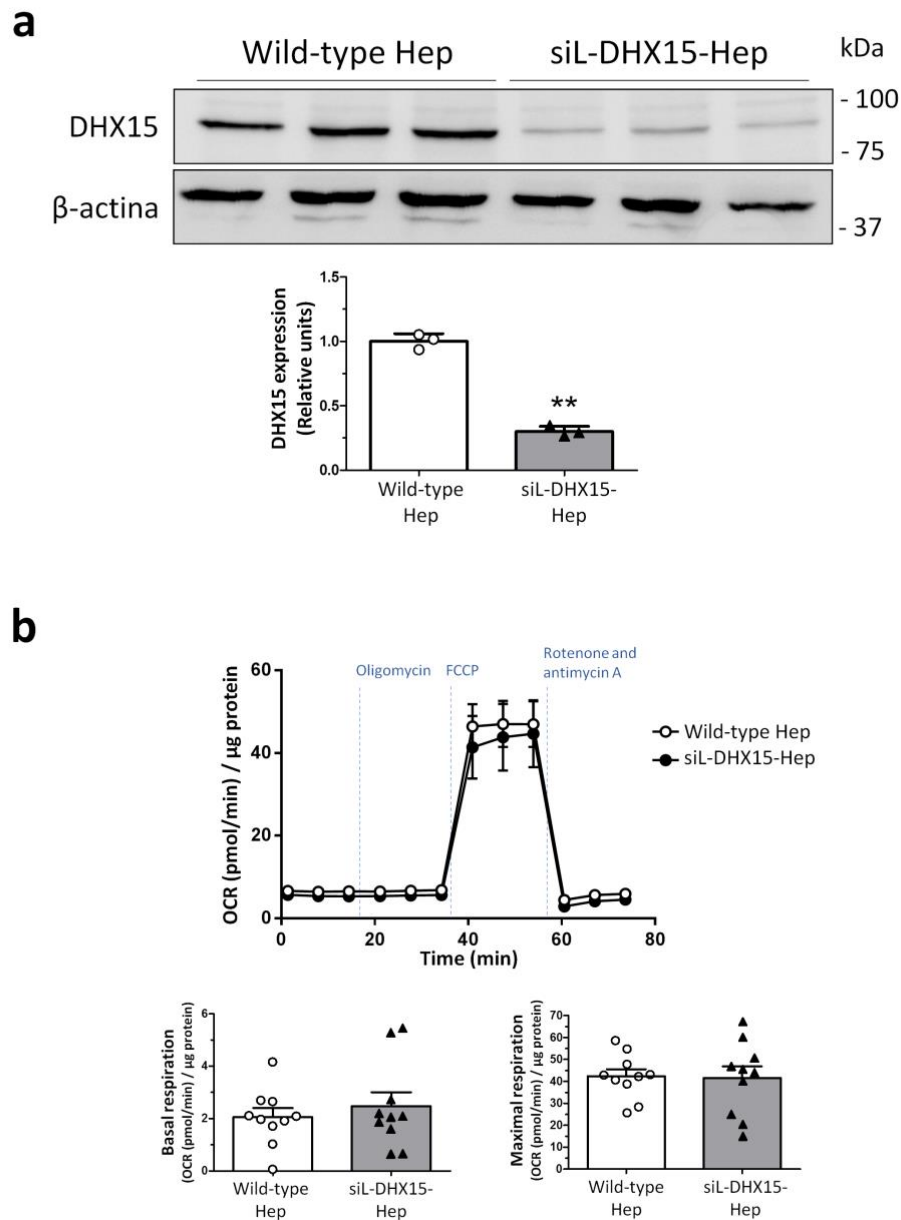

a) The expression of DHX15 protein was evaluated by western blot using cell lysates from wild-type and silenced DHX15 hepatocytes (siL-DHX15-Hep). β-actin was used as a loading control. The densitometric analysis of the protein expression is shown on the bottom bar graph. ** $p < 0.01$ vs. wild-type Hep ($n=3$ biologically independent samples for each condition). **b)** Wild-type and siL-DHX15-Hep were evaluated for basal, and maximal respiration in a mito-stress assay using a Seahorse XFe24 analyzer ($n=10$ independent Seahorse wells for each condition). OCR displayed is normalized to μg of total protein. All statistical analyses were performed using unpaired two-tailed Student's t-test. All bar graphs are presented as mean $\pm$ SEM.

Supplementary Figure 9. Functional characterization of DHX15 knockdown in endothelial cells.

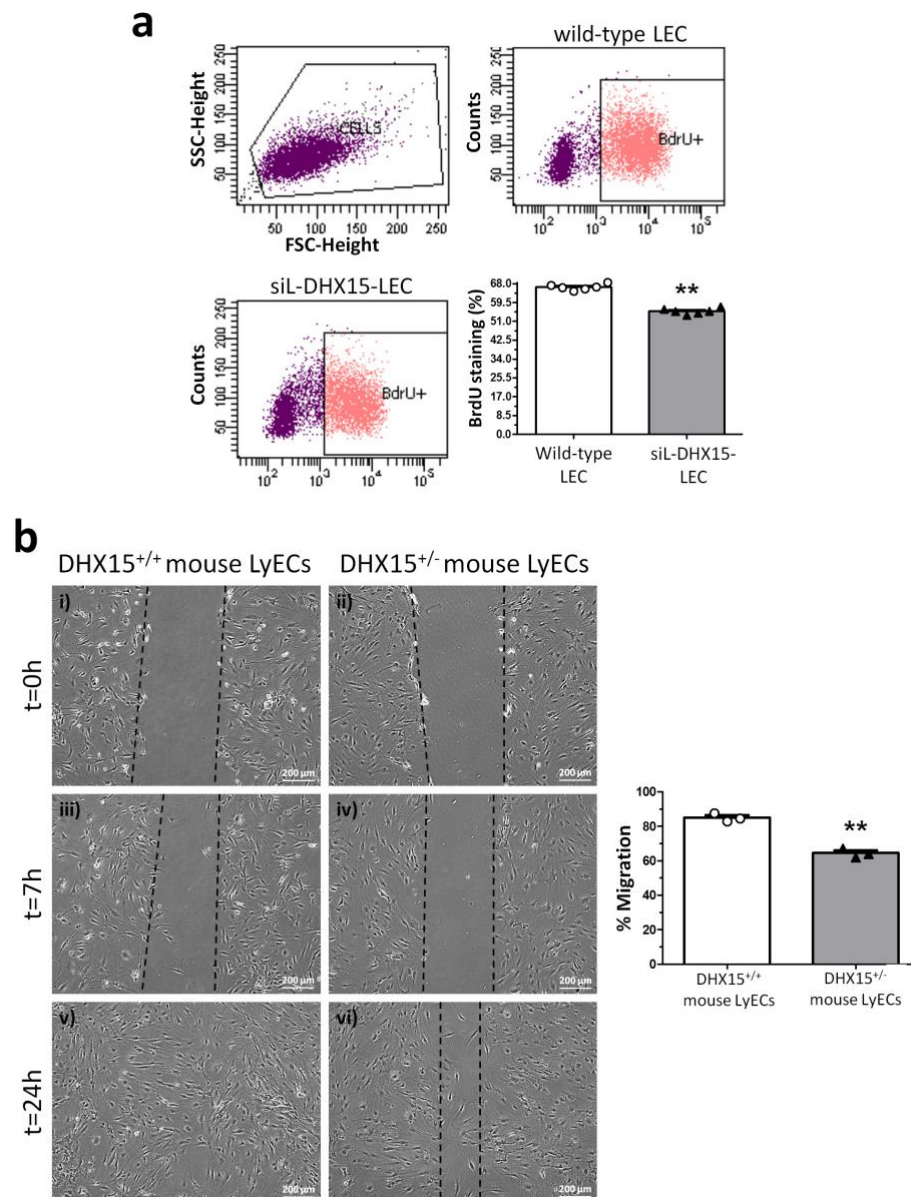

a) Representative figures of the proliferation assay performed in wild-type and silenced DHX15 liver endothelial cells (siL-DHX15-LEC). Bromodeoxyuridine (BrdU) incorporation was quantified by flow cytometry. First panel shows a dot-blots graph of the cell population. Cells within the oval scatter gate were analyzed. The negative control population was chosen from cells cultured in the absence of BrdU. The percentage of cells that stained positively for BrdU for each experimental condition is depicted in the bar graph. ** $p < 0.01$ vs. wild-type LEC (n=6 biologically independent samples for each condition). **b)** Cell migration was quantified after performing a scratch wound in confluent isolated LyECs from wild-type and DHX15^{+/-} that were cultured in 6-well plates. Then images of wound healing were acquired after 0, 7 and 24 hours (n=3 biologically independent samples for each condition). Graph shows the quantification of the wound closure over time expressed as percentage of migration. ** $p < 0.01$ vs. wild-type. All statistical analyses were performed using unpaired two-tailed Student's t-test. All bar graphs are presented as mean $\pm$ SEM.

Supplementary Figure 10. Changes in survival and intratumoral vascular regulators induced by *DHX15* gene deficiency.

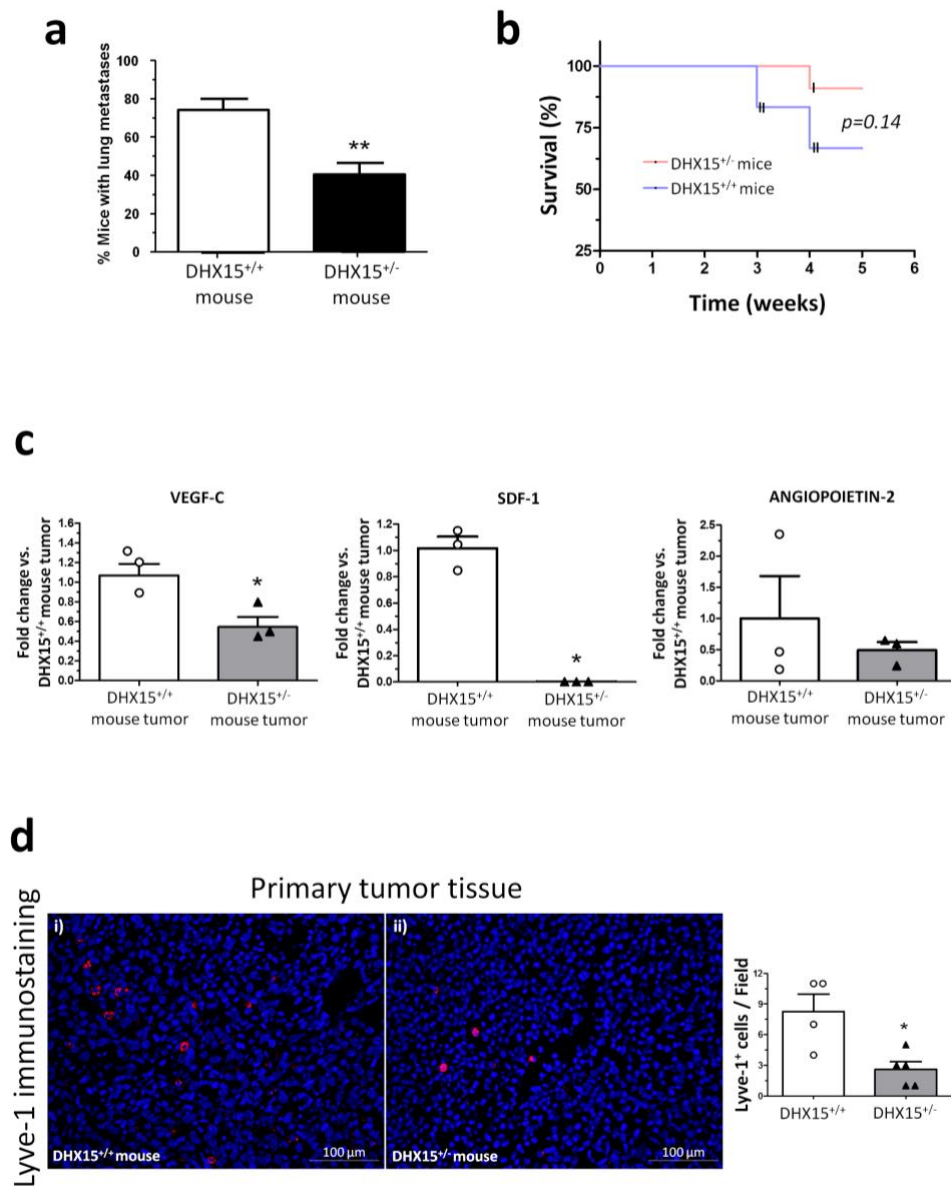

a) Quantification of lung metastases occurrence in wild-type (WT) and DHX15^{-/-} mice. The graph shows the percentage of mice with distant metastases formed in the lungs after primary tumor removal induced by subcutaneous injection of mouse Lewis lung cancer cells (LLC1). ** $p<0.01$ vs. WT mice (n=15 animals). **b)** Survival graph showing DHX15^{-/-} and DHX15^{+/+} mouse mortality after LLC1 cell implantation. Despite a clear tendency of higher survival in the DHX15^{-/-} group, no significant differences were reached at the end of the experiment (n=15 animals). The vertical tick mark on the staircase graph denote death events for each experimental group. **c)** Primary tumors extracted from wild-type and DHX15^{-/-} mice were lysed in trizol and their mRNA expression was analyzed by real-time PCR, as described in Methods. Graph show the different expression levels for the corresponding genes. mRNA levels are illustrated as fold change relative to *HPRT* mRNA levels. * $p<0.05$ vs. control (n=3 biologically independent samples for each condition). **d)** Representative Lyve-1 immunostaining in primary tumor extracted from wild-type (panel i) and DHX15^{-/-} (panel ii) mice. Original magnification X200. Graph shows the quantification of Lyve-1 positive cells. * $p<0.05$ vs. wild-type (n=5 biologically independent samples for each condition). For **a)** statistical analysis was performed using one-side Chi-square test. For **c)** and **d)** statistical analyses were performed using unpaired two-tailed Student's t-test. All bar graphs are presented as mean $\pm$ SEM.

Supplementary Figure 11. Uncropped Western blot gels of DHX15, Akt1, Akt2 and GSK-3 α/β .

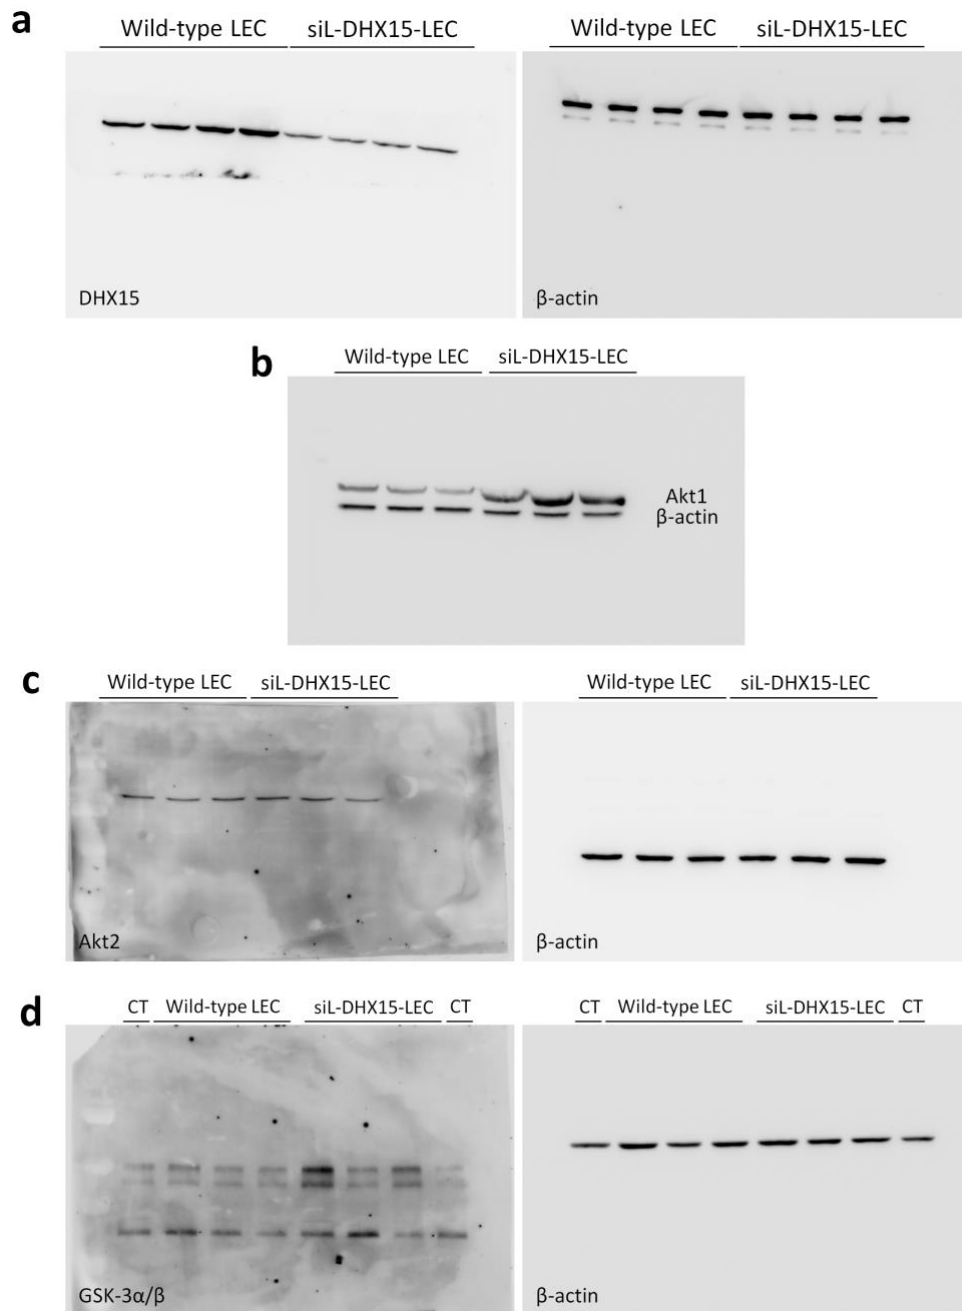

a) DHX15 expression (left) with its corresponding loading control (β -actin, right). **b)** Akt1 expression and its corresponding loading control (β -actin). **c)** Akt2 expression (left) with its corresponding loading control (β -actin, right). **d)** GSK-3 α/β expression (left) with its corresponding loading control (β -actin, right). See Figure 1a and b for statistics.

Supplementary Figure 12. Uncropped Western blot gel of Ndufs1 and uncropped gel of Complex I activity.

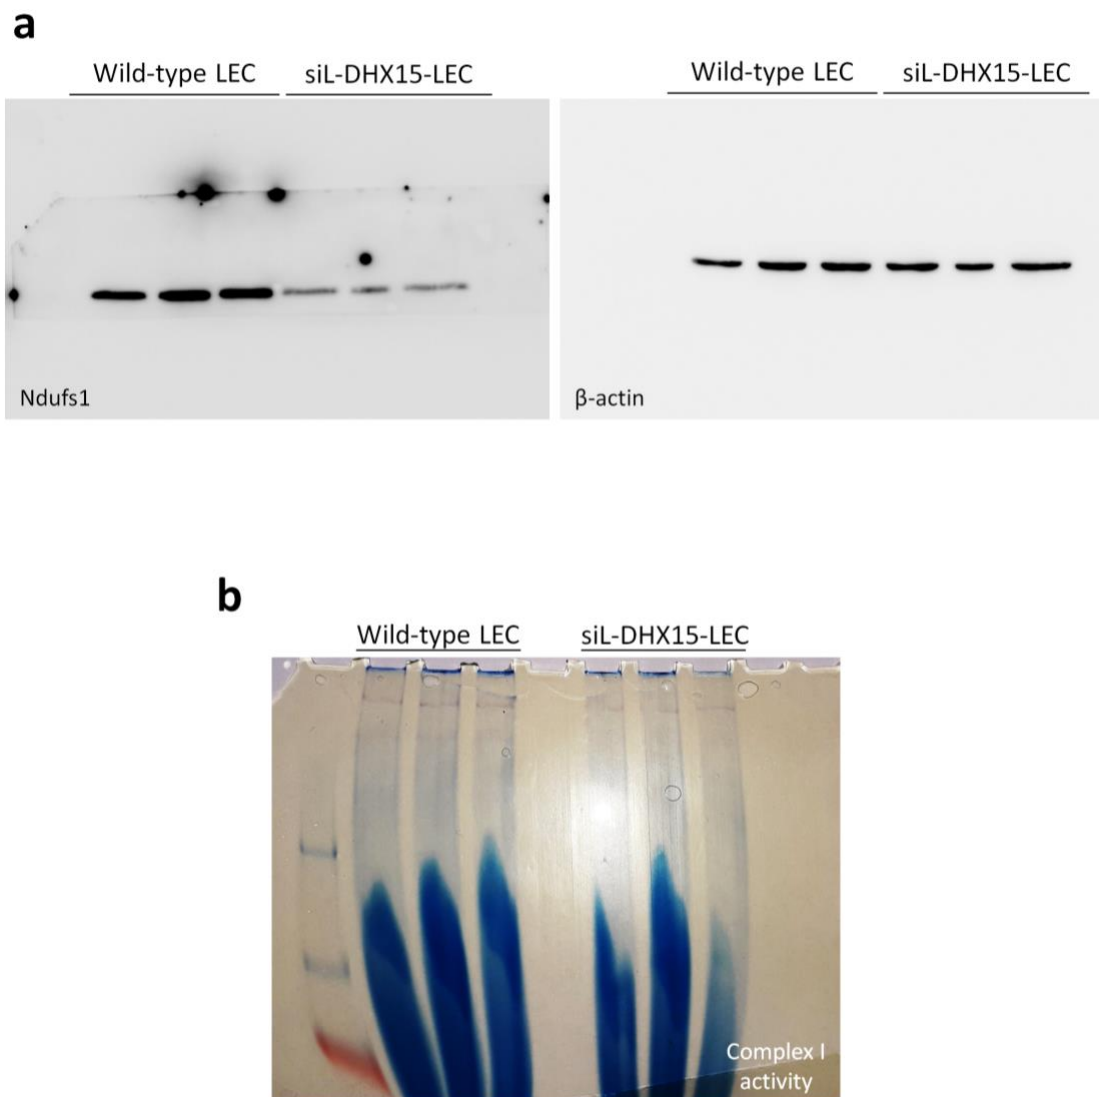

- a)** Ndufs1 expression (left) with its corresponding loading control (β -actin, right).
b) In-gel complex I activity. See Figure 5a and c for statistics,

Supplementary Figure 13. Uncropped Western blot gels of CD31, eNOS and DHX15.

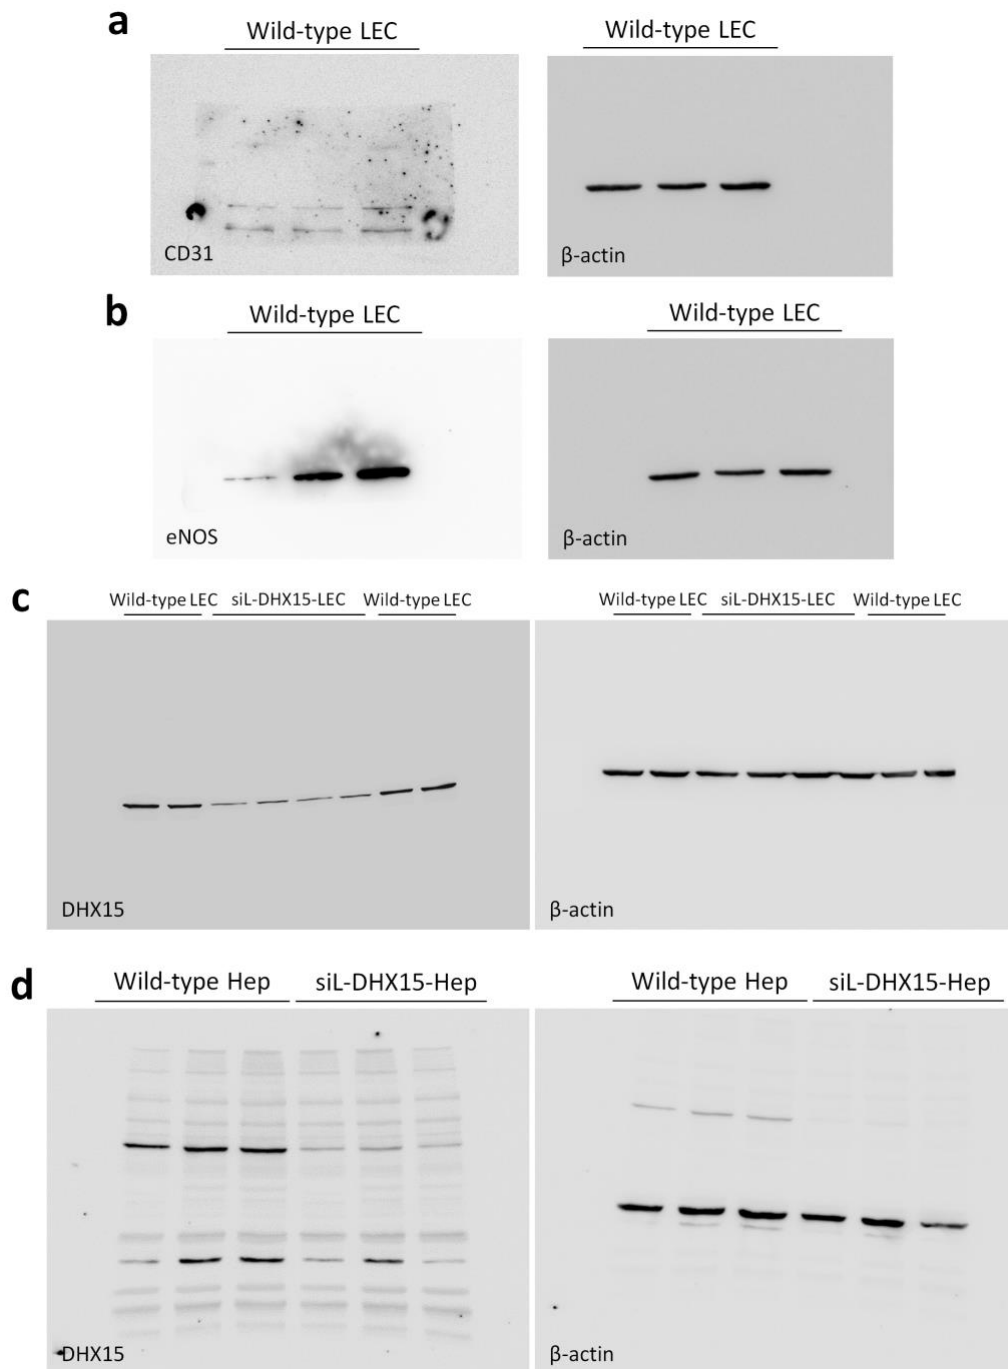

a) CD31 expression (left) with its corresponding loading control (β -actin, right). **b)** eNOS expression and its corresponding loading control (β -actin). **c)** DHX15 expression (left) with its corresponding loading control (β -actin, right). **d)** DHX15 expression (left) with its corresponding loading control (β -actin, right). See Supplementary Figures 1a and b, and 8a for statistics

SUPPLEMENTARY TABLES

Supplementary Table 1. Specific primers for cDNA amplification.

Gene	Species	Forward sequence	Reverse sequence
Podoplanin	Mouse	5'-<br>TGAATCTACTGGCAAGGCACC<br>TCT-3'	5'-<br>TGCTGAGGTGGACAGTTCC<br>TCTAA-3'
Lyve-1	Mouse	5'-<br>AGCAGCATTCAAGAACGAAGC<br>AGC-3'	5'-<br>TTTCACGTAGCAAACAGCC<br>AGCAC-3'
VEGFC	Mouse	5'-<br>CCTGAATCCTGGGAAATGTGC<br>C-3'	5'-<br>CGATTGCACACGGTCTTCT<br>GT-3'
SDF-1	Mouse	5'-<br>GGAGGATAGATGTGCTCTGGA<br>AC-3'	5'-<br>AGTGAGGATGGAGACCGT<br>GGTG-3'
DHX15	Mouse	5'-<br>CAGAATGGAGCAATTGGAAGA<br>-3'	5'-<br>TGTCAAAGAGGTCTCTGCA<br>ATATTAGT-3'
Pyruvate kinase	Mouse	5'-<br>CGAAAAGCCAGTGATGTGGTG<br>G-3'	5'-<br>GATGCCATCGCTCACTTCTA<br>GG-3
G3PDH	Mouse	5'-<br>CATCACTGCCACCCAGAAGACT<br>G-3'	5'-<br>ATGCCAGTGAGCTTCCCGT<br>TCAG-3'
UGGT1	Mouse	5'-<br>GAAGGTGGATGCTCTCCTGTC<br>A-3'	5'-<br>GGTCAACAACGGCTACCAC<br>ATC-3'
Aldo A	Mouse	5'-TCGCTCCTTAGTCCTTTCGC-<br>3'	5'-<br>GCGATGTCAGACAGCTCCT<br>T-3'
CD31	Mouse	5'-<br>CCAAAGCCAGTAGCATCATGG<br>TC-3'	5'-<br>GGATGGTGAAGTTGGCTAC<br>AGG-3'
Ndufs1	Mouse	5'-<br>AGGATATGTTTCGCACAACTGG-<br>3'	5'-<br>TCATGGTAACAGAATCGAG<br>GGA-3'
Angiopoietin-2	Mouse	5'-<br>AACTCGCTCCTTCAGAAGCAGC<br>-3'	5'-<br>TTCCGCACAGTCTCTGAAG<br>GTG-3'
HPRT	Mouse	5'-<br>AGTCCCAGCGTCGTGATTAG-3'	5'-<br>TGATGGCCTCCCATCTCCTT<br>-3'
VEGFC	Zebrafish	5'-<br>AAGGGCCCTAACAGAATGTC-<br>3'	5'-<br>TTTGAATGAAGGGTGTGAG<br>G-3'
Actin	Zebrafish	5'-<br>CACAGATCATGTTGAGACCT-<br>3'	5'-<br>AGGGCGTAACCCTCGTAGA<br>T-3'

Supplementary Table 2. Experimental and commercial details of the antibodies used in the study.

Name	Supplier	Dilution
Anti-Endomucin	Abcam ab106100, lot#GR3270374-7	1:20 or 1:100
Anti-Lyve-1	Abcam ab219556, lot#GR3340292-3	1:100
Anti-DHX15	Abcam ab254591	1:20
Anti-CD31	BD Pharmigen 550274	1:100
Anti-DHX15	Santa cruz sc-271686, lot#D1917	1:1000
Anti-CD31	Cell signaling 3528S, lot#1	1:1000
Anti- β -actin HRP conjugate	Cell signaling 5125S, lot#6	1:1000
Anti- eNOS	BD Bioscience 612707, #lot2146880	1:1000
Anti- Ndufs1	Abcam ab157221, lot#GR117933-8	1:1000
Anti-podoplanin	Sigma P1995, lot#123K4887	1:200
Anti-BrDU Alexa555	BD Biosciences 560210, lot#8241971	1:100
Goat anti-rat Alexa488	Thermo Fisher A11006	1:500
Goat anti-rabbit Alexa488	Thermo Fisher A11008, lot#828814	1:500
Goat anti-mouse Alexa488	Thermo Fisher A11001, lot#745480	1:500
Goat anti-rabbit peroxidase-conjugated	Cell Signaling NA934V, lot#16803301	1:2000
Goat anti-mouse peroxidase-conjugated	Cell Signaling NA931V, lot#17016967	1:2000

# Supplementary material for: The loss of DHX15 impairs endothelial energy metabolism, lymphatic drainage and tumor metastasis in mice
**Source:** Commun Biol. 2021 Oct 15;4:1192. doi: 10.1038/s42003-021-02722-w
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary Data 1.

Description: RNA-seq analysis of differentially expressed gene in endothelial cells in response to DHX15 gene silencing.

File name: Supplementary Data 2.

Description: Proteomic analysis of differentially expressed proteins in endothelial cells in response to DHX15 gene silencing.

File name: Supplementary Data 3.

Description: Gene ontology analysis of differentially expressed gene in endothelial cells in response to DHX15 gene silencing.

File name: Supplementary Data 4.

Description: Alternative splicing analysis of gene transcripts in endothelial cells in response to DHX15 gene silencing.

File name: Supplementary Data 5.

Description: Data source of complex I activity kinetic curve.

# Supplementary material for: The loss of DHX15 impairs endothelial energy metabolism, lymphatic drainage and tumor metastasis in mice
**Source:** Commun Biol. 2021 Oct 15;4:1192. doi: 10.1038/s42003-021-02722-w
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	ImageJ version 1.52b; ProteomeDiscoverer software v2.0; Real Time Analysis (RTA) 2.7.6; XFe wave software v2.6
Data analysis	Ingenuity Pathway Software v4.0; DESeq2 version 1.18; RSEM version 1.2.28; STAR version 2.5.2a; R version 3.6 ; Java Treeview software v3.0; Cluster v3.0; GraphPad Prism v5.0

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All relevant data are deposited into a public repository and accession codes are provided in the published article

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No sample-size calculation was performed.<br>Sample sizes were chosen based on: 1 / heuristics: publications showing similar experiments and recommendations from collaborators who are experts for the specific experimental settings performed in our study. 2 / resource constraints: in the case of RNAseq or proteomic experiments. 3 / compliance with The 3Rs and Animal Welfare protocol for the use of animals in scientific research aimed at reducing the number of animals used to a minimum to obtain information from fewer animals.<br>The rationale for why we are convinced that the sample sizes chosen were sufficient is based on the fact that all the single conclusions stated in our study were based on the results of at least two different experimental methodologies performed to demonstrate the same biological process and each one of these methodologies gave us statistical significance. For example, we demonstrated that DHX15 impaired complex I activity through three different experimental designs: Seahorse experiments, in-gel activity experiments, and colorimetric enzymatic reaction assay.
Data exclusions	No data were excluded from the analyses
Replication	All the replicated data considered for statistical analysis were obtained from independent experiments. All attempts at replication were successful.
Randomization	All the samples and animals were allocated into the different experimental groups randomly.
Blinding	The investigators responsible for data collection were blinded to the real identification of the groups.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Anti-Endomucin (Abcam ab106100, lot#GR3270374-7), used at 1:20 or 1:100
 Anti-Lyve-1 (Abcam ab219556, lot#GR3340292-3), used at 1:100
 Anti-DHX15 (Abcam ab254591), used at 1:20
 Anti-CD31 (BD Pharmingen 550274), used at 1:100
 Anti-DHX15 (Santa cruz sc-271686, lot#D1917) used at 1:1000
 Anti-CD31 (Cell signaling 3528S, lot#1) used at 1:1000
 Anti-β-actin HRP conjugate (Cell signaling 5125S, lot#6) used at 1:1000
 Anti- eNOS (BD Bioscience 612707, #lot2146880) used at 1:1000
 Anti- Ndufs1 (Abcam ab157221, lot#GR117933-8) used at 1:1000
 Anti-podoplanin (Sigma P1995, lot#123K4887), used at 1:200
 Anti-BrDU Alexa555 (BD Biosciences 560210, lot#8241971), used at 1:100
 Goat anti-rat Alexa488 (Thermo Fisher A11006) used at 1:500 dilution
 Goat anti-rabbit Alexa488 (Thermo Fisher A11008, lot#828814) used at 1:500 dilution
 Goat anti-mouse Alexa488 (Thermo Fisher A11001, lot#745480) used at 1:500 dilution

Validation

Goat anti-rabbit peroxidase-conjugated (Cell Signaling NA934V, lot#16803301) used at 1:2000 dilution
Goat anti-mouse peroxidase-conjugated (Cell Signaling NA931V, lot#17016967) used at 1:2000 dilution

Anti-Endomucin (Abcam) has been validated in ICC/IF and tested in mouse by Abcam.
Anti-Lyve-1 (Abcam) was validated in WB, IP, IHC and tested in Human by Abcam.
Anti-DHX15 (Abcam) was validated in WB, IHC, ICC/IF and tested in Mouse, Rat, Human by Abcam.
Anti-CD31 (BD Pharmingen) was tested for IHC in mouse spleen, lung, heart, and thymus by BD Pharmingen.
Anti-DHX15 (Santa Cruz) was validated in mouse, rat and human origin by WB, IP, IF, IHC(P) and ELISA by Santa Cruz.
Anti-CD31 (Cell Signaling) was validated in WB, IP, IHC, IF in mouse by Cell Signaling.
Anti- β -actin HRP conjugate (Cell signaling) was validated in WB by Cell Signaling.
Anti-eNOS (BD Bioscience) was validated in WB by BD Bioscience
Anti-Ndufs1 (Abcam) has been validated in Flow Cytometry, WB, ICC/IF, IHC-P in human by Abcam.
Anti-podoplanin (Sigma) has been validated in IHC and WB by Sigma.
Anti-BrdU Alexa555 (BD Biosciences) has been tested for bioimaging by BD biosciences.
Goat anti-rat Alexa488, Goat anti-rabbit Alexa488 and Goat anti-mouse Alexa488 (Thermo Fisher) have been validated in ICC/IF by Thermo Fisher.
Goat anti-rabbit peroxidase-conjugated and Goat anti-mouse peroxidase-conjugated (Cell Signaling) have been validated in Wb by Cell Signaling.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

Mouse primary hepatic endothelial cells and mouse primary hepatocytes both immortalized with the SV40 virus (LEC and Hep) were obtained from abmGood. DHX15 silencing was achieved through shRNA by lentiviral infection (Dharmacon).

Authentication

Cell lines used were not authenticated

Mycoplasma contamination

All the cell lines tested negative for mycoplasma contamination

Commonly misidentified lines
(See [ICLAC](#) register)

No commonly misidentified lines were used

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

mus musculus, C57/BL6, male and female, age 3, 4, 6 or 8 months old mice were used for the animal experiments.
danio rerio, male and female, from 24 hours post fertilization until 10 days post fertilization were used for the zebrafish studies.

Wild animals

The study did not involve wild animals

Field-collected samples

The study did not involve samples collected from the field

Ethics oversight

The Investigation and Ethics Committees of the Hospital Clínic and the University of Barcelona

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

As described in the supplemental material section, when immortalized hepatic endothelial cells reached about 60-70% of confluence, BrdU (10 mM) was added to the culture medium for 1h. Then, the BrdU-labeled cells were fixed and the DNA was denatured in fixative solution for 1h at 37°C. Next, the cells were incubated with Alexa Fluor 555-conjugated anti-BrdU antibody for 1h at room temperature. Immunofluorescence was detected by flow cytometry (LSRFortessa).

Instrument

LSR Fortessa was used for sorting and analysis.

Software

Data were analyzed in FACSDiva Version 6.1.3.

Cell population abundance

N/A

Gating strategy

1.) SSC vs. FSC gating to exclude debris. 2.) FSC-H vs. FSC-A gating to exclude doublets.
3.) FSC-A vs. Alexa 555 (BrDU) gating to quantify BrDU+ cells.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

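RNA-seq of 8 libraries was used, 4 from wild-type LEC and 4 from siL-DHX15-LEC, all made from the poly-A fraction of 500 ng of total RNA and read as pairs of 76 bases. The authors aligned the reads to GRCm38 with STAR 2.5.2a and the ENCODE parameters, quantified isoforms with RSEM 1.2.28 on GENCODE M12, and normalized with 1 size factor per library from DESeq2 1.18. The deposited table holds the normalized counts, a signal per isoform and library, and not raw counts. In each library every value was checked to be a whole multiple of 1 step, the normalized count of 1 read (0.794 to 1.70, within 0.1 of a step for 100% of the values). Dividing by the step gave whole reads recovered, 77335734 to 152045693 per library, which were used for edgeR, DESeq2 and the tests on counts only. The percent values (unique, unmapped and duplicate pairs, mismatches and PhiX error), as deposited and per the file headers, were made by the sequencing center as percentages of the reads or bases of a library and averaged over 2 flow cell lanes. Its run list gives lanes and indexes. A chi-square per gene between replicates of 8.15 to 112 shows spread beyond the counting of reads. Intervals and limits from counts cover counting error only.

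The value of a gene was the sum of its isoforms. Genes and isoforms with a mean of at least 10 normalized counts over the 8 libraries were tested, 16497 genes and 50198 isoforms. The main test was limma 3.58.1 (R 4.3.3) on log2(normalized count + 1) with a trend of the variance with abundance, two-sided, with Benjamini-Hochberg adjustment, at an adjusted p of 0.05 for genes and of 0.001 for isoforms, the paper's threshold. A set of 37 gene lists, 13 for the paper's processes, 18 for other processes and 6 for other cell types, was written from general knowledge after reading the paper and its supplementary tables and before the data were examined. Of these, 35 had enough measured genes to be tested with camera, without a trend of the variance, at a preset correlation of 0.01, and again with a correlation estimated from the libraries, and 16 passed with the preset and 1 with the estimated correlation. Libraries were clustered on the 2000 genes with the largest variance, with 1 minus Pearson's correlation and average linkage. Isoform usage was tested with diffSplice of limma and a Simes test per gene, over genes with at least 2 isoforms that each had a mean of at least 10 and 5% of the gene's total. Shares of Ndufs1 isoforms and of isoform biotypes were compared with an exact two-sided permutation test, for which 4 against 4 allows no p below 0.029. Gene positions were taken from GENCODE M21 on GRCm38.

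The genes named in the text were chosen by a rule written before the data were examined, when values in the paper's supplementary tables had been seen. It takes every gene the paper names for this experiment, the 10 largest rises and 10 largest falls among genes past the threshold with a mean of at least 50 and no overlap of the conditions, up to 4 genes with the smallest p from each list, and the isoforms of Dhx15, Ndufs1, Pkm, Gapdh, Aldoa and Uggt1. The isoforms Psap-204, Zmynd8-010, Nap1l4-001 and Txn2-008 and the genes Fga, Trf, Rbp4, Gm42418, Eno1 and Vim were chosen outside it, after their values were seen.

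The alternatives were a pseudocount of 0.5 or 5, no filter or a mean of at least 50, rescaling by TMM or to equal totals, limma without the trend, the isoform with the highest mean in place of the sum, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, other thresholds, other distances and linkages, other isoform filters, an estimated correlation for the lists, and leaving out each library in turn. DESeq2 at an adjusted p of 0.01, DESeq2 with a prior on the fold changes, a variance per isoform for usage, and lists with the trend of the fold changes with length, GC content and abundance subtracted were added after seeing the data. The numbers of changed isoforms, of changed genes, of genes with changed usage and of lists past the threshold, the test of usage in the splice site genes, and the camera p of 8 lists were also recomputed over the 35 splits of the libraries into 4 and 4.

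The tests were tested on simulated data with changes of known size. At an adjusted p of 0.001, limma found 0 of 48 isoforms changed 1.25-fold, 1 of 49 changed 1.5-fold, 6 of 48 changed 2-fold and 18 of 47 changed 4-fold, with 0 false calls. It found 0 of 21 isoforms changed 4-fold with a mean under 100 and 12 of 14 with a mean of 1000 or more. At gene level and an adjusted p of 0.05 it found 50%, 70%, 85.7% and 100% of genes changed 1.25-fold, 1.5-fold, 2-fold and 4-fold, with 5% false among its calls. Of the isoform calls of DESeq2 32.3% were false, and of its gene calls 18.8%. The usage test found 110 of 200 genes with 16% of its calls false, and 99 of 200 with 1% false when each isoform had its own variance. Few features were changed in these simulations: 192 of 48904 isoforms, 199 of 16379 genes, and 200 of 6676 genes for usage. The share of false calls depends on these numbers and does not carry over to data with more changes. Camera found 10 of 10 changed lists with 1 false call. The simulated genes varied independently of each other, so this does not cover lists whose genes are correlated.

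Splice junctions, reads and the proteomics spectra are not in the deposited tables, so the splicing events were not recomputed, and the network analysis and the gene ontology enrichment of the paper were not repeated. Lymphocyte markers were not measured and 1 erythroid marker was, so neither list was tested.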

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

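The tests of the hepatocyte transcripts and of the ATF4 and hypoxia genes were chosen only after those results were seen, and the hepatocyte test was narrowed to the 22 markers near 0 in siL-DHX15-LEC after a first look. The trend with gene length, GC content and abundance was examined after seeing the data, its criteria were written before its values, and the criterion that a list keep its call was changed after the ribosomal value was seen.

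Hepatocyte transcripts, of which the paper's heat map labels Alb and Ahsg, separated the conditions. Of 28 marker genes, 26 were lower, 1 was higher and 1 did not pass (median log2 fold change -4.93). With the 14 markers at 0 in every siL-DHX15-LEC library placed at a bound of 3 reads over the 4 libraries, the median was -5.05. The list passed (adjusted p = 2.65e-31 from camera, adjusted p = 0.00255 with an estimated correlation). In an exact permutation over the 35 splits, its camera p was smallest in the real split (7.59e-33 against 5.03e-12 at best in the others, not adjusted over the results). This rank, 1 of 35, is the furthest that 4 libraries against 4 can reach. Rescaling to equal totals, which multiplies each library by 1 factor, put the hepatocyte median at -4.97 and the median of all genes at -0.0763. A choice between these size factors therefore does not make the difference, and no other flaw of normalization was tested. Liver cells or liver RNA in the wild-type libraries are a candidate source. The 22 markers had a median chi-square per degree of freedom of 0.865 over the 4 wild-type libraries (95% interval 0.541 to 1.39) against 1.42 for genes of like level (0.831 to 2.21). Of 1000 sets of such genes 34 were as low, which goes towards a shared source, but the median lies within their range. Single markers differed: Fga had 0.0359, Alb, the marker with the most reads, 2.66 and Mup7 6.19. Neither this source nor expression by the LEC is therefore excluded. Reads of other libraries on the same lane cannot be told apart either, since 4 of 4 wild-type and 0 siL-DHX15-LEC libraries carried the transcripts and lane went with condition. Loss of these transcripts through DHX15 silencing stays open and untested. The other 6 of the 28 markers, among them Trf and Rbp4, kept a mean in siL-DHX15-LEC of at least 0.1 of the wild-type mean. The lowest of these means was 5.16 (16.9 in wild-type LEC) and the highest, that of Trf, 5490 (6580 in wild-type LEC).

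Targets of the stress factor ATF4, which the paper does not name, and hypoxia genes, which it touches on through HIF-1a, rose in siL-DHX15-LEC: 34 of 36 ATF4 targets were higher and 1 was lower (median log2 fold change 0.438, adjusted p = 1.04e-14 from camera, adjusted p = 0.458 with an estimated correlation), and 18 of 22 hypoxia genes were higher and 0 lower (median 0.319, adjusted p = 2.5e-09, adjusted p = 0.344 with an estimated correlation). In an exact permutation over the 35 splits, the camera p of hypoxia was smallest in the real split (2.86e-10 against 1.31e-07 at best in the others, not adjusted over the results). This rank, 1 of 35, is the furthest that the design allows. For ATF4 the camera p was as small in 2 of 35 (8.89e-16 against 1.33e-16), and chance cannot be excluded. The split with the smaller p for ATF4 only exchanges AC4620 and AC4626, so it shares most of the real grouping. This permutation therefore does not set the 2 lists apart. The mean of each list did not overlap between the conditions (exact permutation p = 0.0286 for both, not adjusted over the lists). Over both rescalings the smaller of the medians was still 0.252, while equal totals put the median of all genes at -0.0763. Each rescaling multiplies a library by 1 factor, so this covers only a choice between these factors and no other flaw of normalization. A culture state that varies from dish to dish cannot be told apart: the largest range of the ATF4 score within a condition was 0.543 of the difference of 0.47 between the conditions. A state shared by all dishes of a condition, the doxycycline of the induction included, and an effect of DHX15 silencing stay open and were not tested.

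Cytosolic ribosomal protein genes rose with the glycolysis genes: 69 of 80 were higher and 1 was lower (median log2 fold change 0.21, adjusted p = 4.41e-18 from camera, adjusted p = 0.488 with an estimated correlation), but in an exact permutation of the camera p chance cannot be excluded for ribosomal proteins (p = 2.52e-19 against 3.56e-22 in the other splits, 3 of 35) nor for glycolysis (0.000218 against 2.99e-05, 3 of 35), while the mean of each list did not overlap between the conditions (exact permutation p = 0.0286 for both, not adjusted over the lists). Once the trend of the fold changes with gene length, GC content and abundance was subtracted, 0.246 of the ribosomal median was left (0.0516, 95% interval 0.0358 to 0.0752, adjusted p = 0.00748), a fall that meets the criterion set in advance for the trend as the cause. What was left still passed by camera at the preset correlation, which does not argue against the trend as the cause of most of the rise. The 95% intervals here resample the genes of a list and not the libraries. The camera p of the ribosomal list before the subtraction was as small in 3 of 35 splits. Whether the trend was the whole cause is therefore not decided. For glycolysis 0.157 was left (0.174 before and 0.0272 after, 95% interval -0.0205 to 0.0876), and the call ended (adjusted p = 0.333) because the median fell, which is consistent with the trend as its source. What made the fold changes follow length, GC content or abundance was not tested, and an effect of DHX15 silencing stays open.

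Single libraries stood apart from the other 3 of their condition in 8 of 288 groups tested (2.8%, where chance gives about 1 in 20), by the gap to the nearest library as a share of the range. For Alb in wild-type LEC the share was 0.915 (AC4619 at 658 normalized counts against 522 to 533). For Alb in siL-DHX15-LEC it was 1 (AC4626 at 1.89, the others at 0), and for Serpina3k in siL-DHX15-LEC also 1 (AC4625 at 0.88, the others at 0), which are 2 and 1 reads. For Eif5a2 in wild-type LEC it was 0.893 (AC4619 at 1770 against 2080 to 2120). For Pif1 in siL-DHX15-LEC it was 0.853 (AC4626 at 1900 against 1810 to 1820). For Atp5g2 in wild-type LEC it was 0.913 (AC4620 at 27100 against 28900 to 29100), and for the isoform Gapdh-003 there 0.843 (AC4620 at 255000 against 282000 to 287000). For the mean log2 value of the list of wound healing and coagulation in wild-type LEC it was 0.935 (AC4619 at 11.8 against 11.7).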

How the results depend on the processing

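DESeq2 at an adjusted p of 0.01 or with a prior, the variance per isoform and the subtraction of the trend with length, GC content and abundance were chosen only after the data were seen. The fall of Dhx15 (log2 fold change -1.67 to -1.56 without 1 library), the distance between the conditions and the overlap of usage with the splice site genes kept their direction and their side of the threshold under every alternative run, and no result turned direction past its threshold. For the overlap with the splice site genes only 3 alternatives were run, and none left out a library. With isoforms in place of genes the 2 main clusters were no longer the conditions. The 5478 genes became 1060 at an adjusted p of 0.001 and 4000 to 6550 without 1 library. The 144 isoforms became 39 without the trend, 3589 with DESeq2, 5404 with DESeq2 at 0.01, 3590 with DESeq2 and a prior, 5242 at an adjusted p of 0.05, and 6 to 113 without 1 library (14 without AC4619, 18 without AC4620, 7 without AC4621, 6 without AC4622, 19 without AC4623, 8 without AC4624, 9 without AC4625). With an estimated correlation the adjusted p was 0.649 for glycolysis, 0.783 for complex I, 0.345 for angiogenesis and 0.316 for chemotaxis. With the trend subtracted it was 0.333, 0.709, 0.124 and 0.0764, with medians of 0.027, 0.0049, -0.15 and -0.20 left of 0.17, 0.08, -0.23 and -0.26. The unfolded protein response lost its call there too (0.313), while ribosome biogenesis and SR proteins and hnRNPs gained one, both lower (0.0299 each). Angiogenesis also lost its call with no filter on low values (0.0628), rescaled to equal totals (0.0738), with the isoform with the highest mean (0.0796) and with edgeR (0.0566). Other carbohydrate catabolism passed with no filter on low values (0.0263) and, in a range of 0.0418 to 0.261, without AC4626 (0.0418). Complexes II to IV passed with no filter on low values (0.0115), with DESeq2 (0.0439) and, in a range of 0.0179 to 0.193, without AC4619 (0.0292), AC4622 (0.0179), AC4623 (0.0315) or AC4626 (0.0461). The mitochondrial ribosomal proteins passed with no filter on low values (0.0304) and without AC4619 (0.0348) or AC4622 (0.0321), the spliceosome list with no filter on low values (0.0304) and without AC4619 (0.0292), and the cholangiocyte and mesothelial list with DESeq2 (0.0374). The difference in the share of retained introns was -0.0909 to -0.0473 points and passed without AC4619 (-0.0909, exact p = 0.0286). That of isoforms with nonsense-mediated decay was 0.0639 to 0.0898 and no longer passed without AC4623 (0.0714), AC4624 (0.0781) or AC4625 (0.0766, exact p = 0.0571 each). Among single genes, Pecam1 lost its call in 11 alternatives and Rbp4 in 6, Ndufs5 lost its call when rescaled to equal totals, Pdpn gained one when rescaled to equal totals (-0.14, adjusted p = 0.00987) and Akt1 gained one without AC4619 (0.10, adjusted p = 0.0377). The cause was not tested for any of these changes, beyond the fewer libraries or other thresholds themselves. Equal totals put the log2 fold change of the median gene at -0.0763, the setting furthest from 0. No paired analysis was possible because the libraries of the 2 conditions share no replicate numbers. The Ndufs1 shares could hardly pass in this design and are no measure of stability. Camera was run without a trend of the variance, so limma without the trend gives the lists no other value.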

Differences from the paper's values

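DESeq2 at an adjusted p of 0.01 and DESeq2 with a prior on the fold changes were chosen only after the data were seen.

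At an adjusted p of 0.001 the paper counts 5408 isoforms differentially expressed, and limma found 144. Of 20 other settings, an adjusted p of 0.05, set before the data were examined and another threshold than the paper's, gave 5242, within 1.5 times the paper's count. The others set before do not come within it, DESeq2 with 3589 among them. DESeq2 at an adjusted p of 0.01, chosen after seeing the values, gave 5404 and dropped 0 of the paper's 1998 isoforms that could be read from Supplementary Data 1, of which only the first part is at hand. These are the paper's strongest (adjusted p up to 1.45e-05) and DESeq2 at 0.001 keeps all of them too, so this does not speak for the setting. DESeq2 at an unadjusted p of 0.001, also chosen after seeing the values and dropping 0 of the 1998, gave 5344. All 1998 isoforms had the same direction in limma, 143 passed an adjusted p of 0.001 and 1998 an adjusted p of 0.05.

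The paper gives 122968 as its number of mapped paired-end reads. The reads recovered from the normalized counts number 1050271369, and 122968 is the number of isoforms listed in the deposited table. No alternative applies to this count.

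For pyruvate kinase RNA the paper's RT-qPCR shows about 100 times the wild-type level in Supplementary Fig. 7, read by eye, and Pkm was at 1.16 times the wild-type level in the sequencing. For G3PDH RNA it shows about 2.8 times in Supplementary Fig. 7, read by eye, and Gapdh was at 1.23 times. None of the 18 alternatives set before the data were examined brings either value within the paper's. A value counts as differing when it is over 1.5-fold from the paper's and further away than the SD of the siL-DHX15-LEC libraries. For Uggt1 (1.15, SD 0.0412, against about 1.6 read by eye) the value does not differ by this measure, in 18 of 18 alternatives. For Aldoa (1.28, SD 0.0635, against about 1.9 read by eye) it does not differ in 13 of 18. It does when rescaled to equal totals, with the isoform with the highest mean, with edgeR and without AC4620 or AC4624. Both values still lie further from the paper's than the SD.

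Of the 14 isoforms compared with the paper's log2 fold changes, 2 differ: Psap-204 (the paper's 2.886, here 3.227) and Ndufs1-009 (the paper's 0.9786, here 1.313). Zmynd8-010 cannot be compared, since all siL-DHX15-LEC libraries are at 0 and the fitted value is set by the pseudocount (the paper's -4.659, here -9.302). No setting from before the data were examined was compared for these. DESeq2 with a prior on the fold changes, chosen after seeing the values and dropping 4 of the 1998 isoforms (1994 pass an adjusted p of 0.001), gave 2.886, 0.9725 and -4.641.

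The paper states a lower NDUFS1 RNA by RT-qPCR in Fig. 5a, and the total of Ndufs1 over its isoforms did not pass here (log2 fold change 0.023, adjusted p = 0.646 from limma). The paper also states a significant change of NDUFS1 in the RNA-seq, where its table lists isoforms, and here Ndufs1-005 (the paper's 0.8174, here 0.8604) and Ndufs1-009 had the same sign but were not among the 144 isoforms that passed (adjusted p = 0.001 and 0.00275 from limma). Both were under 0.05 in limma, and both passed 0.001 with DESeq2, as all 1998 isoforms at hand did. The paper chose these with DESeq2 on the same libraries, so that pass is not independent evidence. Supplementary Fig. 5b shows wound healing as underrepresented, from a gene ontology term over isoforms. The list of 31 genes of wound healing and coagulation used here is another set of genes, and it did not pass (adjusted p = 0.66 from camera, median log2 fold change 0.033). The paper finds no significant change of Aldo A and UGGT1 by RT-qPCR, and both genes passed here (adjusted p = 0.000165 and 0.00277 from limma).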

Other observations

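Isoform usage with a variance per isoform and lists with the trend of the fold changes with length, GC content and abundance subtracted were the tests of this part chosen only after the data were seen.

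Several gene groups other than the processes that the paper's text names from its enrichment analysis changed in siL-DHX15-LEC, by camera at the preset correlation. Among amino acid synthesis and stress genes under ATF4, the cystathionine lyase gene Cth (log2 fold change 0.96, SE 0.0956, adjusted p = 5.13e-05), the stress transcription factor gene Ddit3 (log2 fold change 0.91, SE 0.0993, adjusted p = 8.24e-05) and the tryptophan tRNA synthetase gene Wars (log2 fold change 0.62, SE 0.0614, adjusted p = 5.13e-05) rose. Among hypoxia genes, Ndrg1 had the largest rise (log2 fold change 1.35, SE 0.127, adjusted p = 3.64e-05). Genes of cholesterol synthesis were higher (17 of 24 higher and 0 lower; median 0.22, adjusted p = 2.38e-05, adjusted p = 0.603 with an estimated correlation), with Fdft1 and Sqle, which make and oxidize squalene, at log2 fold changes of 0.47 (SE 0.0537) and 0.33 (SE 0.0492). Lysosome genes were higher (21 of 34 higher and 1 lower; median 0.17, adjusted p = 5.64e-06, adjusted p = 0.596 with an estimated correlation), with Psap and the cholesterol transfer protein gene Npc2 at 0.29 (SE 0.0399) and 0.31 (SE 0.0421). The ribosomal protein genes Rpl12 and Rps20 rose by 0.40 (SE 0.0469) and 0.30 (SE 0.0334). Interferon genes were higher (11 of 24 higher and 2 lower; median 0.22, adjusted p = 0.00089, adjusted p = 0.596 with an estimated correlation), with Isg15 and Oasl1 at 0.44 (SE 0.06) and 0.45 (SE 0.0482). Genes of the unfolded protein response (10 of 24 higher and 1 lower; median 0.083, adjusted p = 0.0114, adjusted p = 0.603 with an estimated correlation) and p53 targets (8 of 20 higher and 0 lower; median 0.076, adjusted p = 0.02, adjusted p = 0.344 with an estimated correlation) were higher as well, with Herpud1 of the endoplasmic reticulum at 0.60 (SE 0.0661) and the cell cycle inhibitor gene Cdkn1a at 0.44 (SE 0.0461). The call of the unfolded protein response was lost with the trend subtracted (adjusted p = 0.313), while its median stayed at 0.075.

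Hox genes were lower (0 of 31 higher and 16 lower; median -0.24, adjusted p = 5.18e-05, adjusted p = 0.345 with an estimated correlation), with Hoxa3 at -0.48 (SE 0.0588). Genes of BMP and TGF-beta signaling (2 of 26 higher and 10 lower; median -0.21, adjusted p = 0.00436, adjusted p = 0.366 with an estimated correlation) and targets of SRF and YAP (1 of 18 higher and 9 lower; median -0.11, adjusted p = 0.00374, adjusted p = 0.603 with an estimated correlation) were lower, with Ctgf and Tagln, which respond to cell tension, at -0.35 (SE 0.0444) and -0.39 (SE 0.0606). These lists did not pass by camera. Cell cycle had 10 higher and 7 lower of 35 (adjusted p = 0.66), its median of 0.013 and its test above 0 and its mean of -0.032 below. Mitochondrially encoded proteins had 1 higher and 0 lower of 13 (adjusted p = 0.823), with a median of -0.0091 and a mean of 0.02. Mitochondrial ribosomal proteins had 20 higher and 7 lower of 78 (adjusted p = 0.136), and ribosome biogenesis 4 higher and 5 lower of 35 (adjusted p = 0.734). DEAH-box helicases other than Dhx15 had 0 higher and 1 lower of 15 (adjusted p = 0.797), and SR proteins and hnRNPs 5 higher and 9 lower of 30 (adjusted p = 0.319). With the trend subtracted, ribosome biogenesis (median -0.059) and SR proteins and hnRNPs (median -0.13) passed as lower (adjusted p = 0.0299 each). The tricarboxylic acid cycle had 5 higher and 1 lower of 21 (adjusted p = 0.32), and Akt signaling 1 higher and 3 lower of 22 (adjusted p = 0.193). The mean of the Akt list was lower in siL-DHX15-LEC without overlap (exact permutation p = 0.0286, not adjusted over the lists). Akt1 and Akt2, studied in the paper as proteins, had log2 fold changes of 0.071 (SE 0.04, adjusted p = 0.197) and 0.046 (SE 0.0369, adjusted p = 0.363). The reference genes Hprt and Actb had log2 fold changes of 0.075 (adjusted p = 0.23) and 0.033 (adjusted p = 0.615).

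Transcripts of 2 endothelial markers were scarce in both conditions. The paper shows these markers in LEC as protein (CD31 and eNOS, western blot), and it reports uptake of oxidized low-density lipoprotein and podoplanin staining. Only RNA was examined here. Pecam1 had means of 37.0 normalized counts in siL-DHX15-LEC and 25.2 in wild-type LEC (log2 fold change 0.56, SE 0.191, adjusted p = 0.041), a call lost in 11 alternatives, DESeq2 (adjusted p = 0.116) and 7 of the 8 that leave out 1 library among them. Nos3 had 50.3 and 55.7. Pdpn, a lymphatic marker that other cells express too, was abundant, with 7072 and 7449. Lyve1, the other lymphatic marker that the paper reports in LEC, was near 0, with at most 1.89 and 2.60 in a library. Krt19, a keratin gene of the cholangiocyte and mesothelial list, had means of 49669 and 33181. The mean log2 value of that list was 12.3 to 12.5 in a library. It was 7.59 to 8.03 for the sinusoidal and 9.08 to 9.23 for the lymphatic endothelial list. The identity of the cells was not tested beyond these values. Among marker lists, lymphatic endothelium had 1 higher and 1 lower of 9 (adjusted p = 0.825), and sinusoidal endothelium 2 higher and 4 lower of 11 (adjusted p = 0.319). Kupffer cells and macrophages had 0 higher and 1 lower of 2 (adjusted p = 0.396), stellate cells and fibroblasts 1 higher and 3 lower of 9 (adjusted p = 0.638), and cholangiocytes and mesothelium 3 higher and 4 lower of 11 (adjusted p = 0.319). The means of the sinusoidal, Kupffer and stellate lists were lower in siL-DHX15-LEC without overlap (exact permutation p = 0.0286 each, not adjusted over the lists). Those of the lymphatic and the cholangiocyte list overlapped. In lymphatic endothelium, median and mean lay close to 0 (-0.069 and -0.012).

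Isoforms annotated as retained introns held 1.68% ± 0.0116 (SD, n = 4) of the normalized counts in siL-DHX15-LEC and 1.75% ± 0.0564 in wild-type LEC (exact two-sided permutation test, p = 0.0571), and those annotated for nonsense-mediated decay 2.08% ± 0.0187 and 2.00% ± 0.0378 (exact p = 0.0286). With a variance per isoform, isoform usage changed in 1021 genes, 755 of them shared with the 1099, and in 38 of the 124 splice site genes (30.6%) against 15.0% of the others.

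In an exact permutation over the 35 splits of the 8 libraries into 4 and 4, the real split gave the most changed isoforms (144 against 2 at most in the other splits, 1 of 35 as large). It also gave the most changed genes (5478 against 711, 1 of 35) and genes with changed isoform usage (1099 against 19, and 1021 against 2 with a variance per isoform, 1 of 35 each). A rank of 1 of 35 is the furthest that this permutation allows. None of the tests over the splits was adjusted over the results tested. For usage in the splice site genes the splits decide nothing (p = 0.000354 against 0.155 from Fisher's exact test, 1 of 35 in the exact permutation), since the paper chose these genes on the same libraries under the real grouping. For chemotaxis the camera p was smallest in the real split only narrowly (0.00454 against 0.00532, 1 of 35), which without adjustment over the results does not exclude chance. The chemotaxis call was lost with an estimated correlation (adjusted p = 0.316) and with the trend subtracted (adjusted p = 0.0764). Nor can this exact permutation exclude chance for the number of lists past the threshold (16 against 22, 4 of 35). The same holds for the camera p of complex I (0.00118 against 2.69e-08, 11 of 35) and angiogenesis (0.0142 against 0.00491, 4 of 35). The mean of the list did not overlap between the conditions for chemotaxis and angiogenesis (exact permutation p = 0.0286 each, not adjusted over the lists) and did for complex I (exact p = 0.0571).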
